# Discovery of novel microRNA mimic repressors of ribosome biogenesis

**DOI:** 10.1093/nar/gkad1235

**Published:** 2024-01-09

**Authors:** Carson J Bryant, Mason A McCool, Gabriela T Rosado González, Laura Abriola, Yulia V Surovtseva, Susan J Baserga

## Abstract

While microRNAs and other non-coding RNAs are the next frontier of novel regulators of mammalian ribosome biogenesis (RB), a systematic exploration of microRNA-mediated RB regulation has not yet been undertaken. We carried out a high-content screen in MCF10A cells for changes in nucleolar number using a library of 2603 mature human microRNA mimics. Following a secondary screen for nucleolar rRNA biogenesis inhibition, we identified 72 novel microRNA negative regulators of RB after stringent hit calling. Hits included 27 well-conserved microRNAs present in MirGeneDB, and were enriched for mRNA targets encoding proteins with nucleolar localization or functions in cell cycle regulation. Rigorous selection and validation of a subset of 15 microRNA hits unexpectedly revealed that most of them caused dysregulated pre-rRNA processing, elucidating a novel role for microRNAs in RB regulation. Almost all hits impaired global protein synthesis and upregulated *CDKN1A* (*p21*) levels, while causing diverse effects on RNA Polymerase 1 (RNAP1) transcription and TP53 protein levels. We provide evidence that the MIR-28 siblings, hsa-miR-28-5p and hsa-miR-708-5p, potently target the ribosomal protein mRNA *RPS28* via tandem primate-specific 3′ UTR binding sites, causing a severe pre-18S pre-rRNA processing defect. Our work illuminates novel microRNA attenuators of RB, forging a promising new path for microRNA mimic chemotherapeutics.

## Introduction

Ribosome biogenesis (RB) is the complex, essential process by which mature small and large ribosomal subunits are produced in all living organisms. Eukaryotes partition many RB steps into the nucleolus, a phase-separated membraneless organelle within the enveloped nucleus (1–3). In human cells, three of the four mature ribosomal RNAs (rRNAs), the 18S, 5.8S and 28S rRNAs, are synthesized in the nucleolus as components of the polycistronic 47S primary pre-rRNA precursor transcript from tandem ribosomal DNA (rDNA) repeats by RNA Polymerase 1 (RNAP1) (4). The 5S rRNA is separately transcribed in the nucleus by RNA Polymerase 3 (RNAP3) (5,6). A myriad of ribosome assembly factors (AFs) execute endo- and exonucleolytic pre-rRNA processing and modification events to liberate the mature rRNAs from the 47S transcript, forming the small 40S and large 60S ribosomal subunits (7–10). AFs also facilitate the binding of structurally-constitutive ribosomal proteins (RPs) and the folding of the maturing subunits at the macromolecular scale (11–16). Defects in RB can trigger the nucleolar stress response during which labile members of the 5S RNP including RPL5 (uL18) or RPL11 (uL5) bind and sequester the TP53-specific E3 ligase MDM2, effectively stabilizing TP53 levels and leading to *CDKN1A* (*p21*) induction, cell cycle arrest, and apoptosis (17–19). At the organismal level, nucleolar stress resulting from RB defects can cause a class of rare human diseases called ribosomopathies (19–22). Furthermore, cancer initiation and progression are strongly linked to aberrant RB (23–29).

MicroRNAs comprise a class of non-coding (nc)RNAs of approximately 22 nt which can base pair with messenger (m)RNAs to post-transcriptionally reduce transcript stability or translation efficiency, acting as ‘sculptors of the transcriptome’ to fine-tune gene expression (30–32). Like RB, microRNAs play critical roles in mediating human development, health, and disease including cancer (33,34). How microRNAs regulate RB has yet to be explored systematically at the experimental level, although some intriguing links between them have been uncovered. A handful of microRNAs have been experimentally demonstrated to affect RB subprocesses including RNAP1 transcription, 60S assembly, and RP gene transcription (35). Consistent with this, the microRNA biogenesis factors Drosha and Dicer are required for 28S and 5.8S maturation (36). AGO2, the microRNA-binding component of the active RISC complex (32), has been found in the nucleolus (37) along with several microRNAs (38–40), though their precise biological function there remains unclear. Computational analysis has implicated microRNA-mediated control of RPs as a key potentiator of RB activity and disease progression (41), thereby necessitating additional *in vivo* experiments. MicroRNA targeting biology, including binding sites with non-canonical forms or cooperativity, is complex and remains poorly understood (42). Software packages have made some inroads towards accurate prediction of microRNA targets (43,44) or functions (45) although abundant false positives limit their utility (41,46). The limited amount of direct experimental evidence that microRNAs are involved in RB constitutes a significant gap in our understanding of the layers of regulation of nucleolar function in human cells.

To date, no holistic, unbiased discovery campaign for microRNAs functioning in RB regulation has been conducted, and the full complement of microRNAs affecting RB remains poorly understood. We previously hypothesized that microRNAs may be a key underappreciated conduit linking biochemical RB defects to the pathogenesis of diseases like ribosomopathies and cancer (35). To discover novel microRNAs negatively regulating RB, we conducted our previously-established high-content screen for changes in nucleolar number following microRNA mimic overexpression in human MCF10A cells. High-throughput screens using microRNA mimics have previously revealed mechanistic insight into microRNA-mediated regulation dynamics during cellular proliferation and signaling (47,48), cardiac regeneration (49), viral infection (50), and cancer (51,52).

Here, we identify 72 high-confidence mature human microRNA hits that disrupt RB, which are enriched for mRNA targets involved in cell cycle regulation, cellular proliferation, and localization within the nucleolus. Twenty-seven of these hits are validated, conserved microRNAs present in the MirGeneDB database (53). We validate the roles of a subset of 15 hits in RB subprocesses including pre-rRNA transcription, pre-rRNA processing, and global protein synthesis. For the first time, we define the abilities of 12 microRNA mimics to inhibit pre-rRNA processing. Our work reveals that the MIR-28 family members, hsa-miR-28-5p and hsa-miR-708-5p, are strong inhibitors of pre-18S pre-rRNA processing by way of potent downregulation of the levels of the ribosomal protein mRNA, *RPS28*. Our screen's results underscore the broad potential of microRNAs to dysregulate RB, and raise new questions regarding the extent to which microRNAs may connect RB and disease.

## Materials and methods

### Cell lines and culture conditions

Human MCF10A breast epithelial cells (ATCC CRL-10317) were cultured in DMEM/F-12 (Gibco 11330032) with 5% horse serum (Gibco 16050122), 10 μg/ml insulin (MilliporeSigma I1882), 0.5 μg/ml hydrocortisone (MilliporeSigma H0135), 20 ng/ml epidermal growth factor (Peprotech AF-100-15) and 100 ng/ml cholera toxin (MilliporeSigma C8052). hTERT RPE-1 cells (ATCC CRL-4000) were cultured in DMEM/F-12 (Gibco 11330032) with 10% fetal bovine serum (Gibco 16050122) and 1% Pen-Strep (Gibco 15140122). HeLa cells (ATCC CCL-2) were cultured in in DMEM (Gibco 11965092) with 10% fetal bovine serum (Gibco 16050122). Cells were incubated at 37°C in a humidified atmosphere with 5% CO_2_. HEK 293 Flp-In T-REx cells (Invitrogen R75007) were a generous gift from P. Gallagher, Yale School of Medicine, New Haven, CT, and were grown in DMEM (Gibco 11965092) with 10% fetal bovine serum (Gibco 16050122) and 15 μg/ml blasticidin S (Alfa Aesar J67216XF).

### Chemical reagents

BMH-21 (Sigma-Aldrich SML1183; CAS 896705-16-1) was diluted to a working stock concentration of 50 μM in DMSO for direct dosing of cells in 384-well plates.

### RNAi depletion and microRNA expression by reverse-transfection

RNAi depletion by reverse-transfection was conducted in MCF10A cells, hTERT RPE-1 cells, and HeLa cells as previously reported (54–56). Briefly, cells were reverse-transfected into an arrayed 384-well plate library containing small interfering RNA (siRNA) or miRIDIAN microRNA mimic constructs (Horizon Discovery, Supplementary Tables S1-S7) using Opti-MEM (Gibco 31985070) and Lipofectamine RNAiMAX transfection reagent (Invitrogen 13778150). Assay-ready plates containing 10 μl of 100 nM microRNA mimics resuspended in 1X siRNA buffer (Horizon Discovery B-002000-UB-100) were prepared from master library 384-well plates (Horizon Discovery, 0.1 nmol scale) and stored at −80°C. Plates were prepared with control siRNAs (siNT, siNOL11, siKIF11 or siPOLR1A) for reverse-transfection at a final 20 nM siRNA/microRNA mimic concentration as described (56), at a seeding density of 3000 MCF10A or HeLa cells/well or 4000 hTERT RPE-1 cells/well.

### 5-ethynyl uridine labeling; staining and high-content imaging

5-ethynyl uridine (5-EU; ClickChemistryTools 1261-100, CAS 69075-42-9) was used to label cells at a 1 mM final concentration. Staining, click chemistry and high-content imaging were performed as previously described (56).

### CellProfiler pipeline and data analysis

Image analysis and data processing were conducted using a custom pipeline for CellProfiler 3.1.9 as previously described (54-57). Strictly-standardized mean difference (SSMD) values were calculated from plate-adjusted one-nucleolus or 5+ nucleoli percent effect values using the uniformly minimal variance unbiased estimate (UMVUE), equation A5 in (58). Data from the primary or secondary screen were averaged in JMP (version 17.0, SAS Institute, Cary, NC, USA) and graphed with JMP or GraphPad Prism 8 (GraphPad Software).

### MCF10A RNA expression dataset

Deposited reads from four RNAseq experiments from MCF10A cells quantifying transcript levels without treatment (negative control conditions; see table below) were re-analyzed using Partek Flow. Reads were aligned to the hg38 genome with HISAT2 2.1.0 and quantified using the Ensembl Transcripts version 99 annotation with the Partek E/M algorithm module. Normalized transcripts per million (zTPM) for genes in each experiment was calculated in R as described (59). For each dataset, a given gene was categorized as expressed if its zTPM was greater than −3, as described in (59) (Supplementary Table S8).

**Table:** 

BioProject accession	GEO samples used	Reference
PRJNA290557	GSM1829628	(155)
PRJNA384982	GSM2593351, GSM2593352, GSM2593353	(156)
PRJNA530983	GSM3711368, GSM3711369	N/A
PRJNA647393	GSM4667014, GSM4667015, GSM4667016	(157)

### Nucleolar protein metadatabase

Three nucleolar protein databases were merged to create a nucleolar protein metadatabase. The Human Protein Atlas subcellular localization database (v. 20.0) (60, proteinatlas.org) containing 1350 unique nucleolar proteins was retrieved, and HGNC gene names were updated based on Ensembl Gene ID using BioMart. Proteins labeled with the GO terms ‘Nucleoli’, ‘Nucleoli fibrillar center’, or ‘Nucleoli rim’ were considered to be nucleolar. The T-cell nucleolar proteome (61) containing 880 unique nucleolar proteins was retrieved, and HGNC gene names were updated based on NCBI Entrez Gene ID using BioMart. An archived copy of NOPdb 3.0 (62) containing 2242 unique nucleolar proteins was retrieved, and HGNC gene names were updated based on International Protein Index (IPI) ID using the latest IPI database release (v. 3.87) and BioMart. The three databases were merged on updated HGNC name, resulting in a metadatabase of 3490 unique nucleolar proteins (Supplementary Table S9).

### Bioinformatic target enrichment analysis

TarBase 8 (63) was utilized to identify experimentally-validated microRNA:mRNA interactions. Genes were filtered for the *Homo sapiens* species, for true positive microRNA:mRNA interactions, and for interactions where the microRNA caused reduced levels of the mRNA. Next, genes were annotated with zTPM expression data from the MCF10A expression dataset (see above), for nucleolar localization using the nucleolar protein metadatabase (see above), and 89 cytosolic RP genes were labeled based on HGNC gene groups (35 ‘S ribosomal proteins’, HGNC gene group 728; 54 ‘L ribosomal proteins’, HGNC gene group 729). The number of genes targeted by each microRNA was calculated in JMP, and confirmed hit microRNAs were labeled. Subset tabulations were also carried out to determine the number of genes coding for nucleolar proteins targeted by each microRNA, and the number of genes coding for RPs targeted by each microRNA. Mean and median values for each category were calculated with JMP for hit microRNAs and non-hit microRNAs. Conversely, the number of microRNAs targeting each gene was also calculated with JMP, and all 262 genes targeted by five or more microRNA hits were analyzed for enrichment using Enrichr (64–66) (Supplementary Table S10). For the subset of 24 evolutionarily-conserved MirGeneDB hits with validated targets from the primary screen, 135 genes targeted by five or more hits were analyzed for enrichment using Enrichr (Supplementary Table S10). To analyze the evolutionary conservation of the MIR-28 binding sites in the *RPS28* 3′ UTR, indicated species from the Multiz 100 Vertebrate Species Alignment and Conservation track in the UCSC Genome Browser were visualized (67,68).

### RNA isolation following RNAi transfection

MCF10A cells or hTERT RPE-1 cells were seeded at 100 000 cells per well in 2 ml of medium in 6-well plates and incubated at 37°C for 24 h. For the MIR-28 dose response, hTERT RPE-1 cells were seeded at 50 000 cells per well in 1 ml of medium in 12-well plates and incubated as above. Cells were transfected with siRNAs or microRNA mimics at 30 nM or as otherwise indicated using Lipofectamine RNAiMAX (Invitrogen 13778-150) and Opti-MEM (Gibco 31985070) per manufacturer's instructions for 72 h. Cells were washed with 1× PBS, then collected with 1 ml of TRIzol reagent (Invitrogen 15596026). Total RNA was purified following the manufacturer's protocol.

### PolyA+ RNAseq following overexpression of hsa-miR-28-5p or hsa-miR-708-5p

MCF10A cells or hTERT RPE-1 cells were treated with siNT, hsa-miR-28-5p, or hsa-miR-708-5p and RNA was isolated as above. One μg of total RNA was resuspended in nuclease-free H_2_O and submitted to the Yale Center for Genomic Analysis (West Haven, CT) for polyA+ library preparation and sequencing. All samples had an RNA Integrity Number (RIN) of at least 9.6. 30–50 million 100 bp paired-end reads were collected per sample using a NovaSeq 6000 Sequencing System (Illumina). RNAseq was conducted in biological triplicate. Partek Flow was used to process, align, and quantify reads. Reads were trimmed of adapters, then aligned to the hg38 genome with HISAT2 2.1.0. Reads were quantified using the RefSeq Transcripts version 93 annotation with the Partek E/M algorithm module. Differential expression analysis was conducted with DESeq2 (69). Raw reads are available on NCBI under BioProject accession PRJNA919164, and processed data are summarized in GEO accession GSE242754 and Supplementary Tables S11-S12.

### Analysis of RNA transcript levels by RT-qPCR

MCF10A cells or hTERT RPE-1 cells were treated with control siRNAs or microRNA mimics, and RNA was isolated as above. cDNA was synthesized from 1 μg total input RNA using iScript™ gDNA Clear cDNA Synthesis Kit (Bio-Rad 1725035). In a qPCR plate (Bio-Rad MLL9601), 1 μl of cDNA was dispensed, followed by 19 μl of a qPCR master mix containing iTaq Universal SYBR Green Supermix (Bio-Rad 1725121), 500 nM forward primer, 500 nM reverse primer, and water. Technical duplicates were assayed for each biological replicate. The plate was briefly centrifuged and assayed using a Bio-Rad CFX96 Touch Real-Time PCR Detection System. Amplification parameters were: initial denaturation 95ºC for 30 s; 40 cycles 95ºC denaturation for 15 s, 60ºC annealing and extension for 30 s. Melt curve analysis parameters were: 60ºC to 94.8ºC in 0.3ºC increment. Data analysis was completed using the comparative C_T_ method (ΔΔC_T_) using 7SL RNA as an internal loading control.

**Table:** 

Target RNA	Forward primer (5′ → 3′)	Reverse primer (5′ → 3′)	Ref.
45S pre-rRNA	GAACGGTGGTGTGTCGTTC	CGTCTCGTCTCGTCTCACTC	(158)
7SL RNA	ATCGGGTGTCCGCACTAAGTT	CAGCACGGGAGTTTTGACCT	(159)
*CDKN1A* (*p21*)	TGGAGACTCTCAGGGTCGAAA	GGCGTTTGGAGTGGTAGAAATC	(160)
*RPS28*	GGTCTGTCACAGTCTGCTCC	CATCTCAGTTACGTGTGGCG	(161)

### Analysis of mature rRNAs

MCF10A cells, hTERT RPE-1 cells, or HEK 293 Flp-In cells were treated with control siRNAs or microRNA mimics, and RNA was isolated as above. One μg of total RNA was resuspended in nuclease-free H_2_O and submitted to the Yale Center for Genomic Analysis for electropherogram analysis. Each experiment was conducted with either a Bioanalyzer 2100 or a Fragment Analyzer 5300 (Agilent). Mature rRNA ratios and mature rRNA relative peak areas were taken from the output reports. The data were graphed and analyzed by ANOVA followed by Holm–Šídák post-hoc testing in GraphPad Prism.

### Northern blot analysis of pre-rRNA processing

MCF10A cells were treated with siRNAs or microRNA mimics, and RNA was isolated as above. Northern blots were performed using 3 μg of total RNA as published (54,55), and were performed in at least biological triplicate. Blots were quantified with Image Lab 6.0.1 (Bio-Rad). RAMP [Ratio Analysis of Multiple Precursors, (70)] ratios were calculated in Microsoft Excel, and heatmaps were made using the mean log_2_ RAMP ratio for each treatment relative to siNT in GraphPad Prism. The following DNA oligonucleotides were radiolabeled for blotting:

**Table:** 

Probe name	Probe sequence (5′ → 3′)	Ref.
P3 (ITS1)	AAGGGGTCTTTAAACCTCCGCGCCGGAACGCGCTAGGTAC	(54)
P4 (ITS2)	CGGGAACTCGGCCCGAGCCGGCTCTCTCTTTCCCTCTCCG	(54)

### Dual-luciferase assay for RNAP1 promoter activity

MCF10A cells were seeded at 30 000 cells per well in 1 ml of medium in 12-well plates and incubated at 37°C for 24 h. Cells were transfected with 30 nM siRNAs or microRNA mimics as above for 48 h. Cells were then transfected with 1 μg of pHrD-IRES-Fluc (Addgene plasmid #194250) and 1 ng of CMV-Rluc reporter plasmids (71) using Lipofectamine 3000 (Invitrogen L3000015). Concurrently, cells were treated with 3.5 μl of DMSO vehicle or 300 μM BMH-21, to achieve a final concentration of 1 μM BMH-21. After another 24 h, treated cells were washed once with 1X PBS and lysed with 250 μl of 1× Passive Lysis Buffer (Promega E1941) at room temperature for at least 30 min. In a solid white 96-well plate (Greiner Bio-One 655074), 20 μl of lysate from each sample was dispensed into a well. Samples were assayed using a Promega GloMax plate reader with dual injectors, using the Dual-Luciferase Reporter Assay System (Promega E1910) per manufacturer's instructions. Sixty μl of LAR II or Stop & Glo substrate were injected with a 2 s delay and a 10 s read time. Data were analyzed by calculating the Fluc/Rluc ratio for each well, then normalizing to the Fluc/Rluc ratio for siNT. Data import was carried out in Microsoft Excel, calculations were performed in JMP, and normalized data were graphed and analyzed by ANOVA followed by Holm–Šídák post-hoc testing in GraphPad Prism.

### Protein isolation, SDS-PAGE analysis, and immunoblotting

MCF10A cells were seeded at 100 000 cells per well in 2 ml of medium in 6-well plates and incubated at 37°C for 24 h. Cells were transfected with a final concentration of 30 nM siRNAs or microRNA mimics in a total volume of 2250 μl as above for 72 h. Following treatment, cells were washed twice with cold 1× PBS, manually dislodged using cell scrapers (Falcon 353085), collected in 1 ml of cold 1× PBS, centrifuged at 1100 RCF for 5 minutes at 4°C, then lysed in AZ lysis buffer (50 mM Tris pH 7.5, 250 mM NaCl, 1% Igepal, 0.1% SDS, 5 mM EDTA pH 8.0) with 1× complete protease inhibitors (cOmplete Protease Inhibitor Cocktail, Roche 11697498001) by vortexing. Cell debris was pelleted at 21 000 RCF for 15 min. A Bradford assay was used to determine supernatant total protein concentration. Protein aliquots were made using 5× Laemmli buffer, then boiled at 95°C for 3 min and loaded onto a gel or frozen at −20°C. Handcast SDS-PAGE gels (8%, 10%, 15% or 4–18% gradient) containing 0.5% (v/v) trichloroethanol (Acros Organics 139441000) for stain-free imaging (72) were used to separate total protein at 110 V for 2 h. Total protein was imaged using the ChemiDoc stain-free imaging protocol (Bio-Rad) to ensure even loading at the gel stage. Gels were UV-activated for 5 min in the ChemiDoc. Following membrane transfer with the Trans-Blot Turbo system (Bio-Rad), blots were imaged again for total protein; these images are presented and quantified as blot loading controls. Immunoblotting was carried out using 5% (w/v) Omniblok dry milk (American Bio AB10109) in 1× PBST (1× PBS containing 5% (v/v) Tween) with primary antibodies listed below followed by 1:5000 peroxidase-linked anti-mouse or anti-rabbit IgG (Amersham NXA931 or NA934) as appropriate. Blots were developed using low- or high-sensitivity ECL reagent (Millipore WBKLS0500, Thermo Scientific 34094) for 5 min, then dried and imaged with the ChemiDoc. Images from the ChemiDoc were quantified using Image Lab 6.0.1 (Bio-Rad). Data were graphed and analyzed by ANOVA followed by Holm-Šídák post-hoc testing in GraphPad Prism.

**Table:** 

Target molecule	Primary antibody manufacturer and catalog number	Dilution
Puromycin	Kerafast EQ0001 (clone 3RH11)	1:5000
RPS28	Invitrogen PA5-45721	1:500
TP53	Santa Cruz Biotechnology sc-126 HRP (clone DO-1)	1:5000

### Puromycin incorporation for SUnSET global translation assay

After the 72 h transfection period in 2250 μl in six-well plates, MCF10A cells were treated with an additional 750 μl of medium containing 3 μM puromycin (Mirus Bio 5940), achieving a final concentration of 1 μM (0.5 μg/ml) puromycin and final volume of 3 ml (54–55,71,73). Cells were incubated 1 h at 37°C, then washed with cold 1× PBS. Protein was isolated and analyzed as above.

### Identification of putative microRNA binding sites

Candidate microRNA binding sites in transcripts coding for nucleolar proteins were identified using databases including TarBase 8 (63), TargetScan 7.2 (74), miRWalk 3 (75), and DIANA microT-CDS 2023 (76). Binding sites were computationally tested using the bimolecular DuplexFold algorithm on the RNAStructure Web Server (77). The sequence of either hsa-miR-28-5p or hsa-miR-708-5p was tested for *in silico* binding to 70 bp regions of target transcripts containing putative microRNA binding sites. Transcript regions bearing a scrambled binding site were also tested for binding by either mature microRNA sequence. Computed binding energies from DuplexFold are reported in this manuscript. The BLAST algorithm (78) was used to search the 45 pre-rRNA transcript (NR_046235.3) for potential binding sites for the 72 microRNA hits. BLAST matches were filtered for antisense (+/-) pairings starting on microRNA nucleotide 1 or 2 with 0 gaps to select potential canonical seed binding sites in the 45S pre-rRNA precursor (Supplementary Table S13).

### Molecular cloning of psiCHECK-2 plasmids for microRNA UTR assays

The psiCHECK-2 plasmid was acquired as a gift from P. Pawlica and J. A. Steitz (Yale University) (79). Transcriptomic regions of approximately 200 bp containing putative microRNA binding sites were cloned from MCF10A genomic DNA, which was isolated using the DNeasy Blood & Tissue Kit (Qiagen 69504). Primers for generating XhoI-NotI amplicons were designed using Geneious 8.1.9 (Biomatters Ltd) (Supplementary Table S14). Amplicons were restriction cloned into psiCHECK-2. Target WT seed sequences were scrambled by site-directed mutagenesis overlap cloning (80). Plasmids were verified by Sanger sequencing (GENEWIZ, Inc./Azenta Life Sciences) and are available on Addgene (plasmid #203157 and #203158).

### MicroRNA UTR assays testing for direct interaction of microRNA mimics with putative mRNA targets

MCF10A cells were seeded at 40 000 cells per well in 1 ml of medium in 24-well plates and incubated at 37°C for 24 h. Cells were co-transfected for 24 h with 30 nM siRNA or microRNA mimic, 10 ng of psiCHECK-2 plasmid, and 1 μg of salmon sperm carrier DNA using Lipofectamine 3000 (Invitrogen L3000015) according to manufacturer protocol. Following treatment, cells were washed with 1 ml of 1× PBS and incubated in 100 μl of 1× Passive Lysis Buffer (Promega E1941) at room temperature for at least 30 min. The dual-luciferase assay was carried out as detailed above. Data were analyzed by calculating the Rluc/Fluc ratio for each well, then normalizing to the Rluc/Fluc ratio for siNT. Data import was carried out in Microsoft Excel, calculations were performed in JMP, and normalized data were graphed and analyzed by ANOVA followed by Holm-Šídák post-hoc testing in GraphPad Prism.

### HEK 293 cell line engineering and MIR-28/*RPS28* rescue experiment

HEK 293 Flp-In cells were genomically engineered as described in (81), using pcDNA5 FRT/TO vectors with no insert (empty vector, EV) or a FLAG-tagged insert of the *RPS28* CDS cloned from pDONR221-RPS28 [HsCD00043374-RPS28, DNASU (82)]. Primers for generating FLAG-GGGGS-tagged BamHI-EcoRV RPS28 amplicons were designed using Geneious 8.1.9 (Biomatters Ltd.) (Supplementary Table S14). The FLAG-tagged RPS28 plasmid is available on Addgene (plasmid #203156). Polyclonal transformants were isolated following 200 μg/ml Hygromycin B selection (Gibco 10687010). Briefly, 75 000 HEK 293 Flp-In cells were seeded in 1 ml of medium in 12-well plates and incubated at 37°C for 24 h. Cells were then transfected with siNT or MIR-28 microRNA mimics at 30 nM using RNAiMAX in a total transfection volume of 50 μl and were simultaneously induced with 1 μg/ml tetracycline (MilliporeSigma T7660) as indicated. Treated cells were incubated for 3 days, after which RNA was harvested using TRIzol as above. Electropherograms were collected to quantify the 28S/18S ratio using 1 μg of total RNA for each sample as above.

### miR-eCLIP analysis for identifying direct targets of MIR-28 family members

miR-eCLIP was performed as detailed in (83). Briefly, 3.5 million MCF10A cells were seeded into 15 cm tissue culture dishes and incubated for 48 h in 10 ml medium. Cells were transfected with either hsa-miR-28-5p or hsa-miR-708-5p microRNA mimics at 30 nM using RNAiMAX (see above). After 27 h, cells were washed with 15 ml 1× PBS, covered with 5 ml 1× PBS, UV crosslinked with 254 nm light at 400 mJ/cm^2^, and collected by scraping. Approximately 10 million crosslinked cells from each microRNA mimic treatment were pooled and processed for miR-eCLIP sequencing and data analysis (Eclipse Bioinnovations, San Diego, CA). Raw reads for the AGO2 immunoprecipitation (IP) and the size-matched input are available at NCBI under BioProject accession PRJNA923105. Processed data are available in GEO accession GSE242755 and Supplementary Table S15. Cumulative empirical distribution plots of RNAseq differential expression data for MIR-28 targets or non-targets were graphed and analyzed in R.

### Statistical testing

Statistical tests are outlined above and in the Figure Legends. Biological replicates are shown in the figures and sample sizes are noted in the Figure Legends. Statistical tests were conducted in JMP or GraphPad Prism 8. Unless otherwise stated in the Figure Legends, tests were conducted using siNT as the comparator, and *p* value magnitude is represented as *P< 0.05; **P< 0.01; ***P< 0.001.

## Results

### A high throughput phenotypic screen for altered nucleolar number identifies 71 novel microRNAs that negatively regulate ribosome biogenesis

Following on the success of our previous nucleolar number-based screens for novel RB regulators (54,55), we hypothesized that microRNAs could also be functioning as nodes of control for RB. To discover novel microRNA negative regulators of ribosome biogenesis, we screened an arrayed library of 2603 human mature microRNA mimics (Dharmacon/Horizon Discovery) for their ability to alter nucleolar number 72 h after transfection into human MCF10A cells (Figure 1A). While most MCF10A cells treated with a negative control non-targeting siRNA (siNT) display between two and four nucleoli, cells depleted of the tUTP NOL11 (siNOL11) have an increased probability of having one nucleolus per nucleus (‘one-nucleolus phenotype’) (54,84), and those depleted of the mitotic kinesin KIF11 (siKIF11) have an increased probability of having five or more nucleoli per nucleus (‘5+ nucleoli phenotype’) (55) (Figure 1B, siNT, siNOL11 or siKIF11 panels). Using these siRNAs as controls, we employed our established high-throughput nucleolar number screening platform to count nucleolar number after overexpression of microRNA mimics by using the CellProfiler software to segment and enumerate FBL-stained nucleoli on a per-nucleus basis from images captured by an automated microscope.

**Figure 1.**
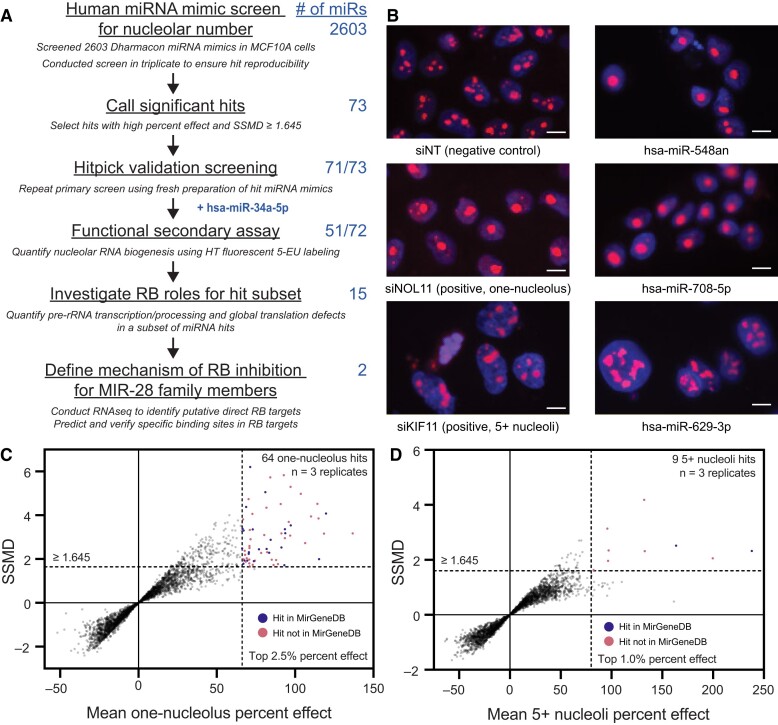
A screen for changes in nucleolar number reveals 71 novel microRNA mimic negative regulators of RB. (**A**) Screening campaign pipeline. MCF10A cells were reverse-transfected into a library of 2603 mature human microRNA mimics, then fixed and stained for DNA and FBL after 72 h in biological triplicate. The number of nucleoli was calculated using CellProfiler. Hits were called based on a decrease or increase in nucleolar number, respectively termed the one-nucleolus or 5+ nucleoli phenotypes. The primary screen identified 73 high-confidence hits, 71 of which passed hitpick validation screening. While not a primary screen hit, hsa-miR-34a-5p was included for further validation as described in the text. A functional secondary screen found that 51/73 hits strongly inhibited nucleolar rRNA biogenesis via 5-EU incorporation. Additional mechanistic assays for pre-rRNA transcription or processing, global translation, and nucleolar stress were carried out for a subset of 15 rigorously-selected hits. Further mechanistic studies were performed on two MIR-28 family siblings, hsa-miR-28-5p and hsa-miR-708-5p. (**B**) Representative images from the screen showing 3 top hits alongside the negative control (non-targeting, siNT) and positive controls for the one-nucleolus (siNOL11) or 5+ nucleoli (siKIF11) phenotypes. hsa-miR-548-an and hsa-miR-708-5p are hits with the one-nucleolus phenotype while hsa-miR-629-3p is a hit with the 5+ nucleoli phenotype. The DNA stain (Hoechst) is shown in blue and fibrillarin (FBL) antibody detection is shown in red. Scale bars, 10 μm. (**C**). Double flashlight plot for one-nucleolus hit selection. A total of 64 one-nucleolus hits were called using cutoffs for the top 2.5% of mean one-nucleolus percent effect and at least fairly strong hits where SSMD ≥ 1.645 as described in the text. Hits in MirGeneDB are shown in blue, while hits not in MirGeneDB are shown in red. Data were graphed in GraphPad Prism 8. (**D**) Double flashlight plot for 5+ nucleoli hit selection. A total of nine 5+ nucleoli hits were called using cutoffs for the top 1.0% of mean 5+ nucleoli percent effect and the same SSMD cutoff as above. Hits in MirGeneDB are shown in blue, while hits not in MirGeneDB are shown in red. Data were graphed in GraphPad Prism 8.

We took several steps to ensure our screen's reproducibility and minimize false positives. We conducted the primary screen in biological triplicate, enabling robust calculation of one-nucleolus percent effect and 5+ nucleoli percent effect for each microRNA mimic. To assist with hit selection, we also calculated the strictly standardized mean difference (SSMD) for each microRNA mimic. SSMD is a more robust estimator of hit effect size than percent effect alone, as it also incorporates information on sample size and reproducibility (variance) while simultaneously controlling the false positive and false negative rates (85). Using these two cutoffs in concert allowed us to pick the strongest, most replicable hits. The percent effect cutoff was set at the top 2.5% for the one-nucleolus effect and at the top 1.0% for the 5+ nucleoli effect; the SSMD cutoff was set at 1.645 for both phenotypes, which allows identification of hits that are at least fairly strong (58). The median signal-to-background (S/B) for the controls was 2.74 or 2.64 for the one-nucleolus screen or the 5+ nucleoli screen, respectively. The median Z’ factor for the one-nucleolus screen was 0.41, although the median Z’ factor for the 5+ nucleoli screen was unfavorable at −0.43. Despite poor separation of controls for the 5+ nucleoli screen, reflected in the low median Z’ factor, we felt confident that imposing a stricter percent effect cutoff and maintaining the strong SSMD cutoff would enable us to identify hits with reproducible increases in nucleolar number.

Using stringent cutoffs for mean percent effect and SSMD, the nucleolar number primary screen identified 64 one-nucleolus hits and 9 5+ nucleoli hits (Figure 1C-D, Supplementary Tables S2-S3). Of these hits, we found that 24/64 one-nucleolus hits and 2/9 5+ nucleoli hits were present in the MirGeneDB database, which catalogs evolutionarily-conserved microRNAs (Figure 1C-D) (53). The SSMD cutoff approach allowed us to ignore several less reproducible hits with otherwise high mean percent effect values, mostly from the 5+ nucleoli side of the screen (Figure 1C-D, bottom right quadrant of each graph). This total of 73 hits equates to an overall 2.8% hit rate. Inspection of images from top hits including hsa-miR-548an, hsa-miR-708-5p and hsa-miR-629-3p (Figure 1B) confirmed that the relevant phenotype for each hit was observed. We performed a validation screen with replicates for the 73 hits, where each hit was picked from the original microRNA mimic library and rescreened on a new plate for a change in nucleolar number. Overall, 71/73 hits (97%) passed validation (Supplementary Figure S1, Supplementary Table S3). Interestingly, our hits show a statistically-significant difference in chromosomal distribution than the natural distribution of 1918 microRNA genes in the human genome cataloged by miRBase (chi-squared test *P* < 0.031; Supplementary Tables S4-S5), which may warrant additional future investigation. The standardized residuals indicate the 71 hits are most enriched for loci on chromosomes 20 and 9 (Supplementary Table S5).

### Novel microRNA negative regulators of ribosome biogenesis preferentially target transcripts encoding proteins in the nucleolus or involved in cell cycle regulation

We hypothesized that the microRNA mimic hits from the primary screen would be more likely to target genes whose product is nucleolar or is involved in processes affecting the nucleolus. We sought to combine bioinformatic databases containing microRNA:target RNA pairs, MCF10A RNA expression data, and catalogs of known nucleolar proteins to test this hypothesis. To investigate the hits’ targets, we utilized TarBase 8, a catalog of over 670 000 experimentally-validated microRNA:target RNA interactions collected from the literature (63). We filtered TarBase 8 to only include 373 890 human microRNA:target interactions with a ‘down’ regulatory relationship (Figure 2A). We assembled an MCF10A RNA expression dataset from 4 independent RNAseq experiments (BioProject accessions PRJNA290557, PRJNA384982, PRJNA530983, PRJNA647393) to determine which RNAs were expressed in this cell line. We discovered 20 345 genes bearing one or more transcripts with a normalized (zTPM) expression value greater than −3 in at least one RNAseq experiment (Supplementary Table S8), supporting expression for each of these genes (59). We used our RNA expression dataset to further filter out all target genes that were not expressed in MCF10A cells from TarBase 8, after which 1074 microRNAs and 351 983 microRNA:target interactions remained (Figure 2A). Furthermore, we merged three nucleolar protein databases (60–62) to create a nucleolar protein reference metadatabase containing 3490 unique nucleolar proteins (Figure 2A, Supplementary Table S9). Using these three datasets, we labeled all microRNA:target interactions potentially present in MCF10A cells that contain targets encoding nucleolar proteins. Only 32/71 (45.1%) of the microRNA hits had at least one experimentally-validated target in TarBase 8 (Figure 2A); however, this figure is consistent with the fact that only 1074/2603 (41.3%) microRNAs in the primary screening library are represented in TarBase 8.

**Figure 2.**
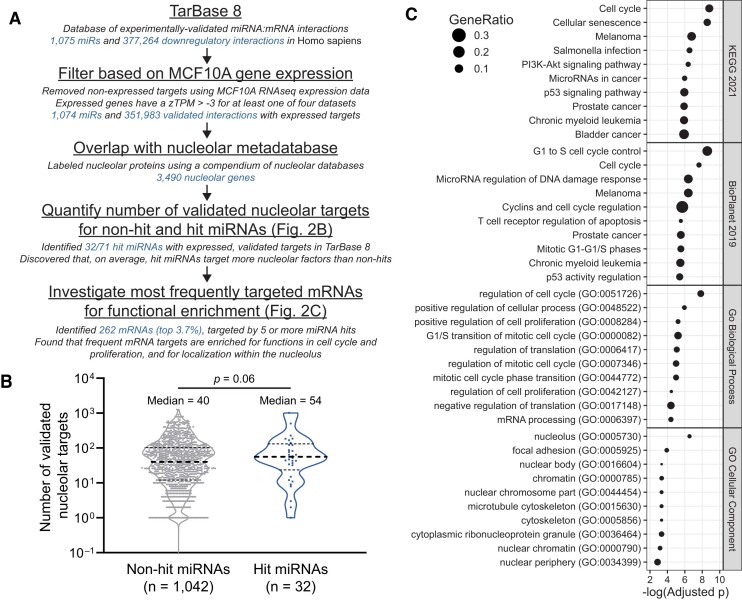
The novel microRNA hits preferentially target genes encoding proteins with nucleolar localization or with functions in cell cycle control. (**A**) Bioinformatics workflow. TarBase 8 contained 520 410 validated microRNA:RNA target interactions across 1075 mature human microRNAs. TarBase 8 was filtered for genes expressed in MCF10A cells, using a cutoff of more than −3 zTPM (normalized TPM), leaving 351 983 validated interactions. Targets were labeled for nucleolar localization based on our nucleolar proteome metadatabase containing 3490 nucleolar proteins. MicroRNAs were grouped based on primary screen hit status, with 32/71 primary screen hits having one or more validated, expressed targets in MCF10A cells. The number of validated, expressed, nucleolar targets was calculated for hit and non-hit microRNAs. Conversely, the number of hit microRNAs targeting each gene was calculated, and all genes targeted by 5 or more hits (262, top 3.7%) were analyzed for enrichment. (**B**) Log_10_-scale plot indicating the number of validated nucleolar targets expressed in MCF10A cells for hit and non-hit microRNAs in TarBase 8. The median number of nucleolar targets per hit microRNA is 54, which is greater than the non-hit median of 40. Data were graphed and analyzed with an unpaired two-sided t-test in GraphPad Prism 8. (**C**). Enrichment plots for 262 genes targeted by 5 or more of the microRNA hits. Plots indicate −log_10_(adjusted *P*) on the x-axis and the gene ratio as the marker size. Enrichment analysis was conducted with Enrichr, and plots were made in R. Enrichment databases: Kyoto Encyclopedia of Genes and Genomes (KEGG) 2021; NCATS BioPlanet of Pathways 2019; Gene Ontology (GO) Biological Process 2018; GO Cellular Component 2018.

To investigate our hypothesis that hit microRNAs preferentially target transcripts encoding nucleolar proteins, we compared the 32 hit microRNAs to the remaining 1042 non-hit microRNAs in our filtered, annotated TarBase 8 database (Figure 2B). We counted the number of transcripts coding nucleolar proteins that are targeted by each microRNA. We find that the median number of nucleolar targets for the hit microRNAs is 54, compared to the median value of 40 for 1042 non-hit microRNAs, supporting our hypothesis (Figure 2B). We also identified 262 genes expressed in MCF10As that are targeted by at least 5 of the novel microRNA hits, representing the top 3.7% of genes most frequently targeted by the hits (Figure 2A, Supplementary Table S10). GO analysis of these genes revealed enrichment for encoded functions in cell cycle regulation, TP53 signaling, cellular proliferation, and for localization within the nucleolus (Figure 2C). We also identified 135 genes expressed in MCF10As that are targeted by at least 5 of the 24 novel microRNA hits present in TarBase 8 and MirGeneDB (53); these genes were similarly enriched for nucleolar localization and regulators of the cell cycle and growth (Supplementary Figure S2, Supplementary Table S10). Altogether, these data support the hypothesis that the novel microRNA hits preferentially target transcripts encoding proteins localized to the nucleolus or involved in cell cycle regulation.

### A majority of novel microRNA negative regulators of ribosome biogenesis strongly inhibit nucleolar rRNA biogenesis

To more directly determine the extent to which the novel microRNA hits can abrogate nucleolar function, we harnessed our laboratory's high-throughput assay for nucleolar rRNA biogenesis inhibition (56). Briefly, we previously optimized and miniaturized a nascent rRNA assay using 5-ethynyl uridine (5-EU) metabolic labeling to quantify changes in nucleolar 5-EU signal by co-staining for the nucleolar protein FBL/fibrillarin (Figure 3A). Our assay is sensitive to defects in pre-rRNA transcription, processing, or modification, which we collectively refer to as nucleolar rRNA biogenesis (56). We established an empirical cutoff for nucleolar rRNA biogenesis inhibition of 50%, as we discovered that depletion of almost all RB factors we tested during validation caused inhibition at or above this value (56). Furthermore, factors involved in both pre-rRNA transcription and processing typically caused the highest percent inhibition values, followed by factors only involved in pre-rRNA transcription, pre-rRNA processing, or pre-rRNA modification, respectively.

**Figure 3.**
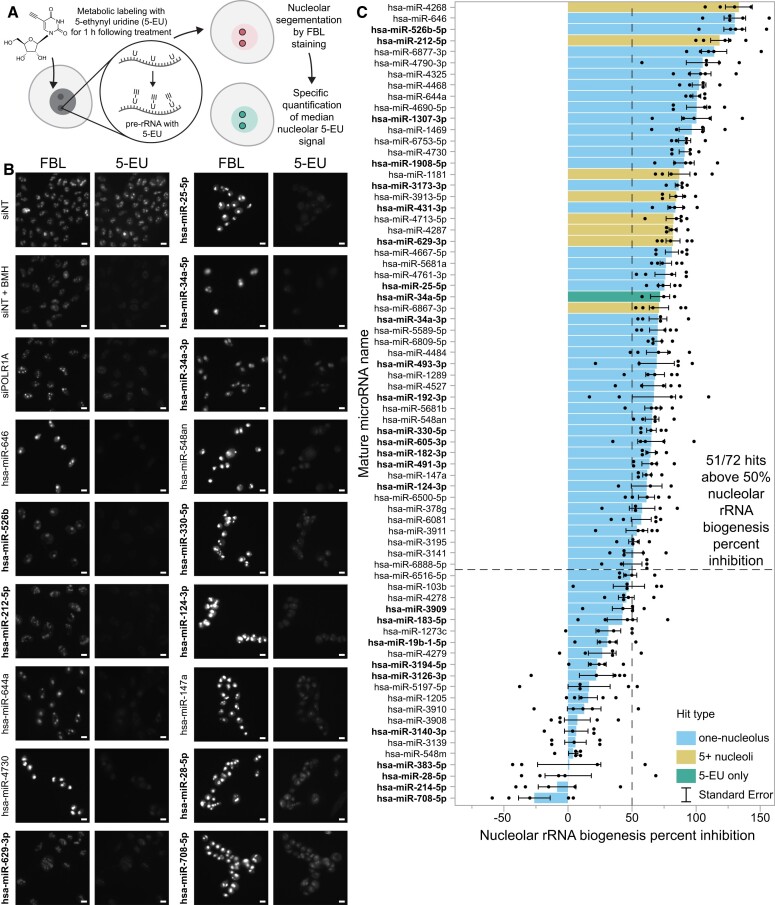
A secondary screen reveals 51/72 hits strongly inhibit nucleolar rRNA biogenesis. (**A**). Schematic for the nucleolar rRNA biogenesis inhibition assay (56). Following 72 h of RNAi transfection, MCF10A cells were labeled for 1 h with 1 mM 5-ethynyl uridine (5-EU). Cells were fixed and immunostained for the nucleolar protein FBL and for 5-EU, then imaged. CellProfiler was used to segment nucleoli and calculate the median 5-EU intensity for all nucleoli per well, enabling calculation of the nucleolar rRNA biogenesis percent inhibition. (**B**) Representative images of control- and hit-treated MCF10A cells following 5-EU incorporation. FBL immunostaining and 5-EU click labeling are shown as separate channels. Scale bars, 10 μm. siNT is the non-targeting negative control siRNA. siNT + BMH is siNT-transfected cells treated with 1 μM BMH-21 for 1 h before and during 5-EU incorporation. siPOLR1A is the POLR1A (RPA194) knockdown positive control. (**C**). Nucleolar rRNA biogenesis percent inhibition values for 72 microRNA mimic hits. A total of 51/72 hits caused at least 50% inhibition of nucleolar rRNA biogenesis, surpassing the assay's empirical cutoff (56). siNT negative control is set to 0% inhibition, and siPOLR1A positive control is set to 100% inhibition. Hit names are bolded for MirGeneDB members, and bar graphs are colored according to their primary screen phenotype; hsa-miR-34a-5p was not a primary screen hit but was included as described in the text. Mean ± SEM are shown alongside individual data points (*n* = 5 biological replicates). Data were graphed in JMP.

We conducted a secondary screen with five biological replicates for nucleolar rRNA biogenesis inhibition on all 71 microRNA mimics that passed primary screen validation as well as one additional microRNA mimic in the original library as a positive control, hsa-miR-34a-5p. We chose to include both hsa-miR-34a strands, as the *MIR34A* locus has been implicated in Wnt-mediated control of RB (86), and hsa-miR-34a-5p targets the *RMRP* RNA which is critical for pre-rRNA processing (87,88). Following treatment, cells were fixed and stained for FBL and 5-EU incorporation (Figure 3B), before image processing and quantification were completed with CellProfiler. As expected, MCF10A cells treated with siNT had robustly active nucleoli (Figure 3B, siNT panel), while positive control cells depleted of the RNAP1 subunit POLR1A (siPOLR1A) showed strongly decreased nucleolar rRNA biogenesis (Figure 3B, siPOLR1A panel) (56). Acute treatment with BMH-21, a known small molecule inhibitor of RNAP1 activity (89,90), at 1 μM for 1 h also eliminated nucleolar 5-EU signal as expected (56) (Figure 3B, siNT + BMH panel). For the secondary screen replicates (*n* = 5), the median Z’ factor was 0.27 and the median S/B was 1.88, indicating acceptable separation of controls. In additional experiments (*n* = 2), we assayed the ability of the 27 evolutionarily-conserved MirGeneDB hits to inhibit nucleolar rRNA biogenesis in two other human cell lines, hTERT RPE-1 and HeLa (Supplementary Figure S3).

Remarkably, the full secondary screen in MCF10A cells indicated that 51/72 (70.8%) microRNA mimic hits assayed caused at least a 50% inhibition of nucleolar rRNA biogenesis (Figure 3C, Supplementary Table S3). Notably, all eight 5+ hits tested strongly inhibited nucleolar rRNA biogenesis, with a mean percent inhibition of 92.6%. Comparing our results in MCF10A cells to those in hTERT RPE-1 and HeLa cells, we found that 17/27 (63.0%) MirGeneDB hits tested caused at least a 50% inhibition of nucleolar rRNA biogenesis in two or more of these cell lines (Supplementary Figure S3). These data support the hypothesis that most microRNA hits from the primary screen significantly disrupt human nucleolar rRNA biogenesis, the main function of the nucleolus, in multiple human cell lines.

### A diverse subset of 15 microRNA hits was chosen for mechanistic follow-up

We chose a tractable subset of 15 microRNA hits to further study for their specific effects on crucial RB subprocesses, including pre-rRNA transcription, pre-rRNA processing, and global protein synthesis. We prioritized selecting a diverse group of microRNAs that were representative of differences in key variables observed in the screening campaign, but also were considered to be authentic, valid microRNAs by sequencing and evolutionary analyses. To this end, we conducted principal component analysis (PCA) to visualize screening and bioinformatic data in a dimension-reduced format (Figure 4A-B). A major cluster appeared containing most one-nucleolus hits with relatively few validated nucleolar targets, accompanied by outliers that either were 5+ nucleoli hits or had a high number of validated nucleolar targets (Figure 4A). To minimize the potential for studying biological false positives, we also classified hits according to their evolutionary conservation, as cataloged by MirGeneDB (53), or their sequencing read quality consistency across 28 866 small RNAseq experiments (91). The latter analysis accounted for the compliance of small RNAseq reads with Dicer processing rules, particularly the minimal variability of microRNA sequences at the 5′ terminus, and for coverage across the microRNA precursor transcriptome annotation.

**Figure 4.**
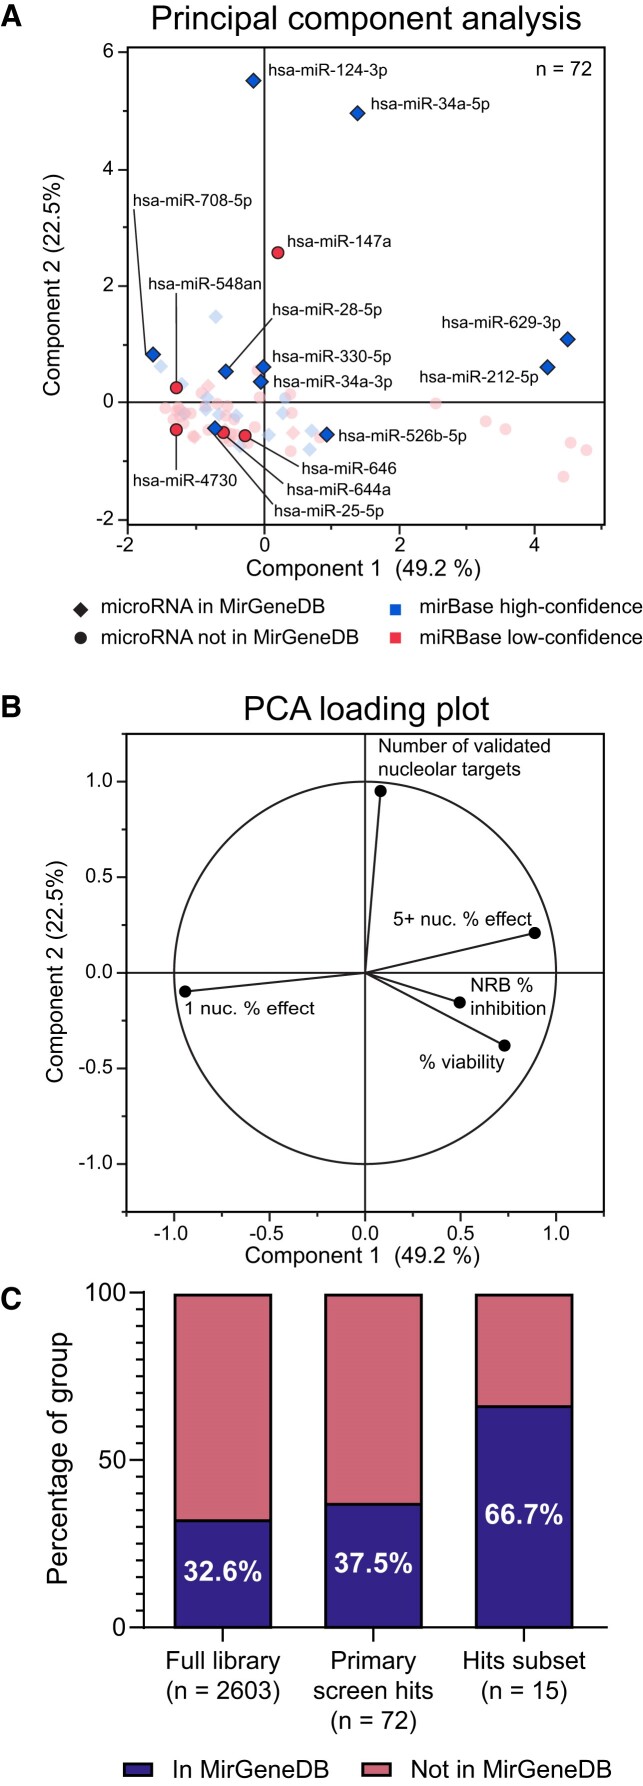
A subset of 15 microRNA hits were rigorously selected for additional mechanistic validation. (**A**) Principal component analysis (PCA) of 72 hits. The 15 selected subset hits are indicated with their mature microRNA name and are highlighted on the plot. Membership in MirGeneDB (53) or classification as high-confidence or low-confidence miRBase (91) is labeled with each hit's marker shape or color, respectively. Five variables were used for PCA including one-nucleolus and 5+ nucleoli percent effect, percent viability, nucleolar rRNA biogenesis (NRB) percent inhibition, and number of validated nucleolar targets for each hit in TarBase 8. Percentages in axis labels denote the proportion of variance explained by each PCA Component. (**B**) Loading plot describing contribution of 5 quantitative variables to PCA Components 1 and 2 from above. Percentages in axis labels denote the proportion of variance explained by each PCA Component. (**C**) Stacked bar graphs of the percent of each listed group of microRNA mimics present in MirGeneDB.

For further mechanistic assay validation, we combined our PCA analysis, microRNA conservation data, and literature curation to manually select 12 one-nucleolus hits, two 5+ nucleoli hits, and hsa-miR-34a-5p, which was not a hit in the primary screen but did significantly inhibit nucleolar rRNA biogenesis (Supplementary Tables S6-S7). The median nucleolar rRNA biogenesis percent inhibition of these hits was 72.2% with a range of −26.3% to 130.3%. Of these hits, 10 were recorded in MirGeneDB and classified as ‘High Confidence’ microRNAs annotated in miRBase (91), while 5 were not present in MirGeneDB and were classified as ‘Low Confidence’ microRNAs in miRBase (91) (Supplementary Tables S3, S6, and S7). Therefore, our curated hit selection process significantly enriched for conserved microRNAs present in MirGeneDB, as compared to the full microRNA mimic library and set of primary screen hits (Figure 4C). Additionally, 14/15 hits passed a tripartite filter for sequencing read quality consistency (91). Two microRNA hits from the MirGeneDB MIR-28 family (53), hsa-miR-28-5p and hsa-miR-708-5p, were included in the subset.

### A subset of microRNA hits dysregulates pre-rRNA transcript levels and rDNA promoter activity

Since many microRNA hits caused strong inhibition of nucleolar rRNA biogenesis in the secondary 5-EU screen, we hypothesized that these hits might dysregulate pre-rRNA transcription directly by targeting the 47S primary transcript. We tested this hypothesis by comparing the number of predicted canonical seed binding sites on the 47S pre-rRNA transcript (RefSeq transcript NR_046235.3) for each of the 72 hits with its corresponding mean nucleolar rRNA biogenesis percent inhibition (Supplementary Figure S4A; Supplementary Table S13). Surprisingly, we did not observe a strong correlation, with several hits having a high nucleolar rRNA biogenesis percent inhibition and zero predicted 47S binding sites.

To experimentally test the 15 subset hits’ effects on RNAP1 transcription, we measured the steady-state levels of the 45S pre-rRNA transcript as a proxy for transcription after treatment with the subset of microRNA mimics or control siRNAs by RT-qPCR. (Supplementary Figure S4B). While depletion of the positive control transcription (t)UTP NOL11 led to a stark decrease in 45S levels versus siNT as expected (84), none of the microRNA hits statistically-significantly altered 45S levels (Supplementary Figure S4C). However, 4 microRNA hits (hsa-miR-34a-5p, hsa-miR-212-5p, hsa-miR-330-5p, hsa-miR-526b-5p) caused a mean decrease in 45S levels of at least 50% [less than −1 log_2_(45S transcript levels)]. However, considerable experimental noise with this assay may mask the true effect of these microRNA mimics on altering 45S transcript levels.

To further interrogate pre-rRNA transcription, we conducted a dual-luciferase reporter assay for RNAP1 promoter activity (71,92) after microRNA mimic expression. The assay uses a firefly luciferase reporter under the control of the rDNA promoter and a *Renilla* luciferase reporter constitutively driven by a CMV promoter to normalize for transfection efficiency (Supplementary Figure S4D). Strikingly, we found that treatment with the 15 microRNA hits had diverse effects on RNAP1 promoter activity: 3 microRNA mimics (hsa-miR-147a, hsa-miR-526b, hsa-miR-548an) caused a decrease in RNAP1 promoter activity; 5 microRNA mimics (hsa-miR-34a-5p, hsa-miR-124-3p, hsa-miR-330-5p, hsa-miR-629-3p, hsa-miR-646) caused an increase in RNAP1 promoter activity; and the other 7 microRNA mimics did not cause a significant effect (Supplementary Figure S4E). Compared to mock and siNT negative controls, siNT treatment followed by positive control 1 μM BMH-21 dosage significantly decreased RNAP1 promoter activity, while positive control NOL11 depletion caused a modest but statistically-insignificant defect (Supplementary Figure S4E). Conversely, depletion of the cytoplasmic 60S ribosomal subunit protein RPL4 had no effect on RNAP1 promoter activity (Supplementary Figure S4E). These results indicate that the microRNA hits do not reliably affect pre-rRNA transcription as measured by 5-EU incorporation or 45S transcript levels, while they may upregulate, downregulate, or have no effect on RNAP1 promoter activity. Future experiments may be required to better understand the interplay between microRNA activity and pre-rRNA transcription.

### A subset of microRNA hits dysregulates maturation of the 30S pre-rRNA precursor

Given the inconclusive ability of the microRNA hit subset to consistently regulate pre-rRNA transcription, we also hypothesized that these hits could affect pre-rRNA processing, another step in nucleolar rRNA biogenesis (56). We carried out northern blotting for all 15 microRNA mimic hits in the subset, probing for pre-rRNA processing intermediate molecules containing probes for either internal transcribed spacer 1 (ITS1, P3 probe for pre-40S defects) or ITS2 (P4 probe for pre-60S defects) (Figure 5A). Surprisingly, ITS1 blots broadly demonstrated that most microRNA hits dysregulated maturation of the 30S pre-rRNA precursor (Figure 5B-C). Ratio Analysis of Multiple Precursors calculations [RAMP, (70)] indicated 3 major clusters of pre-rRNA processing defects caused by the microRNA hits, namely, no change (n.c.), a 30S down cluster, and a 30S up/21S down cluster (Figure 5C-D). The last cluster contained two subclusters, one with hits causing a moderate 30S processing defect (‘30S↑, 21S↓’ in Figure 5D) and another with hsa-miR-28-5p and hsa-miR-708-5p which caused a severe 30S processing defect (‘30S↑, 21S↓↓’ in Figure 5D). We also examined the extent to which ITS2 processing was dysregulated by the subset of microRNA hits (Supplementary Figure S5A). We discovered that hsa-miR-708-5p and the two 5+ nucleoli hits, hsa-miR-212-5p and hsa-miR-629-3p, each caused a mild increase in 32S levels and a mild decrease in 12S levels; additionally, hsa-miR-330-5p mildly attenuated levels of the 32S and 12S precursors (Supplementary Figure S5B-C). The remaining microRNA hits did not cause a significant change in ITS2-containing precursor levels.

**Figure 5.**
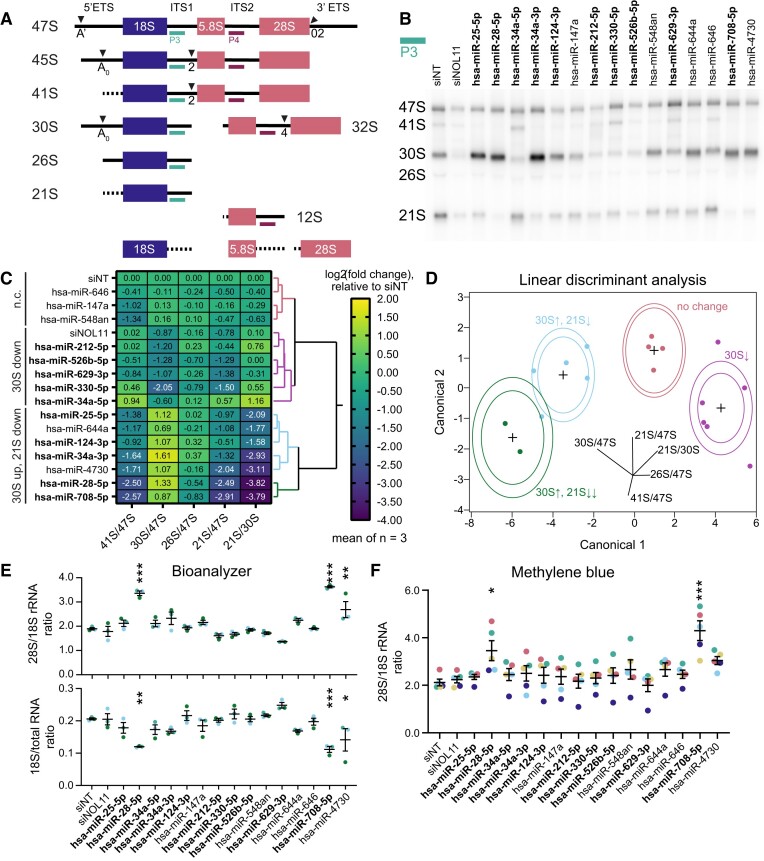
Most subset microRNA hits dysregulate pre-18S pre-rRNA processing. (**A**) Simplified diagram of human pre-rRNA processing intermediates. Mature 18S, 5.8S, and 28S rRNA regions are shown as blue (pre-40S) or red (pre-60S) rectangles. Intermediate names are indicated on the left, and external and internal transcribed spacers (ETS or ITS, solid black lines) are labeled at the top. Cleavage sites are labeled with their name and represented with triangles. Dotted lines signify transcribed spacer regions digested by exonucleases. Northern blot probes P3 (teal, ITS1) or P4 (dark red, ITS2) are shown at each pre-rRNA intermediate that they bind. (**B**) Representative ITS1 (probe P3) northern blot of 3 μg of total RNA isolated from control- or hit-treated (as indicated) MCF10A cells. Pre-rRNA processing intermediates are labeled on the left. Images were quantified using Bio-Rad Image Lab. siNT is the non-targeting negative control and siNOL11 is the positive control. Hit names are bolded for MirGeneDB members. (**C**) Clustered heatmap showing log_2_-transformed Ratio Analysis of Multiple Precursor [RAMP (70)] calculations for microRNA hits, normalized to siNT negative control. Values represent mean log_2_-scale RAMP ratio for *n* = 3. Clusters: no change (n.c., red); 30S down (magenta); 30S up, 21S down (mild defect, blue and severe defect, green). RAMP ratios were calculated in Microsoft Excel. Four clusters were assigned using hierarchical Ward clustering in JMP, and data were graphed in GraphPad Prism 8. Hit names are bolded for MirGeneDB members. (**D**) Linear discriminant analysis (LDA) of four 30S pre-rRNA processing defect clusters from (**C**) above. Cluster colors are the same as in (**C**). Canonical component biplot rays are shown in the graph. Ellipses represent 50% (outer) and 95% (inner) confidence levels. Hit names are bolded for MirGeneDB members. Data were graphed in JMP. (**E**) Bioanalyzer analysis for 1 μg of total RNA isolated from control- or hit-treated MCF10A cells. Top, the 28S/18S mature rRNA ratio; bottom, 18S mature rRNA/total RNA ratio. Mean ± SEM are shown alongside individual data points, colored by replicate. Hit names are bolded for MirGeneDB members. Data were graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT (non-targeting negative control) and Holm-Šídák correction in GraphPad Prism 8. *P < 0.05; **P < 0.01; ***P < 0.001. (**F**) Methylene blue (MB) analysis of the 28S/18S mature rRNA ratio. Northern blots from (B, C) were stained with MB, imaged, and quantified using Bio-Rad Image Lab. Mean ± SEM are shown alongside individual data points, colored by replicate. Hit names are bolded for MirGeneDB members. Data were graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT (non-targeting negative control) and Holm-Šídák correction in GraphPad Prism 8. *P < 0.05; **P < 0.01; ***P < 0.001.

We conducted Bioanalyzer electrophoresis to define the ability of the microRNA hits to modulate steady-state levels of mature 28S and 18S rRNAs (Figure 5A). Bioanalyzer quantification revealed an increase in the mature 28S/18S rRNA ratios for 3 microRNA hits, hsa-miR-28-5p, hsa-miR-708-5p, and hsa-miR-4730 (Figure 5E), portending a defect in 18S maturation. Indeed, calculation of the ratio of mature 18S rRNA to total RNA from the electropherogram data showed stark decreases in 18S levels following treatment with any of these three microRNA mimics (Figure 5E). Methylene blue staining corroborated the increase in 28S/18S ratio for hsa-miR-28-5p and hsa-miR-708-5p (Figure 5F), although this technique has lower precision than Bioanalyzer quantification. All three microRNA mimics with deficient mature 18S rRNA levels were in the severe 30S processing defect cluster, consistent with the pre-rRNA processing pathway (Figure 5A), and hsa-miR-4730 clustered at the interface between the moderate and severe 30S defect subclusters (Figure 5D). The other 12 microRNA mimic hits did not cause a significant change in mature rRNA levels. Together these results reveal, for the first time, the dysregulatory potential of microRNAs to interfere with major steps in pre-rRNA processing.

### A subset of microRNA hits decreases global translation

We also hypothesized that overexpression of the microRNA hits might repress global translation. We used the SUnSET puromycin labeling assay (73) to quantify the extent to which each microRNA hit could inhibit global protein synthesis. Following a 72 h transfection period, MCF10A cells were metabolically labeled for 1 h with 1 μM puromycin, which is incorporated into nascent peptides. Total puromycin was measured as a proxy for global translation rate by immunoblotting total protein with an α-puromycin primary antibody. Treatment with 14/15 (93.3%) of the microRNA hits significantly decreased global protein synthesis relative to the negative non-targeting siRNA control (Figure 6A-B). A similar decrease was observed for the positive control, an siRNA depleting the 60S ribosomal protein RPL4 (Figure 6A-B). In total, these results indicate that nearly all of the subset microRNA hits inhibit global protein synthesis, the ultimate endpoint of ribosome biogenesis.

**Figure 6.**
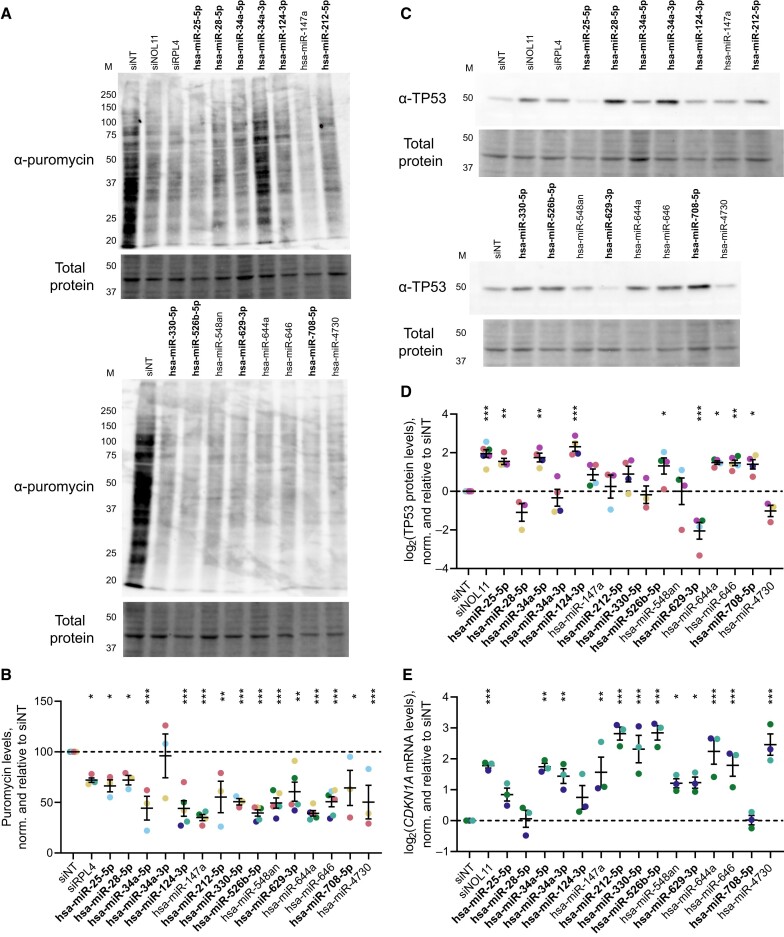
MicroRNA hits inhibit global protein synthesis and dysregulate levels of the cell cycle regulators TP53 and *CDKN1A*. (**A**). Representative examples of the SUnSET puromycin incorporation assay (54,73) immunoblots of total protein isolated from control- or hit-treated MCF10A cells. α-puromycin is an immunoblot for puromycin incorporation as a proxy for global protein synthesis. Total protein is the trichloroethanol total protein stain loading control. M, molecular weight marker lane in kDa. The images were quantified with Bio-Rad Image Lab. Hit names are bolded for MirGeneDB members. (**B**). Quantification of global protein synthesis levels from (A) above. Mean ± SEM are shown alongside individual data points, colored by replicate (at least 3 replicates per condition, with all replicates shown in the graph). Hit names are bolded for MirGeneDB members. The data were normalized to siNT, then graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. *P < 0.05; **P < 0.01; ***P < 0.001. (**C**). Representative examples of TP53 immunoblots of total protein isolated from control- or hit-treated MCF10A cells. α-TP53 is the blot for TP53. Total protein is the trichloroethanol total protein stain loading control. M, molecular weight marker lane in kDa. Hit names are bolded for MirGeneDB members. (**D**). Log_2_-scale quantification of TP53 protein levels from (**C**) above. Mean ± SEM are shown alongside individual data points, colored by replicate (at least 3 replicates per condition, with all replicates shown in the graph). Hit names are bolded for MirGeneDB members. Data were normalized to siNT, then graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. *P < 0.05; **P < 0.01; ***P < 0.001. (**E**). Log_2_-scale RT-qPCR analysis of *CDKN1A* (*p21*) mRNA levels from control- or hit-treated MCF10A cells. The data from 3 biological replicates were normalized to the 7SL RNA abundance as a loading control, then to siNT for comparison using the ΔΔC_T_ method. Mean ± SEM are shown alongside individual data points, colored by replicate. Hit names are bolded for MirGeneDB members. Data were analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. *P < 0.05; **P < 0.01; ***P < 0.001.

### A subset of microRNA hits alters levels of TP53 or *CDKN1A* (*p21*)

Since treatment with many microRNA mimic hits significantly inhibited nucleolar rRNA biogenesis and normal pre-rRNA processing, we hypothesized that treatment with the hits may activate the nucleolar stress response via TP53 stabilization and *CDKN1A* (*p21*) upregulation. The nucleolar stress response is induced following disruption of RB subprocesses or the normal tripartite nucleolar structure (17,19,93). Mechanistically, 5S RNP proteins including the 60S ribosomal proteins RPL5 or RPL11 can bind and sequester MDM2, the E3 ubiquitin ligase targeting TP53 for constitutive degradation. De-repression of TP53 then upregulates *CDKN1A* (*p21*) expression, which acts in concert with TP53 to arrest the cell cycle and initiate apoptosis. By harnessing the WT TP53 status of MCF10A cells, we tested the first part of our hypothesis by immunoblotting for steady-state TP53 levels to assess how microRNA hit overexpression affected nucleolar stress response induction (Figure 6C). Six of the 15 microRNA hits stabilized TP53 levels, while surprisingly, hsa-miR-629-3p significantly decreased steady-state levels of TP53 (Figure 6C-D). The remaining 8/15 microRNAs did not cause significant dysregulation of TP53 levels. Depletion of either of the positive controls, tUTP factor NOL11 or the 60S ribosomal protein RPL4, strongly stabilized TP53 as expected (Figure 6C-D).

We also investigated how the microRNA hits affected *CDKN1A* (p21) mRNA transcript levels by RT-qPCR. Again, depletion of the positive control NOL11 robustly increased *CDKN1A* levels as compared to siNT, while 11/15 microRNA mimics also upregulated *CDKN1A* to a statistically-significant degree (Figure 6E). The TP53 and *CDKN1A* data largely concur, although there are two notable discrepancies. First, hsa-miR-28-5p and hsa-miR-708-5p caused strong TP53 stabilization yet did not elicit measurable *CDKN1A* upregulation, which we address in the next section. Second, hsa-miR-629-3p strongly decreased steady-state TP53 levels while simultaneously inducing *CDKN1A*. These results indicate that the hits have diverse abilities to induce the nucleolar stress response for cell cycle interruption via upregulation of TP53 or *CDKN1A*.

### Two microRNA hits, hsa-miR-28-5p and hsa-miR-708-5p, are family members who each downregulate *RPS28*

During our mechanistic studies of the 15 microRNA hits, we hypothesized that the two included MIR-28 family members, hsa-miR-28-5p and hsa-miR-708-5p, would elicit similar results from each assay because of their identical seed sequences. These two microRNAs share the same 7 nt seed sequence (AGGAGCU) (Figure 7A) (53). Indeed, we observed similar cellular RB phenotypes following hsa-miR-28-5p or hsa-miR-708-5p treatment, including the same aberrant pre-rRNA processing signature and stark decreases in both mature 18S rRNA levels and global protein synthesis (Figure 7A, Supplementary Tables S6-S7). To uncover potential mechanisms for these phenotypic changes, we conducted RNAseq and differential expression analysis for MCF10A cells treated with hsa-miR-28-5p or hsa-miR-708-5p mimics versus non-targeting siRNA (siNT) to control for nonspecific effects of small RNA transfection (Figure 7B, Supplementary Table S11). 

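MCF10A cells, a near-normal human breast epithelial line, were collected 72 h after transfection with 30 nM of the hsa-miR-28-5p mimic, the hsa-miR-708-5p mimic or siNT. RNAseq was conducted on 3 biological replicates of each group, numbered 7, 8 and 9. The authors trimmed the adapters, aligned the reads to hg38 with HISAT2, quantified RefSeq transcripts with the Partek E/M algorithm and deposited 1 value per gene and library. Each value is an estimated read count divided by a size factor of its library, which is the median of the ratios to the geometric means of the genes. Whole reads are not recovered from these values, so the differences were tested on the log2 scale instead of with a model of counts. The values of low genes in each library rise in steps, and the step gives an estimate of its depth. The depth was 24.2–30.2 M reads on genes with siNT (median 26.6), 19.4–31.7 M with hsa-miR-28-5p (median 26.8) and 26.4–31.7 M with hsa-miR-708-5p (median 26.5). The paper states that 30–50 M reads were collected per sample, and the values use the reads that were assigned to genes. A pseudocount of 1 was added to each value before log2 was taken, which understates the change of low genes. All 9 libraries were fitted together with limma for the 14726 of 15358 listed genes that had a value of at least 10 in at least 3 libraries. A gene was called differentially expressed at an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment).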

We hypothesized that differential gene expression should correlate strongly between the two microRNA siblings on a per-gene basis, given that the microRNAs should be largely sharing targets due to their identical seed sequences. Remarkably, when graphing per-gene log_2_ expression changes for hsa-miR-708-5p (y-axis) versus hsa-miR-28-5p (x-axis) relative to the negative control, the line of best fit was close to *y* = 0 + 1*x* with an *R*^2^ value of 0.61 (Figure 7B). Such a strong correlation indicates that treatment with either hsa-miR-28-5p or hsa-miR-708-5p has a very similar effect on expression across the transcriptome, with the expression of individual genes increasing or decreasing, on average, to the same degree following treatment with either microRNA. These data strongly support the conclusion that treatment with hsa-miR-28-5p or hsa-miR-708-5p have similar phenotypic effects on MCF10A cells, and also that both microRNA hits cause highly-similar changes to the transcriptome as expected for two microRNAs with the same seed sequence. 

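Over these 14726 genes, the least-squares regression of the log2 fold change with hsa-miR-708-5p on that with hsa-miR-28-5p had an R2 of 0.628 (r = 0.792), a slope of 0.979 and an intercept of -0.0058. These are relations across genes, which are not independent replicates, so no p was computed. Both fold changes are taken against the same 3 siNT libraries, which gives a correlation by itself. In 100 simulations in which neither mimic changed any gene, the R2 was 0.252 on average and at most 0.279. When the siNT libraries were divided so that no siNT library served both siblings, the R2 averaged 0.405 over 6 such divisions, with a range of 0.369–0.431. This alternative moved the R2 more than the others that were tried. It also leaves each sibling with fewer siNT libraries, and the noise this adds lowers the R2 as well. With each library left out in turn, the slope was 0.885–1.090. The least-squares slope takes the hsa-miR-28-5p values as free of error, and the major axis, which allows error in both, had a slope of 1.304. The fold changes of the siblings had the same sign for 82.0% of the genes, compared with 66.8% in the simulations.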

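With hsa-miR-28-5p, 3347 genes were differentially expressed in MCF10A (22.7% of those tested), of which 1575 were higher and 1772 lower than with siNT. With hsa-miR-708-5p, 4835 genes were differentially expressed (32.8%), 2286 of them higher and 2549 lower. The alternative that moved these counts most was to require a change of at least 2-fold as well, which left 854 and 1403 genes. If the values are scaled by library size alone, the median log2 fold change of all genes becomes 0.12 with hsa-miR-28-5p and 0.14 with hsa-miR-708-5p. The share of higher genes among those called then moves from 47.1% to 66.2% with hsa-miR-28-5p and from 47.3% to 67.6% with hsa-miR-708-5p. Of the 5536 genes called with either sibling, 2646 were called with both (47.8%), 701 with hsa-miR-28-5p alone and 2189 with hsa-miR-708-5p alone. Among the genes called with both, 2639 changed in the same direction and 7 in opposite directions. Tested directly between the siblings, 228 genes differed (1.55%), 189 of them higher with hsa-miR-708-5p, and 2320 genes had an unadjusted p below 0.05. With the replicate number as a block, 643 genes differed.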

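Among the genes called with both siblings, those that fell most in MCF10A were KRT4, CAMK2B, KRT13, PHGDH and KIF21B. The value of KRT4 was 2808 ± 796.4 with siNT, 385.9 ± 153.0 with hsa-miR-28-5p and 187.5 ± 46.2 with hsa-miR-708-5p (mean ± SD, n = 3 each), log2 fold changes of -2.90 and -3.89. The other 4 genes fell by 2.74 to 3.41 on the log2 scale. Those that rose most were IFI6, MX1, RSAD2, IFI27 and HLA-DRA, the first 4 of which are stimulated by interferon and rose far more with hsa-miR-708-5p. IFI6 had values of 25.6 ± 2.72 with siNT, 197.4 ± 215.8 with hsa-miR-28-5p and 16119 ± 3655 with hsa-miR-708-5p (mean ± SD, n = 3 each), log2 fold changes of 2.34 and 9.22. The call of RSAD2 with hsa-miR-28-5p (log2 fold change 1.56, adjusted p = 0.0482, limma with Benjamini-Hochberg adjustment) was lost when any of the siNT or hsa-miR-28-5p libraries other than siNT replicate 7 was left out. HLA-DRA rose by 4.96 and 4.52, from an siNT mean of 12.8 in which 1 library lay at or under the value of 3 reads. The largest differences between the siblings were in MX1 (6.98 on the log2 scale), RSAD2 (6.92), IFI6 (6.88), OASL (6.51) and OAS2 (6.51), all higher with hsa-miR-708-5p.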

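The seed AGGAGCU pairs with the 7mers AGCTCCT and, with an A opposite the first base of the microRNA, GCTCCTA. Annotated 3′ UTRs (GENCODE 44) were matched by gene name to 12915 of the genes tested in MCF10A (87.7%), and 2410 of these had at least one of the 7mers. Their median log2 fold change was -0.09 with hsa-miR-28-5p and -0.14 with hsa-miR-708-5p, and the difference from the genes without a seed match was -0.083 and -0.141. These genes were lower than with siNT in 58.5% and 61.3% of cases, compared with 50.7% and 49.6% of genes without a match. As a set, they were lower relative to all other genes with an adjusted p = 0.0411 with hsa-miR-28-5p and adjusted p = 0.00482 with hsa-miR-708-5p (camera in limma with a preset correlation of 0.01, Benjamini-Hochberg adjustment over 4 tests). Both sets also passed the threshold with fry, a rotation test, and neither did when camera estimated the correlation between genes. The hsa-miR-28-5p set lost the threshold when siNT replicate 7, hsa-miR-28-5p replicate 8 or hsa-miR-28-5p replicate 9 was left out. The set is lower only relative to other genes: under library size scaling its own medians were 0.02 and 0.01. The same difference was computed for all other 7mers of the same base composition. None of them was as low as either seed match, whose differences were -0.077 (AGCTCCT) and -0.094 (GCTCCTA) with hsa-miR-28-5p and -0.125 and -0.152 with hsa-miR-708-5p. From the correlation between the siblings and their identical seed, the paper concludes that both microRNAs cause highly similar changes to the transcriptome and similar effects on the cells.

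**Figure D1:**
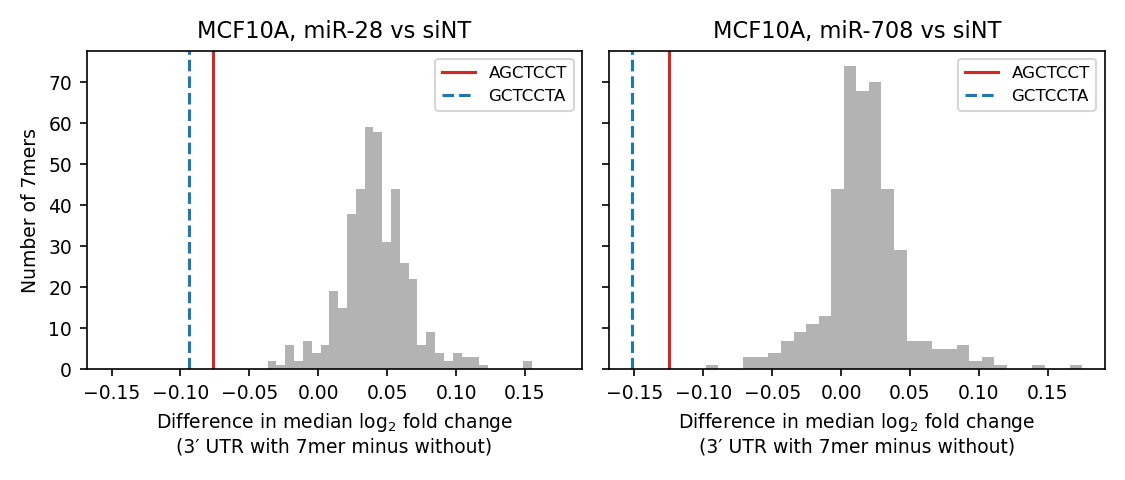
Median log2 fold change of MCF10A genes with a 7mer in the 3′ UTR minus that of genes without a seed match (x-axis) against the number of 7mers (y-axis), for the other 7mers of the same base composition, with hsa-miR-28-5p (left) and hsa-miR-708-5p (right). The red line (AGCTCCT) and the dashed blue line (GCTCCTA) mark the seed matches, and the lowest other 7mer lies at -0.037 and -0.098.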

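RPS28 lies on chromosome 19 of hg38, from 8321496 to 8323340. In MCF10A, its value was 3870 ± 248.8 with siNT, 566.8 ± 112.9 with hsa-miR-28-5p and 623.7 ± 140.5 with hsa-miR-708-5p (mean ± SD, n = 3 each). The log2 fold change with hsa-miR-28-5p was -2.79 (standard error 0.17, adjusted p = 1.48e-05, limma with Benjamini-Hochberg adjustment), and the mean was 14.6% of that with siNT. With hsa-miR-708-5p it was -2.65 (standard error 0.17, adjusted p = 2.31e-06, limma with Benjamini-Hochberg adjustment), and the mean was 16.1% of that with siNT. The mimics did not differ from each other (0.13, adjusted p = 0.739, limma with Benjamini-Hochberg adjustment). Every library with a mimic was below every siNT library (exact two-sided permutation test, p = 0.1 for each mimic, the smallest p that 3 libraries against 3 allow). Over all alternatives, the log2 fold changes were -2.94 to -2.67 and -2.83 to -2.51, and library size scaling, which gave the values nearest 0, was the scaling that moved them most. RefSeq holds pseudogenes of RPS28 that share its sequence, and none is listed in the deposited table, so the division of reads between them is uncertain. KANK3 overlaps RPS28 on the opposite strand and was not among the genes tested.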

We validated the MIR-28-induced downregulation of *RPS28* by each microRNA mimic sibling at the transcriptomic and protein levels in MCF10A cells (Figure 7C, Supplementary Figure S8).

**Figure 7.**
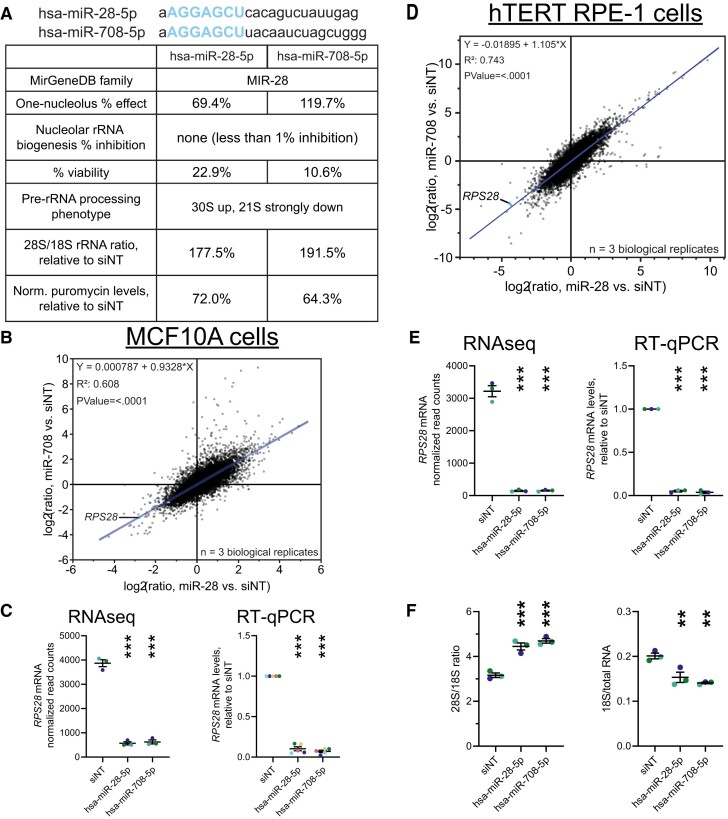
The MIR-28 siblings, hsa-miR-28-5p and hsa-miR-708-5p, elicit highly-similar transcriptomes in human MCF10A and hTERT RPE1 cells, including a potent reduction in *RPS28* levels. (**A**). Comparison of our results with the MIR-28 family members hsa-miR-28-5p and hsa-miR-708-5p, in MCF10A cells. The full mature microRNA sequence is shown for each sibling, with the shared AGGAGCU seed sequence indicated in blue. The table compares the RB phenotypes observed in MCF10A cells following treatment with either microRNA mimic. (**B**). Regression comparing log_2_-scale RNAseq differential expression profiles of MCF10A cells treated with either hsa-miR-28-5p or hsa-miR-708-5p, relative to siNT negative control. Each dot represents one mRNA, with *RPS28* labeled. The line-of-best-fit shown in blue, with equation, R^2^ value, and *p* value for non-zero slope indicated in top left. The data from 3 biological replicates were graphed and analyzed in JMP. (**C**). MIR-28-induced *RPS28* downregulation in MCF10A cells, measured by normalized RNAseq read counts or RT-qPCR analysis. For RNAseq reads, the mean ± SEM are shown alongside individual data points, colored by replicate (3 replicates). For RT-qPCR, data were normalized to 7SL RNA abundance as an internal control, then to siNT for comparison using the ΔΔC_T_ method. Mean ± SEM are shown alongside individual data points, colored by replicate (5 replicates). (**D**). Regression comparing log_2_-scale RNAseq differential expression profiles of hTERT RPE-1 cells treated with either hsa-miR-28-5p or hsa-miR-708-5p, relative to siNT negative control. Details are as written in (B). (**E**). MIR-28 sibling-induced *RPS28* downregulation in hTERT RPE-1 cells, measured by normalized RNAseq read counts or RT-qPCR analysis. Details are as written in (C). (**F**). Bioanalyzer analysis of total RNA isolated from control- or MIR-28 sibling-treated hTERT RPE-1 cells. Left, the 28S/18S mature rRNA ratio; right, 18S mature rRNA/total RNA ratio. Mean ± SEM are shown alongside individual data points, colored by replicate. Data were graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT (non-targeting negative control) and Holm-Šídák correction in GraphPad Prism 8. *P < 0.05; **P < 0.01; ***P < 0.001.

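Ranked by the mean of the siblings' log2 fold changes, RPS28 was at place 12 from the lowest of 14726 genes in MCF10A, and 1445 genes were called lower with both siblings. Among the 78 other cytosolic ribosomal protein genes, the lowest by this mean was RPL23A, with log2 fold changes of -1.11 with hsa-miR-28-5p and -1.42 with hsa-miR-708-5p. The median log2 fold change of the 30 genes of the small subunit was -0.33 with hsa-miR-28-5p and -0.57 with hsa-miR-708-5p, and that of the 46 genes of the large subunit was -0.36 and -0.55.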

Based on the results in our differential expression analysis, we chose to follow up on *RPS28*, which was strongly downregulated by each MIR-28 sibling microRNA (Figure 7B). RPS28 is a ribosomal protein component of the 40S ribosomal subunit, and its depletion in human cells is reported to cause the same 30S up, 21S down aberrant pre-rRNA processing signature (94,95) that we observed following treatment with hsa-miR-28-5p or hsa-miR-708-5p. Indeed, in our own hands, siRNA-mediated *RPS28* knockdown reduces *RPS28* mRNA and RPS28 protein levels (Supplementary Figure S6A-B), decreasing nucleolar number and repressing nucleolar rRNA biogenesis in MCF10A cells (Supplementary Figure S7A–C). While RPS28 is not essential for maintaining normal 45S transcript levels, it may have a role in supporting RNAP1 promoter activity (Supplementary Figure S7D-E). We verified that RPS28 depletion causes the 30S pre-rRNA precursor to accumulate at the expense of 18S rRNA maturation (Supplementary Figure S7F–H), inhibiting global protein synthesis at a level commensurate with the depletion of the large ribosomal protein, RPL4 (Supplementary Figure S7I).

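RNAseq was also conducted in hTERT RPE-1 cells, a near-normal human retinal pigment epithelial line, with siNT and each mimic at the dose and time used for MCF10A and with 3 biological replicates per group, numbered 1 to 3. The authors processed these 9 libraries as a separate table, so values of the 2 cell lines are not on a common scale and comparisons between the lines use the fold changes within each line. The estimated depth was 23.8–40.4 M reads on genes with siNT (median 36.6), 28.0–35.0 M with hsa-miR-28-5p (median 32.4) and 29.4–36.5 M with hsa-miR-708-5p (median 34.1). The same filter left 14527 of 15257 listed genes. Ribosomal RNA genes took 15.1% of the values in hsa-miR-28-5p replicate 1 and 4.23–7.20% in the other libraries of this line.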

We tested whether hsa-miR-28-5p or hsa-miR-708-5p mimic treatment in a second near-normal human cell line would yield similar results. 

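In hTERT RPE-1 cells, the regression of the hsa-miR-708-5p on the hsa-miR-28-5p log2 fold changes had an R2 of 0.785 (r = 0.886) and a slope of 1.203, compared with a simulated R2 of 0.252 (highest 0.286) when neither mimic changed any gene. With no siNT library shared between the siblings, the R2 averaged 0.659 (0.596–0.711). When libraries were left out in turn, the slope was 1.143–1.226, and the slope of the major axis was 1.411. With hsa-miR-28-5p, 6798 genes were differentially expressed (3391 higher and 3407 lower), and with hsa-miR-708-5p, 9024 (4486 higher and 4538 lower). A change of at least 2-fold as well left 1976 and 3550 genes. Under library size scaling the median of all genes moves by 0.09 with hsa-miR-28-5p and 0.32 with hsa-miR-708-5p, and the share of higher genes among those called with hsa-miR-708-5p moves from 49.7% to 71.9%. Both siblings changed 5968 genes, 5935 of them in the same direction. Tested directly between the siblings, 3084 genes differed, 1435 of them higher with hsa-miR-708-5p, a share of 46.5% that becomes 84.8% under library size scaling.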

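RPS28 had a value of 3220 with siNT, 146.6 with hsa-miR-28-5p and 153.2 with hsa-miR-708-5p in hTERT RPE-1 cells at 30 nM (means, n = 3 each), ratios of the means of 22.0-fold and 21.0-fold. The log2 fold change was -4.47 with hsa-miR-28-5p (standard error 0.18, adjusted p = 1.65e-07, limma with Benjamini-Hochberg adjustment) and the adjusted p with hsa-miR-708-5p was 6.25e-08 (standard error 0.18, limma with Benjamini-Hochberg adjustment). The values with either mimic did not overlap those with siNT. Without any 1 library, the log2 fold changes were -4.64 to -4.35 and -4.51 to -4.25. Of the genes called with both siblings and with a mean value of at least 100, CEMIP, NACAD, LRRC32 and IMPDH1 fell further than RPS28 by the mean of the siblings' log2 fold changes, though not with hsa-miR-28-5p alone. The log2 fold change of CEMIP was -4.45 with hsa-miR-28-5p and -8.54 with hsa-miR-708-5p, and that of IMPDH1 was -4.32 and -4.59. NACAD fell from 487.5 with siNT to 22.0 with hsa-miR-28-5p, and its 3 libraries with hsa-miR-708-5p lay at or under the value of 3 reads. The genes that rose most were OAS1, OAS2, IFITM1, MX1 and CEACAM1, by 6.36 to 8.99 with hsa-miR-28-5p and 8.44 to 10.39 with hsa-miR-708-5p on the log2 scale. For OAS1, OAS2 and CEACAM1, 2 of the siNT libraries lay at or under the value of 3 reads, so these fold changes depend on the pseudocount. Between the siblings, CEMIP (-4.10), LRRC32 (-3.72), SYT12 (-3.22), CRISPLD2 (-3.09) and PTGIS (-3.06) differed most, all lower with hsa-miR-708-5p. SYT12 had 1 hsa-miR-708-5p library at or under the value of 3 reads and lost its call under 4 of the alternatives. Genes with a seed match were lower relative to the others by -0.224 with hsa-miR-28-5p and -0.363 with hsa-miR-708-5p (adjusted p = 0.000188 for each, camera in limma with Benjamini-Hochberg adjustment).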

We observed that, in hTERT RPE-1 cells, the MIR-28 siblings, miR-28-5p or hsa-miR-708-5p, cause highly-similar transcriptomic changes and extremely potent downregulation of the *RPS28* mRNA in a dose-dependent manner (Figure 7D-E, Supplementary Figure S9, Supplementary Table S12). We note that, despite some sensitivity of *RPS28* levels to the negative control siRNA, MIR-28 sibling transfection caused a further dose-dependent decrease in *RPS28* levels of at least 10-fold compared to siNT (Supplementary Figure S9). Furthermore, MIR-28 overexpression in hTERT RPE-1 also caused a stark decrease in mature 18S rRNA levels (Figure 7F), as observed in MCF10A cells (Figure 5E).

Given that both hsa-miR-28-5p and hsa-miR-708-5p treatment caused such a significant decrease in levels of *RPS28*, we hypothesized that this transcript may be targeted by the MIR-28 family. 

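The log2 fold change of RPS28 was lower in hTERT RPE-1 than in MCF10A by -1.68 with hsa-miR-28-5p (standard error 0.24, adjusted p = 6.54e-05) and by -1.74 with hsa-miR-708-5p (standard error 0.24, adjusted p = 1.12e-05; difference of the limma fold changes of the 2 lines with Benjamini-Hochberg adjustment over 13339 genes). Under the other scalings the difference was -1.57 to -1.74. The values of RPS28 with a mimic were 4.55% and 4.76% of the siNT level in hTERT RPE-1.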

While the TargetScan (74), miRWalk (75), and miRDB (96) algorithms failed to predict such an interaction, DIANA microT-CDS (76) identified two tandem putative MIR-28 family binding sites in the *RPS28* mRNA 3′ UTR (Supplementary Figure S10). These tandem MIR-28 sites in *RPS28* are perfect 6mer seed matches conserved only within a subset of primates (Supplementary Figure S10); we hypothesize that this relatively low conservation throughout the animal kingdom may be the reason for false negatives using other prediction packages. 

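RPS28 is on the plus strand of chromosome 19 and has 4 exons (hg38, GENCODE 44). Its annotated 3′ UTR starts in exon 3 at 8322076, continues in exon 4 (8322272 to 8323340) and is 1085 nt long. A search of this sequence for GCTCCT, the complement of the 6mer seed, found 2 sites, both in exon 4. The first lies at 8322327–8322332, position 72 of the 3′ UTR, in the sequence CTGTCACAGTCTGCTCCTTTTTTTTGTCCG. The other lies at 8322362–8322367, in the sequence CGTAACTGAGATGCTCCTTTAAATAAAGCG. The sites start 35 nt apart. Each has a T on both sides, so neither extends to a 7mer match and RPS28 was not among the genes with a 7mer in the set tests. In the same 3′ UTR classes, MCF10A genes with a 6mer match and no 7mer had median log2 fold changes that differed from those of genes without a match by -0.012 with hsa-miR-28-5p and -0.059 with hsa-miR-708-5p. The paper proposes low conservation of these sites as a reason why other prediction packages missed them.

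**Figure D2:**
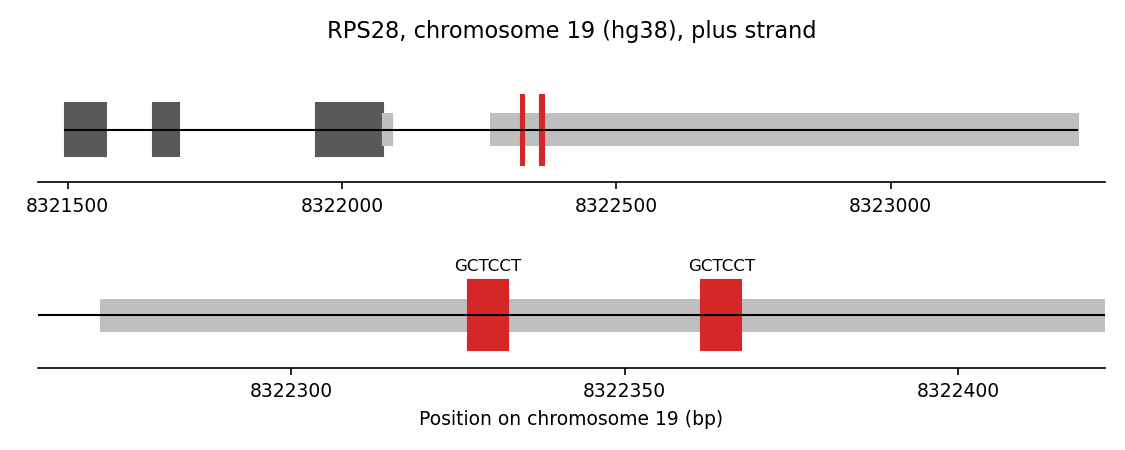
Map of RPS28 on chromosome 19 (hg38 position in bases), with coding exon parts dark, 3′ UTR parts light and the 2 GCTCCT sites in red, and the region of the sites enlarged. Both sites lie near the start of exon 4, 35 nt apart.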

By conducting *in silico* binding experiments using the DuplexFold algorithm on the RNAstructure server (77), we confirmed that the seed regions of both MIR-28 family members were predicted to favorably interact *in silico* with the candidate binding sites in *RPS28* (Supplementary Figure S11A–D). Scrambling the sequence of both binding sites in the candidate region strongly abrogated the predicted interaction with hsa-miR-28-5p or hsa-miR-708-5p (Supplementary Figure S11E–H).

We sought to test the extent to which the MIR-28 siblings could target these putative *RPS28* mRNA binding sites by using luciferase 3′ UTR reporter assays that are widely used in the field (Figure 8A) (79,97). Treatment with hsa-miR-28-5p or hsa-miR-708-5p inhibited luciferase reporter activity when the *Renilla* reporter contained the *RPS28* candidate region with WT putative MIR-28 binding sites (Figure 8B, WT lanes). Crucially, reporter assays containing the *RPS28* candidate region with scrambled putative binding sites, where binding cannot occur, completely rescued the microRNA-induced reporter downregulation (Figure 8B, SCR lanes), supporting the conclusion that these MIR-28 family microRNAs target the *RPS28* 3′ UTR.

**Figure 8.**
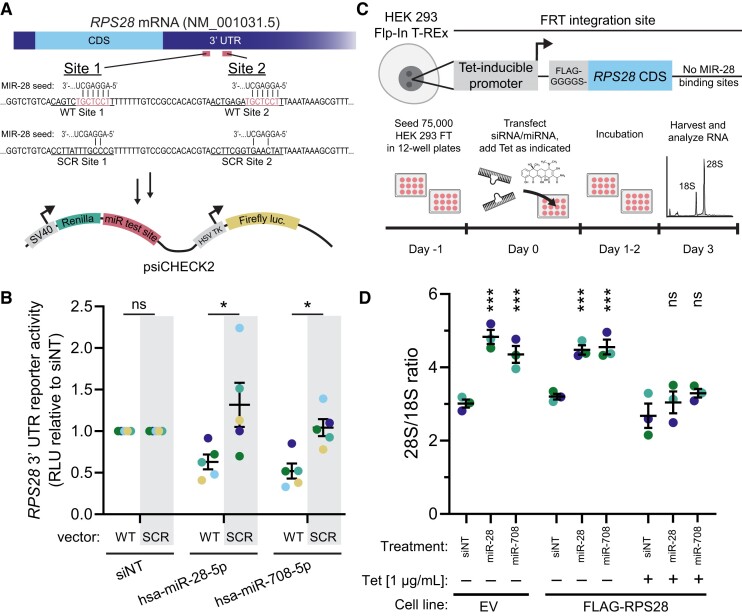
The MIR-28 siblings target tandem binding sites in the *RPS28* 3′ UTR to interrupt pre-18S processing. (**A**). Schematic for 3′ UTR luciferase reporter assay for testing the targeting of *RPS28* by the MIR-28 siblings, miR-28-5p and hsa-miR-708-5p. Diagram for the *RPS28* mRNA transcript, indicating untranslated regions (UTR; dark blue) or coding sequence (CDS; light blue). Putative MIR-28 binding sites 1 and 2 are shown in red, and their wild-type (WT) sequence is given, along with the design for scrambled MIR-28 sites (SCR) rescue construct. Antisense pairing of the 6mer MIR-28 seed is shown with the putative WT binding sites. Note the perfect complementarity between the seed sequence and the predicted target. The WT or SCR regions of the *RPS28* 3′ UTR containing both putative MIR-28 sites were cloned into the miR test site in the 3′ UTR of the *Renilla* luciferase expression cassette in the psiCHECK2 plasmid. (**B**). Quantification of 3′ UTR luciferase reporter assays in (A), testing targeting of *RPS28* by the MIR-28 siblings. The vector construct is indicated as wild-type (WT) or scrambled (SCR) above the transfection treatment labels. Luciferase data were collected for each treatment and construct combination, then normalized to the siNT treatment on a per-construct basis. RLU stands for relative light units. Mean ± SEM are shown alongside individual data points, colored by replicate (5 replicates). The data were analyzed by unpaired two-sided Welch's *t*-tests between WT and SCR constructs in GraphPad Prism 8. *P < 0.05. (**C**). Schematic for rescue experiment conditionally expressing an *RPS28* mRNA lacking the MIR-28 family binding sites to recover normal 28S/18S mature rRNA ratio in the presence of MIR-28 sibling overexpression. (Top) Diagram of the engineered HEK 293 Flp-In T-REx cells containing a tetracycline-inducible FLAG-tagged *RPS28* cassette lacking the WT 3′ UTR harboring tandem MIR-28 binding sites. (Bottom) Experimental outline indicating steps for cell seeding, simultaneous MIR-28 mimic transfection and engineered *RPS28* tetracycline induction, incubation, and mature rRNA analysis by electropherogram. (**D**). Bioanalyzer analysis of the 28S/18S mature rRNA ratio from engineered HEK cells, treated as indicated. Treatments include siNT siRNA or each of the MIR-28 sibling mimics, hsa-miR-28-5p or hsa-miR-708-5p. Induction of *RPS28* expression with 1 μg/ml tetracycline (Tet) is indicated with a +. Cell line type was either the parental non-engineered line (empty vector, EV) or engineered line containing FLAG-tagged *RPS28* lacking WT 3′ UTR MIR-28 binding sites (FLAG-RPS28). Mean ± SEM are shown alongside individual data points, colored by replicate (*n* = 3 biological replicates). Data were graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT (non-targeting negative control) and Holm-Šídák correction in GraphPad Prism 8. ns, not significant; ***P < 0.001.

We also investigated if expression of a MIR-28-resistant *RPS28* could rescue normal 18S rRNA levels in the presence of the MIR-28 siblings. We genomically engineered HEK 293 Flp-In T-REx cells with a Tet-inducible FLAG-tagged *RPS28* cassette lacking the tandem MIR-28 binding sites normally present in the WT 3′ UTR (Figure 8C). We first verified that expression of the FLAG-tagged RPS28 protein was inducible only in the engineered cell line following treatment with 1 μg/ml tetracycline for 48 h (Supplementary Figure S12). As expected, empty vector (EV) or non-induced *RPS28* HEK 293 Flp-In cells treated with either MIR-28 sibling showed an increase in the 28S/18S ratio versus the siNT control. This is consistent with the defect in mature 18S rRNA production that we observed for these microRNA mimics in MCF10A cells (Figure 8D and Figure 5E-F). In contrast, tetracycline-induced expression of the MIR-28-resistant *RPS28* construct restored normal 28S/18S ratios in each of the MIR-28 sibling overexpression backgrounds (Figure 8D). Coupled with the 3′ UTR reporter assays (Figure 8A-B), this rescue experiment provides evidence that hsa-miR-28-5p and hsa-miR-708-5p, the MIR-28 siblings, target *RPS28* to inhibit human pre-18S processing, a key step in RB (Figure 9).

**Figure 9.**
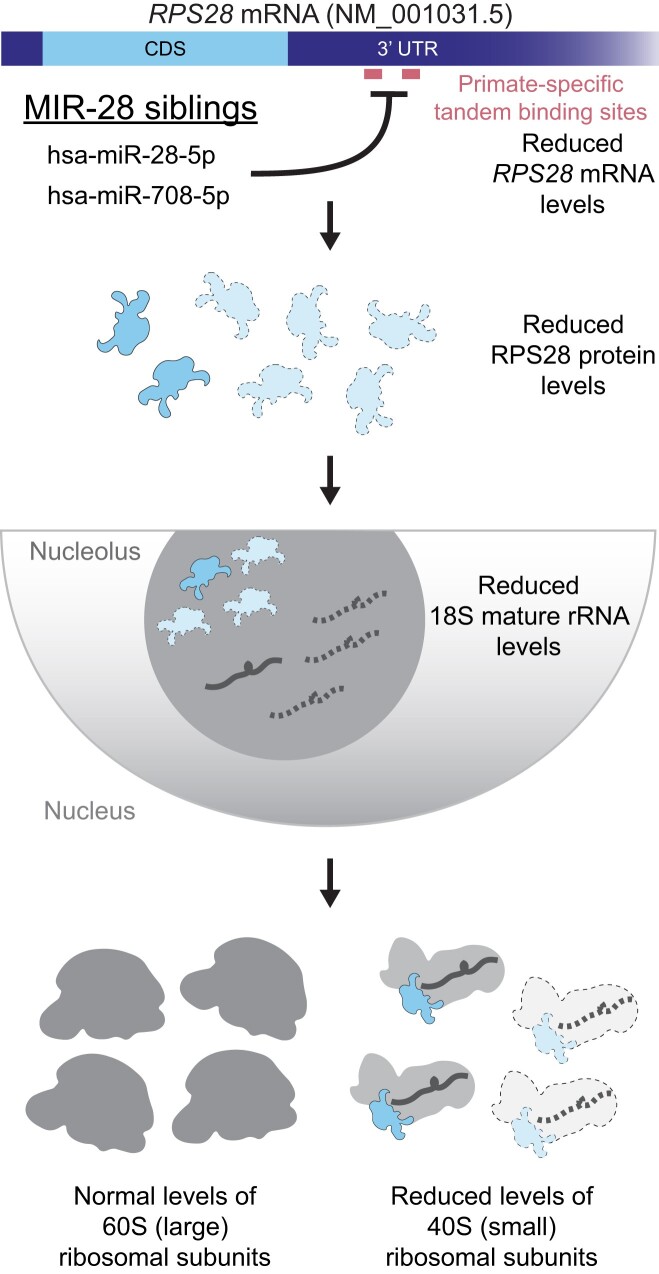
Model of the mechanism of MIR-28 sibling-mediated inhibition of ribosome biogenesis. The *RPS28* mRNA harbors two tandem, primate-specific binding sites for the MIR-28 microRNA family seed sequence. The MIR-28 siblings, hsa-miR-28-5p and hsa-miR-708-5p, can target *RPS28* at these sites, reducing *RPS28* mRNA and RPS28 protein levels. Lack of RPS28 protein in the nucleolus causes defects in pre-18S rRNA processing that lead to a reduction in levels of the mature 18S rRNA and subsequently 40S (small) ribosomal subunits.

To search for other possible targets of the MIR-28 family, we conducted miR-eCLIP analysis for MIR-28 microRNA:mRNA target chimeras (83). Briefly, treated cells were UV crosslinked, pooled, and an AGO2 immunoprecipitation was performed to isolate microRNAs actively complexed to their targets. Despite limit of detection challenges from modest AGO2 enrichment, sequencing revealed 9243 high-confidence reads consisting of microRNA:mRNA chimeras representing functional target pairs (Supplementary Table S13). Each overexpressed MIR-28 sibling was loaded into AGO2 at levels commensurate with highly-expressed endogenous microRNAs (Supplementary Figure S13A), illustrating that the functional microRNAome was not expropriated by these transfected microRNA mimics. 

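MYC and CDKN1A are among 31 genes labelled as targets of both siblings in Supplementary Figure S13B, and each of the 31 was among the genes tested here in MCF10A. The value of CDKN1A (chromosome 6, 36676250 to 36687339) was 2756 ± 203.5 with siNT, 3226 ± 367.8 with hsa-miR-28-5p and 2593 ± 64.5 with hsa-miR-708-5p (mean ± SD, n = 3 each). Its log2 fold change was 0.22 with hsa-miR-28-5p (standard error 0.10, adjusted p = 0.131, limma with Benjamini-Hochberg adjustment) and -0.09 with hsa-miR-708-5p (adjusted p = 0.551, limma with Benjamini-Hochberg adjustment), so neither passed the threshold. Under library size scaling the change with hsa-miR-28-5p was 0.335 and passed it, and that with hsa-miR-708-5p was 0.06, the other direction. Of the 31 genes, 27 were lower and 4 higher with each sibling. Those called lower with both siblings included MT2A, HDLBP, SEMA4B and PSAP, with log2 fold changes of -1.70 and -1.66, -1.18 and -1.27, -1.31 and -1.08, and -1.16 and -0.89 with hsa-miR-28-5p first and hsa-miR-708-5p after it. SLC7A5, TMEM170A and AHNAK lost their call with hsa-miR-28-5p when some of the libraries were left out in turn. MT1X, called lower with hsa-miR-28-5p alone, lost its call in this way too (highest adjusted p = 0.0955, limma with Benjamini-Hochberg adjustment).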

We uncovered 31 genes in our MIR-28 mimic RNAseq dataset bearing transcripts targeted by both MIR-28 siblings (Supplementary Figure S13B), including *MYC* and *CDKN1A* (*p21*) (Supplementary Figure S14A-D). An additional 113 genes in our MIR-28 mimic RNAseq dataset were targeted by either MIR-28 sibling (Supplementary Figure S13). Overall, direct MIR-28 targets identified by miR-eCLIP had reduced transcript levels following MIR-28 overexpression, as determined by RNAseq (Supplementary Figure S13D-F). 

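The median log2 fold change of the 31 genes targeted by both siblings was -0.38 with hsa-miR-28-5p and -0.55 with hsa-miR-708-5p in MCF10A. With hsa-miR-28-5p, 13 were called lower, or 14 adjusted over the list alone, and none was called higher, although CDKN1A had an unadjusted p of 0.0476 in limma. With hsa-miR-708-5p, 16 were called lower and 1 higher, or 18 and 1 adjusted over the list alone. All 3 libraries with the mimic were below all 3 siNT libraries for 17 genes with hsa-miR-28-5p and 18 with hsa-miR-708-5p. Chance gives 10% for all below and all above taken together. Relative to all other genes, the list was lower with an adjusted p = 7.7e-07 with hsa-miR-28-5p and adjusted p = 9.15e-07 with hsa-miR-708-5p (camera in limma, Benjamini-Hochberg adjustment over 28 list tests). Both held under fry and neither with an estimated correlation between genes. No lists matched on length and mean value were drawn for these genes, so an effect of abundance and one of targeting were not told apart. Under library size scaling the medians were -0.27 and -0.41, and relative to the median of all genes they were unchanged.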

Our data suggests that the MIR-28 siblings likely directly reduce *MYC* levels, providing another avenue of RB attenuation since MYC is an RNAP1 transcription factor (98). 

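The value of MYC on chromosome 8 was 14535 ± 1825 with siNT, 8647 ± 653.6 with hsa-miR-28-5p and 7475 ± 495.2 with hsa-miR-708-5p in MCF10A (mean ± SD, n = 3 each). Its log2 fold change was -0.74 with hsa-miR-28-5p (standard error 0.12, adjusted p = 0.00169, limma with Benjamini-Hochberg adjustment) and -0.95 with hsa-miR-708-5p (standard error 0.12, adjusted p = 0.000186, limma with Benjamini-Hochberg adjustment). All 3 libraries with each mimic were below all 3 siNT libraries. With each library left out in turn the values were -0.85 to -0.68 and -1.06 to -0.89, and the alternatives in scaling, filter and pseudocount gave -0.76 to -0.63 and -0.96 to -0.81. From the miR-eCLIP chimeras and these levels, the paper proposes that the siblings directly reduce MYC, which would be another avenue of RB attenuation.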

Targeting of *MYC* by the MIR-28 family has not previously been demonstrated in TarBase 8 (63). Furthermore, *CDKN1A* was directly targeted by the MIR-28 family, providing a logical explanation for the lack of change of *CDKN1A* mRNA levels in the face of TP53 upregulation that we observed (Figure 6D-E, hsa-miR-28-5p or hsa-miR-708-5p). While *RPS28* was not observed to be a direct target of hsa-miR-28-5p or hsa-miR-708-5p by miR-eCLIP, this inconclusive result may be the product of subpar AGO2 immunoprecipitation. Together, our findings support the ability of the MIR-28 family to perturb the transcriptome with a high degree of similarity among human cell lines, and to engage in direct post-transcriptional downregulation of the central RB regulator *MYC* and of *RPS28*, an RP critical for normal 18S rRNA maturation.

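For each mimic, the log2 fold changes in hTERT RPE-1 were compared with those in MCF10A over the 13339 genes tested in both lines, which share no library. The R2 across genes was 0.156 with hsa-miR-28-5p (r = 0.395, slope 0.543) and 0.218 with hsa-miR-708-5p (r = 0.467, slope 0.694). The alternative that moved it most kept genes with a value of at least 100 in every library, which gave 0.232 and 0.256. The signs were the same for 65.0% and 64.7% of the genes. Of the genes called in both lines, 1712 of 1919 changed in the same direction with hsa-miR-28-5p (89.2%) and 2730 of 3279 with hsa-miR-708-5p (83.3%). The fold change differed between the lines for 3127 genes with hsa-miR-28-5p (23.4%) and 5311 with hsa-miR-708-5p (39.8%), with an adjusted p below 0.05 for the difference of the limma fold changes (Benjamini-Hochberg adjustment). The log2 fold change of MYC in hTERT RPE-1 was -0.06 with hsa-miR-28-5p (standard error 0.18, adjusted p = 0.792, limma with Benjamini-Hochberg adjustment) and -0.10 with hsa-miR-708-5p (adjusted p = 0.648, limma with Benjamini-Hochberg adjustment), from values of 1242 ± 173.2 with siNT, 1181 ± 67.3 and 1182 ± 318.4 (mean ± SD, n = 3 each). Its difference from MCF10A was 0.68 (adjusted p = 0.0294) and 0.85 (adjusted p = 0.00435, limma with Benjamini-Hochberg adjustment). Under library size scaling both fold changes of MYC in hTERT RPE-1 were above 0, at 0.02 and 0.22. RPS28 was called lower in both lines.

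**Figure D3:**
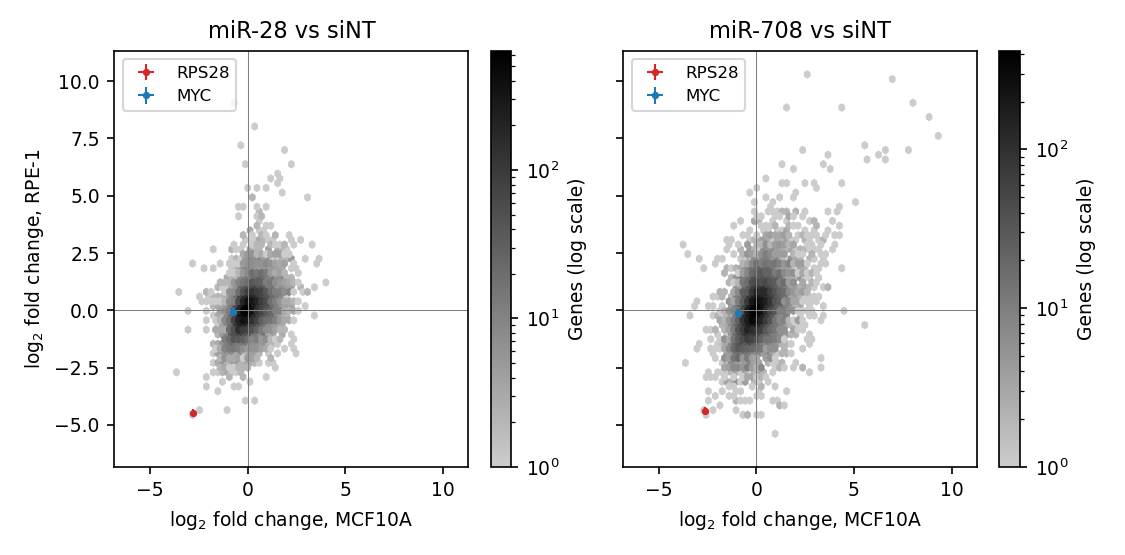
Log2 fold change against siNT in MCF10A (x-axis) and hTERT RPE-1 (y-axis) for the 13339 genes tested in both lines, with hsa-miR-28-5p (left) and hsa-miR-708-5p (right), where darker bins hold more genes. Points with standard errors mark RPS28 (red), lower in both lines, and MYC (blue), lower in MCF10A alone.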

## Discussion

Our work represents the first systematic venture into uncovering the complex roles of microRNAs as governors of ribosome biogenesis. Using our unbiased high-content screening platform for changes in nucleolar number, we have uncovered 72 novel microRNA negative regulators of RB. Strikingly, 51/72 hits strongly inhibited nucleolar rRNA biogenesis as measured by nucleolar 5-EU incorporation, supporting a role for the hits in antagonizing RB. We highlight 27 validated, conserved microRNA hits present in MirGeneDB, including 17 hits that induce strong repression of nucleolar rRNA biogenesis in multiple human cell lines. Stringent selection and mechanistic validation of a subset of 15 novel microRNA hits unexpectedly revealed a major effect of hit overexpression to be dysregulation of 30S pre-rRNA processing. Prior to our work, no specific microRNAs had yet been observed to directly affect pre-rRNA processing (35). While hits in the subset did not appear to reliably alter RNAP1 transcription, almost all subset hits inhibited global protein synthesis and caused upregulation of *CDKN1A* (*p21*), with nearly half increasing TP53 steady-state levels. We hypothesized that the microRNA hits were acting by targeting mRNAs required for nucleolar function and reducing their levels. Bioinformatics of all the microRNA hits revealed that they were enriched for mRNA targets encoding proteins localized within the nucleolus or bearing functions in cell cycle progression, proliferation, or TP53 signaling, supporting our mechanistic hypothesis.

To further probe the hypothesis that microRNA mimic hits preferentially target nucleolar proteins, we focused on two MIR-28 family members, hsa-miR-28-5p and hsa-miR-708-5p. We chose them because they share the same 7 nt AGGAGCU seed sequence and their overexpression causes the same RB defects, including a severe pre-18S rRNA processing defect. Comparison of RNAseq results following overexpression of either mimic resulted in highly-similar transcriptomic profiles in two distinct non-cancerous human cell lines, MCF10A (breast epithelial) and hTERT RPE-1 (retinal pigment epithelium), leading us to focus on *RPS28* as a putative target. Using established experimental methods to assess targeting of microRNAs, we found evidence that these two MIR-28 family members target the *RPS28* 3′ UTR, providing a convincing explanation for the observed pre-18S rRNA processing defect (94,95) and supporting our proposed model (Figure 9). Critically, we showed that conditional co-expression of the MIR-28 siblings with an *RPS28* mRNA lacking MIR-28 binding sites in engineered HEK 293 cells was able to restore normal proportions of the 28S and 18S rRNAs. This rescue experiment supports our proposed model in which the targeting of *RPS28* by the MIR-28 family members is the mechanism that underlies the RB defect. We note that, despite inconclusive results from our miR-eCLIP experiment on the question of direct MIR-28:*RPS28* binding, positive results from UTR reporter and rescue experiments which feature appropriate controls are supportive of our proposed mechanistic model. We hope to further define the extent to which this microRNA:target interaction is direct in future work. Taken together, our microRNA mimic screen has revealed evidence that the MIR-28 family targets the mRNA encoding the ribosomal protein RPS28, leading to a reduction in its levels with concomitant defects in RB and a decrease in cell viability in human cells.

Our unexpected discovery that the *RPS28* 3′ UTR harbors primate-specific MIR-28 binding sites underscores the importance of conducting unbiased functional experiments in human systems to advance basic and translational biology. MIR-28 targeting of *RPS28* had not previously been predicted or observed [reviewed in (41)], which is surprising given the extensive published literature on this microRNA family and the ubiquitous presence of the essential RPS28 protein in all growing cells. The 2023 version of DIANA microT-CDS predicts the MIR-28 family binding sites in the 3′ UTR of human *RPS28*, though other common microRNA target prediction algorithms including TargetScan, miRDB, and miRWalk fail to predict these interactions. Furthermore, the tandem MIR-28 binding sites in the *RPS28* 3′ UTR can be found only in the most related of primates, including humans, old world monkeys, and apes. We hypothesize that this lack of conservation may be the reason that previous experiments in model systems failed to identify these interactions despite strong conservation of RB and the MIR-28 family in animals. Our findings make a strong argument for undertaking unbiased screens in order to discover novel microRNA targets in human cells, instead of relying solely on *in silico* predictions or non-human model organisms.

While our results point to the novel microRNA hits canonically acting to inhibit RB by post-transcriptionally downregulating target genes with nucleolar localization or functions in the cell cycle, we cannot exclude the possibility that these microRNAs may also have a more immediate role inside the nucleolus itself. A number of studies have defined nucleolar subsets of microRNAs in mammalian cells (38–40,99–100), though the function of nucleolar microRNAs remains poorly understood. It has been suggested that the nucleolus may serve as a staging platform for microRNAs to complex with target mRNAs outside the competitive, mRNA-rich cytoplasm (100), or perhaps that efflux of microRNAs from the nucleolus may be part of a stress response to the invasion of foreign genetic material (40). Additionally, AGO2 has been observed to bind to regions of rDNA possibly via rRNA-mediated tethering (37), though more research is needed to fully understand the potential of microRNAs to directly downregulate the 45S transcript. Previous studies (38,40) have observed the nucleolus to contain a number of our hits’ families, including miR-19b, miR-25, miR-34a, miR-182, miR-183, miR-192, miR-330 and miR-629. However, in most cases, the microRNA strand was not indicated in these studies. Future investigation of nucleolar microRNAs may shed additional light on the potential direct impacts of the hits inside the nucleolus beyond the present scope.

Based on the promiscuous nature of microRNA activity, screens with microRNA mimics have an increased scale and complexity of direct regulatory perturbation compared to previous RB screening campaigns (54–55,101–103). While prior screens used siRNA technology to surgically deplete expression of a single gene, the transfection of a microRNA mimic may directly deplete tens to thousands of mRNAs. Simultaneous manipulation of multiple gene regulatory networks with microRNAs may lead to complex, potentially-discordant cellular phenotypes. This is because assay results report an integration of many more heterogeneous expression changes than in simpler single-gene siRNA experiments. One key example from this work is that the MIR-28 siblings elevate TP53 protein levels without a concomitant increase in TP53’s downstream target, *CDKN1A* (*p21*), as expected (104). Our miR-eCLIP data indicated that both MIR-28 microRNAs in fact directly target *CDKN1A in vivo*, as previously shown for hsa-miR-28-5p (105), resolving this discrepancy. While we found a straightforward explanation for this case, other discrepancies in our data likely remain. These results invite additional probing to improve our understanding of the complex functional perturbations associated with each microRNA hit.

Looking forward, we highlight our discovery of novel microRNA negative regulators of RB in the context of cancer. Differential regulation of many of the 72 hits has been observed in various tumors (87,106–138), with hits including hsa-miR-28-5p and hsa-miR-708-5p (139–148) often acting as tumor suppressors. For example, hsa-miR-28-5p overexpression impedes growth of colorectal cancer cell lines and mice tumor xenografts (144) as well as prostate cancer cell lines (148). We propose that targeting of *RPS28* by members of the MIR-28 family may be one novel aspect of their effectiveness as tumor suppressors. We emphasize the enrichment of the hits’ targets for involvement in the cell cycle, which is tightly intertwined with RB, nucleolar formation and tumorigenesis (25,55,149). Additionally, microRNA mimic therapeutics are a promising avenue in oncology (150), though roadblocks including delivery and dosage have impeded achieving success in the clinic (151). Combining mimics and small molecules may enable inhibition of multiple targets or decrease required microRNA dose (151), as seen in clinical trials for hepatitis C (152,153). Given that cancer cells often hyperactivate ribosome production (24), our study underscores the potential of harnessing conserved microRNAs for chemotherapy as standalone therapeutics or in concert with other potent small molecule inhibitors of RB like BMH-21 to simultaneously target pre-rRNA transcription and processing.

## Supplementary Material

gkad1235_Supplemental_Files

## Data Availability

For the MIR-28 differential expression experiment, raw sequencing reads and processed data are available in Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) accession GSE242754 and Supplementary Tables S11-S12. For the miR-eCLIP experiment, raw sequencing reads and processed data are available in GEO accession GSE242755 and Supplementary Table S15.

# Supplementary material for: Discovery of novel microRNA mimic repressors of ribosome biogenesis
**Source:** Nucleic Acids Res. 2024 Jan 9;52(4):1988–2011. doi: 10.1093/nar/gkad1235
**Supplement:** gkad1235_Supplemental_Files

## **Discovery of novel microRNA mimic repressors of ribosome biogenesis**

### **Supplementary Materials**

Carson J. Bryant <sup>a</sup>, Mason A. McCool <sup>a</sup>, Gabriela T. Rosado-González <sup>a</sup>, Laura Abriola <sup>b</sup>, Yulia V. Surovtseva <sup>b</sup>, Susan J. Baserga <sup>a, c, d</sup>

# Supplementary Figure 1

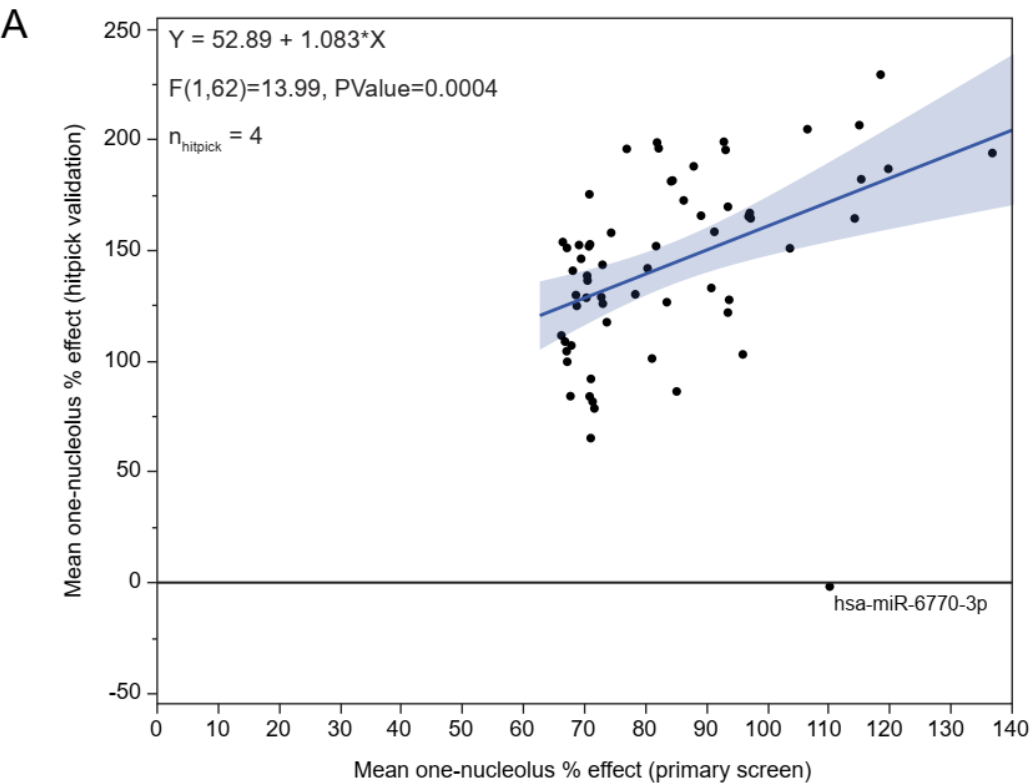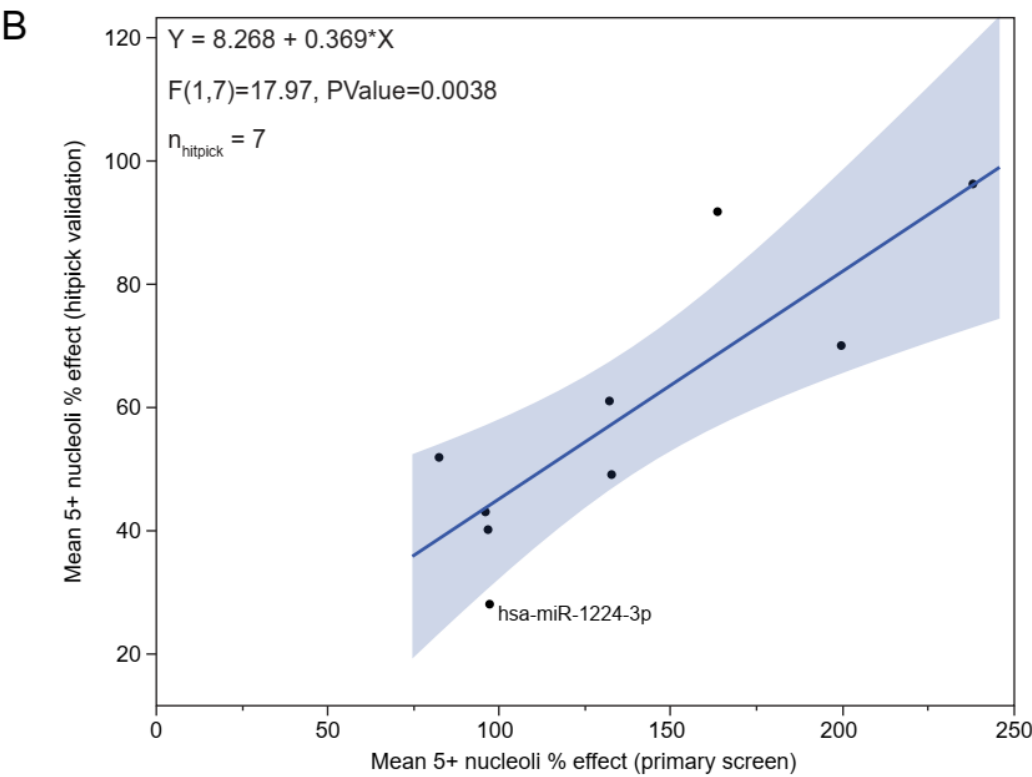

**Supplementary Figure 1. Primary screen hitpick validation excludes hsa-miR-6770-3p and hsa-miR-1224-3p.**

**(A)** Comparison of mean one-nucleolus percent effects from primary screen (x-axis) or hitpick validation (y-axis) for 64 one-nucleolus hits. The one-nucleolus hitpick was conducted with  $n = 4$  replicates. Graphing and linear regression was performed in JMP. hsa-miR-6770-3p was excluded from downstream analysis.

**(B)** Comparison of mean 5+ nucleoli percent effects from primary screen (x-axis) or hitpick validation (y-axis) for nine 5+ nucleoli hits. The 5+ nucleoli hitpick was conducted with  $n = 7$  replicates. Graphing and linear regression was performed in JMP. hsa-miR-1224-3p was excluded from downstream analysis.

# Supplementary Figure 2

GeneRatio

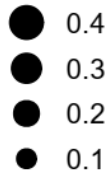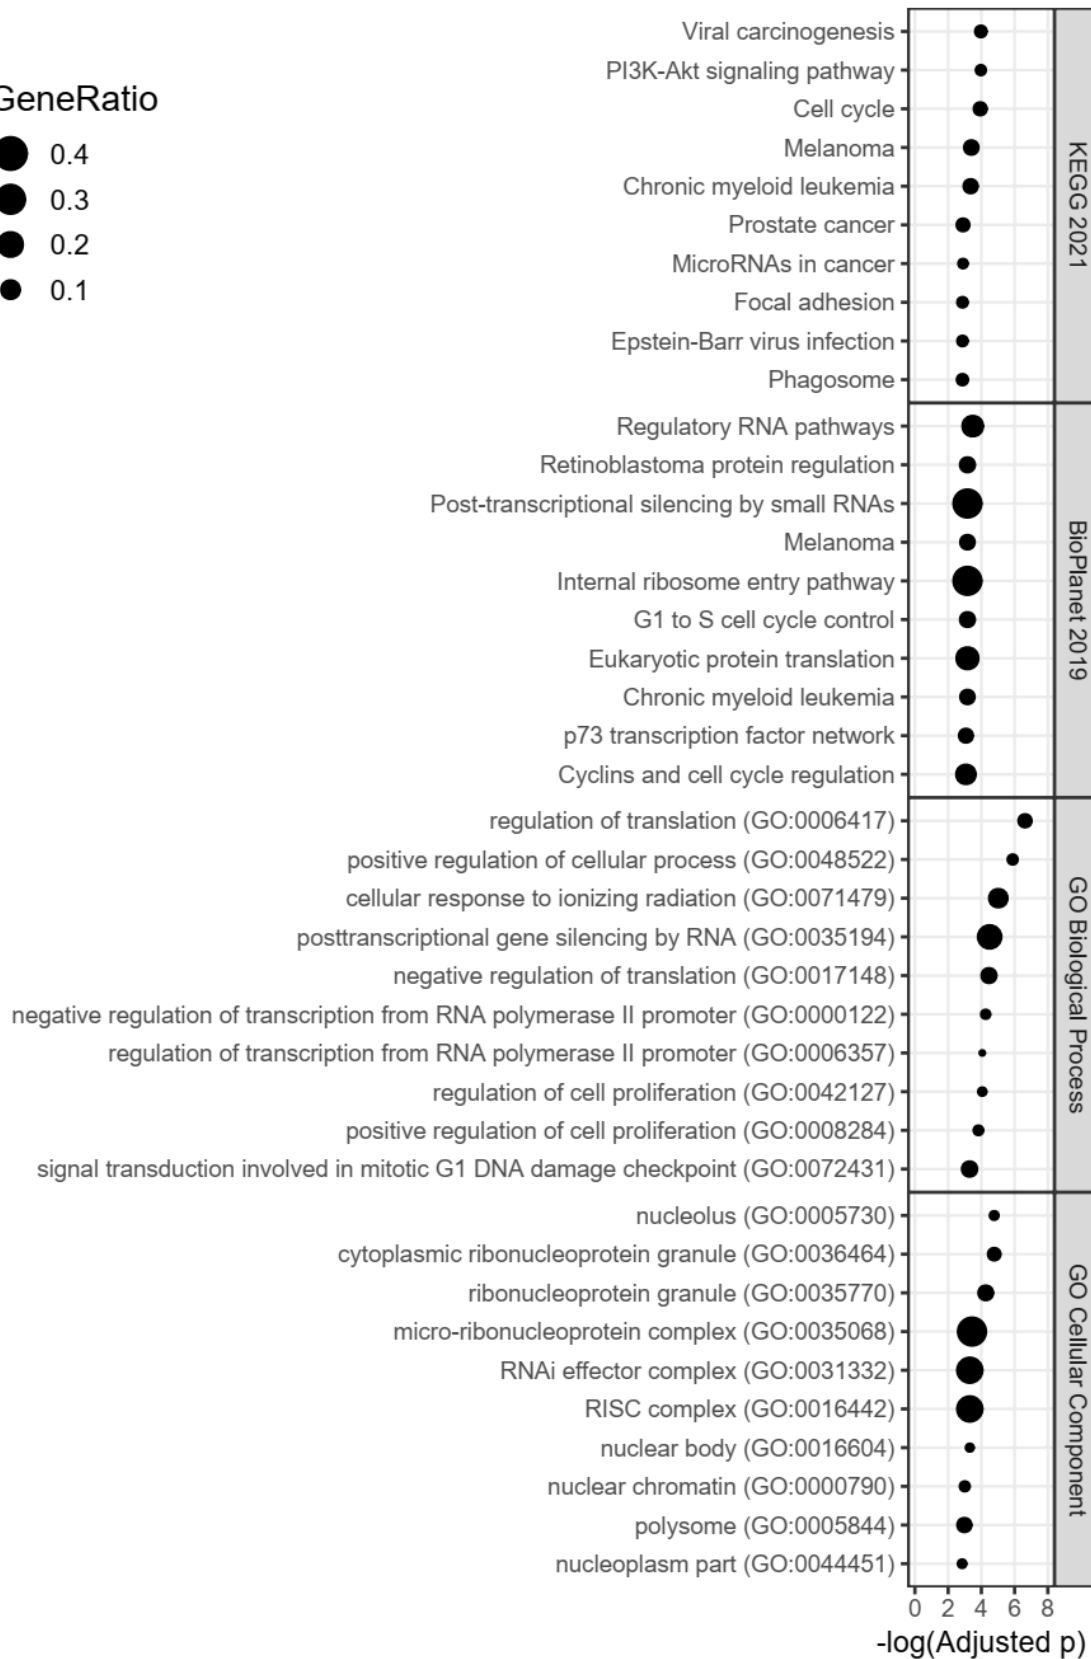

**Supplementary Figure 2. Targets of 24 MirGeneDB hits represented in TarBase 8 are enriched for regulators of RNA pathways, translation, the cell cycle, and for localization in the nucleolus.**

Enrichment plots for 135 genes targeted by 5 or more of the microRNA hits present in MirGeneDB. Plots indicate  $-\log_{10}(\text{adjusted } p)$  on the x-axis and the gene ratio as the marker size. Enrichment analysis was conducted with Enrichr, and plots were made in R. Enrichment databases: Kyoto Encyclopedia of Genes and Genomes (KEGG) 2021; NCATS BioPlanet of Pathways 2019; Gene Ontology (GO) Biological Process 2018; GO Cellular Component 2018.

# Supplementary Figure 3

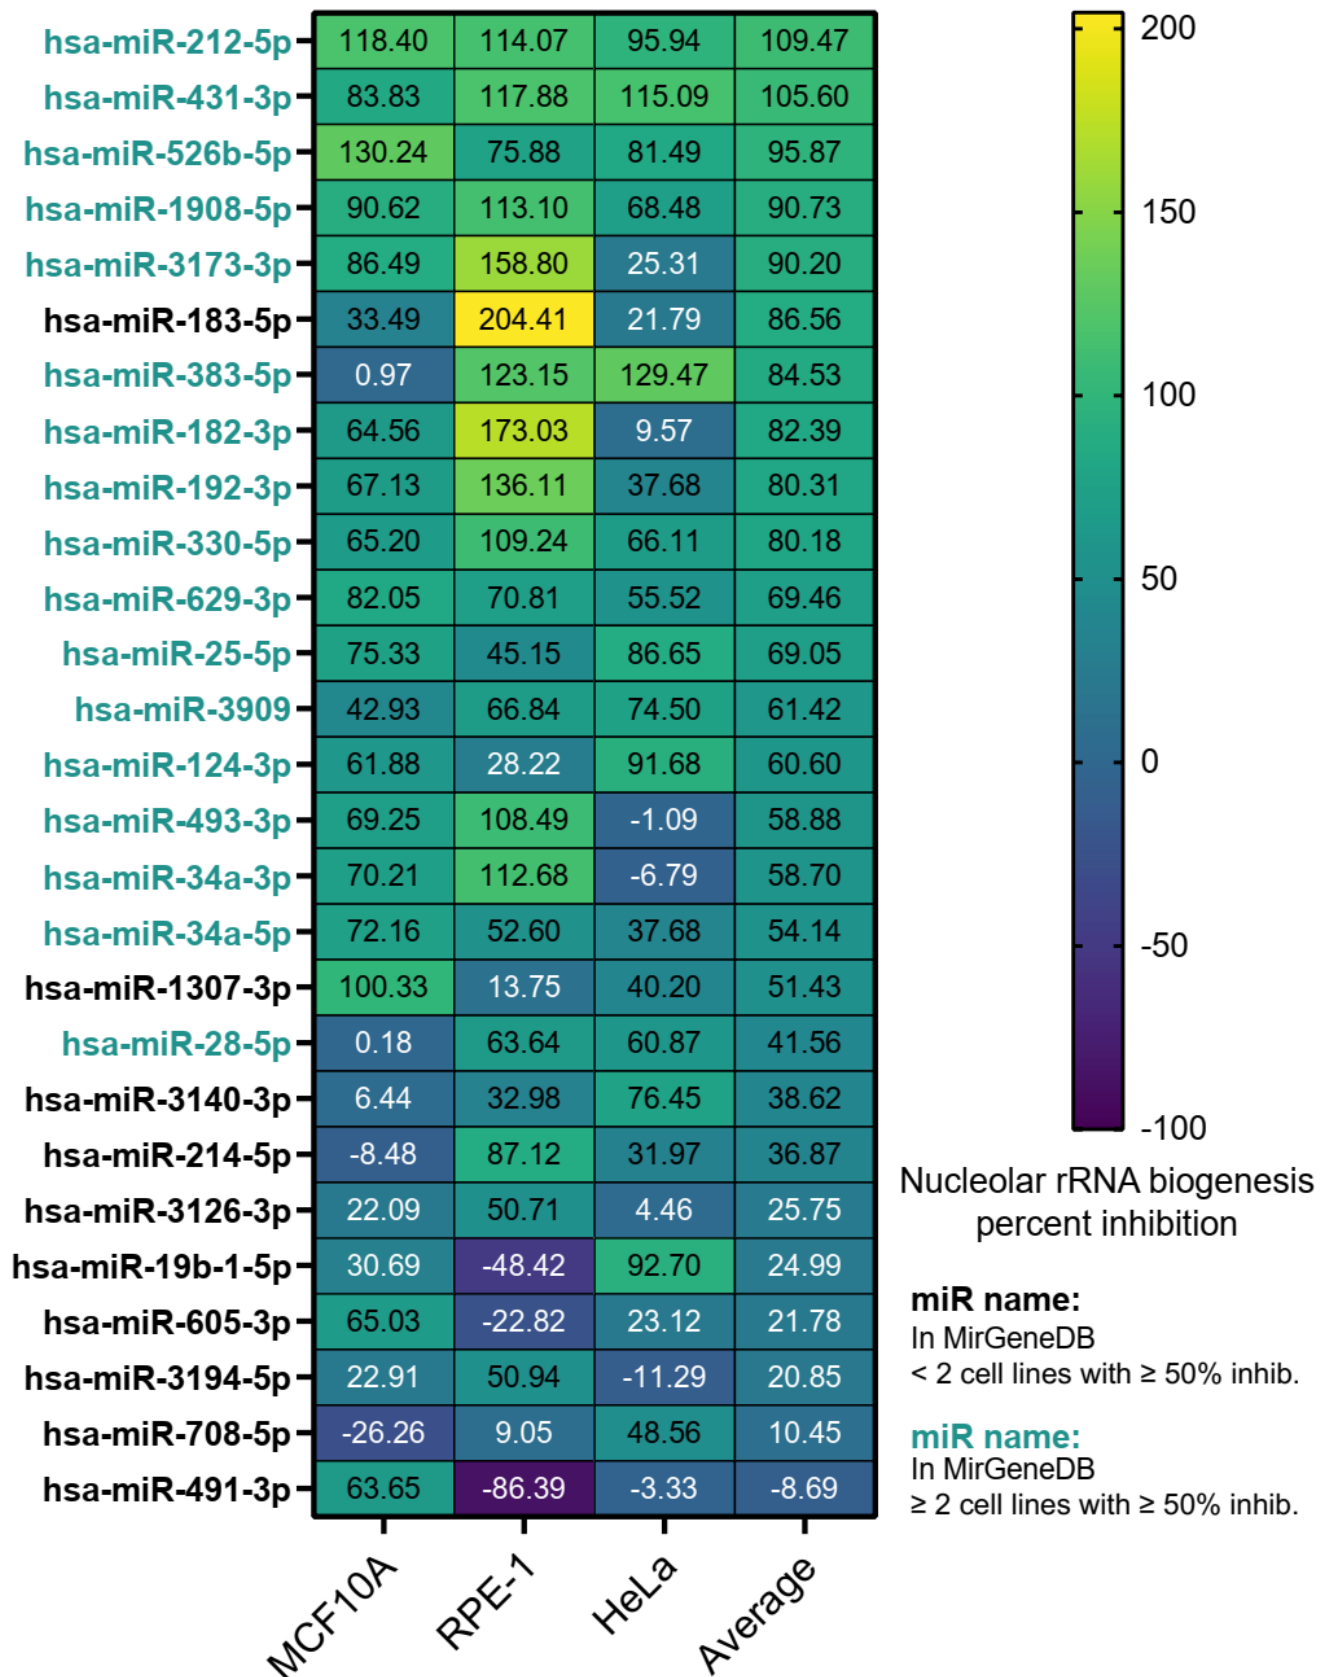

**Supplementary Figure 3. Conservation of nucleolar rRNA biogenesis inhibition by MirGeneDB microRNA hits across 3 human cell lines.**

Heatmap showing the nucleolar rRNA biogenesis percent inhibition following overexpression of 27 microRNA mimic hits present in MirGeneDB in 3 diverse human cell lines. Cell types are indicated on the x-axis, with an unweighted average column also calculated. All microRNA hit names are bolded because each microRNA is present in MirGeneDB. MicroRNA hit names are colored depending on conservation across cell lines. Hits whose overexpression causes at least a 50% inhibition of nucleolar rRNA biogenesis in two or more cell lines (teal name); hits failing this criterion (black name).

# Supplementary Figure 4

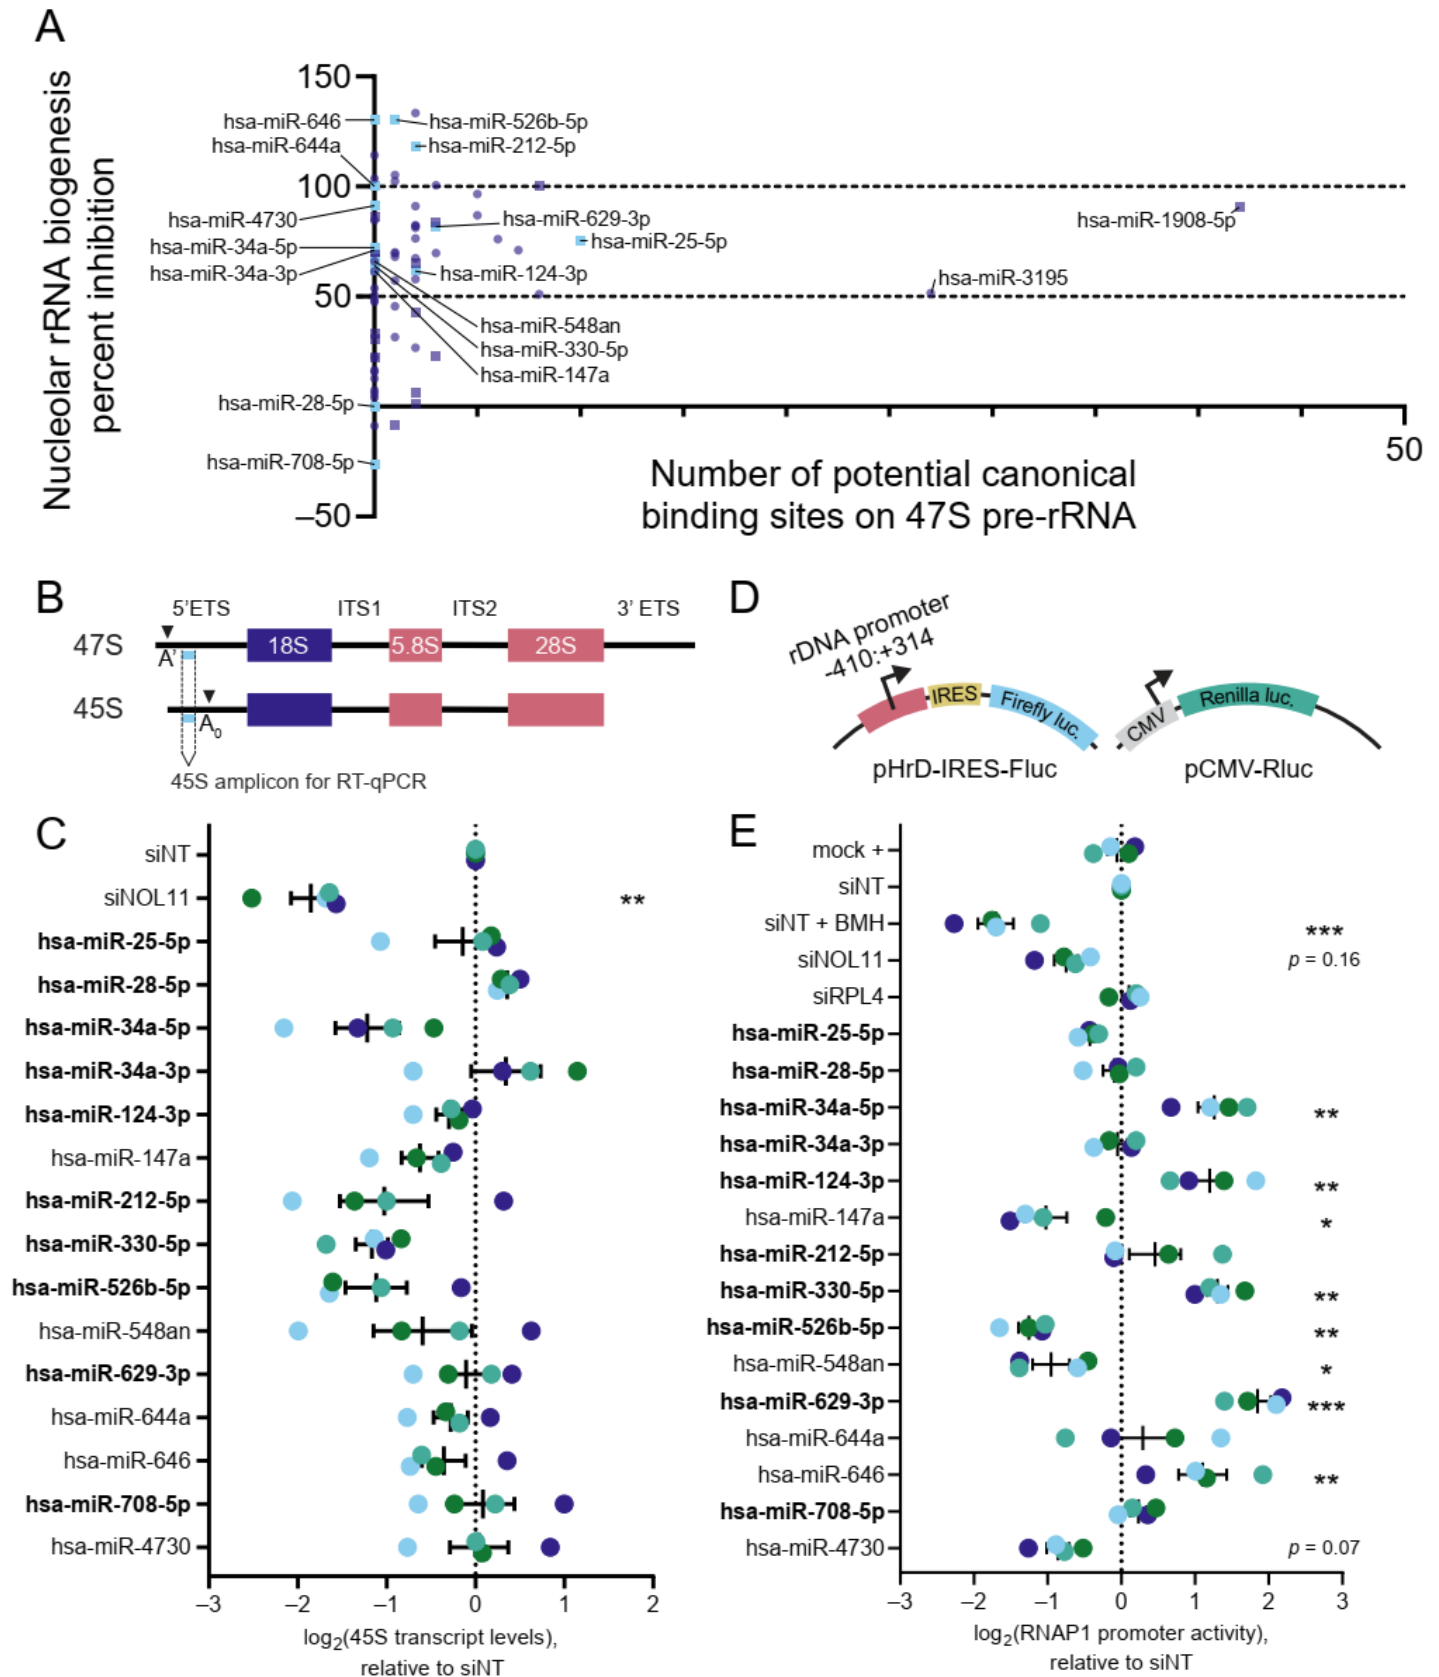

#### Supplementary Figure 4. MicroRNA hits do not reliably alter RNAP1 transcription.

(A). Scatter plot comparing the number of potential canonical (seed) binding sites on the 47S pre-rRNA transcript to the nucleolar rRNA biogenesis percent inhibition for the 72 microRNA hits, as predicted by BLAST. A number of hits have close to 0 predicted canonical 47S binding sites but strong nucleolar rRNA biogenesis percent inhibition. Select hits are labeled, and labels for percent inhibition are shown at 50% inhibition (empirical assay cutoff, consistent with pre-rRNA modification defect) and 100% inhibition (siPOLR1A positive control, consistent with pre-rRNA transcription defect) (55). The data were graphed in GraphPad Prism 8.

(B). Schematic indicating the amplicon (light blue) used for 45S pre-rRNA RT-qPCR, located between the A' and A<sub>0</sub> cleavage sites in the 5' ETS of the primary rRNA transcript. The location of the mature 18S, 5S and 28S rRNAs are indicated.

(C). RT-qPCR analysis of levels of the 45S pre-rRNA precursor transcript as a proxy for RNAP1 transcription. Hit names are bolded for MirGeneDB members. The mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (4 replicates). The data were normalized to 7SL RNA abundance as an internal control, then to siNT for comparison using the  $\Delta\Delta C_T$  method. The data were analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

(D). Schematic for the dual-luciferase reporter assay for RNAP1 promoter activity (54,99). MCF10A cells were co-transfected with pHrD-IRES-Fluc, in which a 724 bp fragment of the rDNA promoter and early 5' ETS drive firefly luciferase production, and pCMV-Rluc, in which the constitutive CMV promoter drives *Renilla* luciferase production.

(E). Dual-luciferase reporter assay for RNAP1 promoter activity. Hit names are bolded for MirGeneDB members. The mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (4 replicates). The data were analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

# Supplementary Figure 5

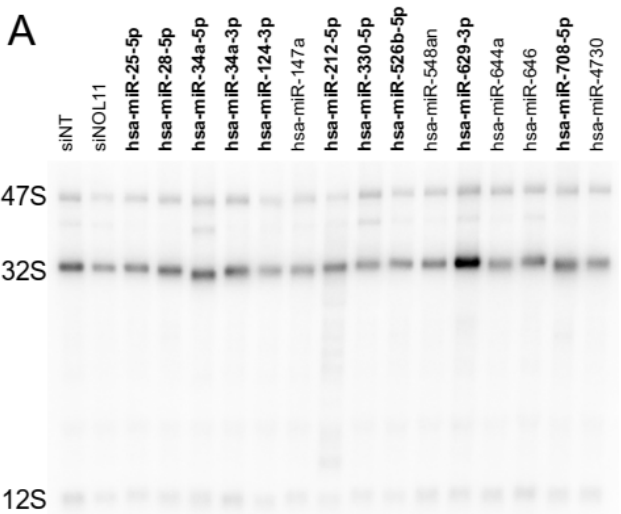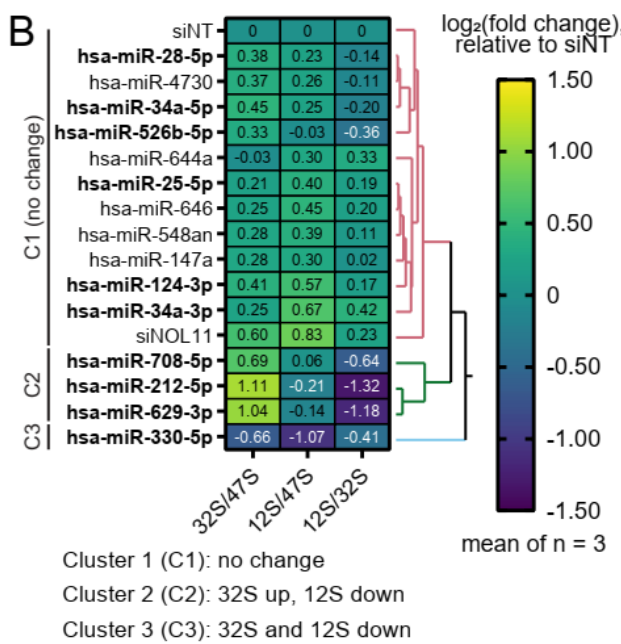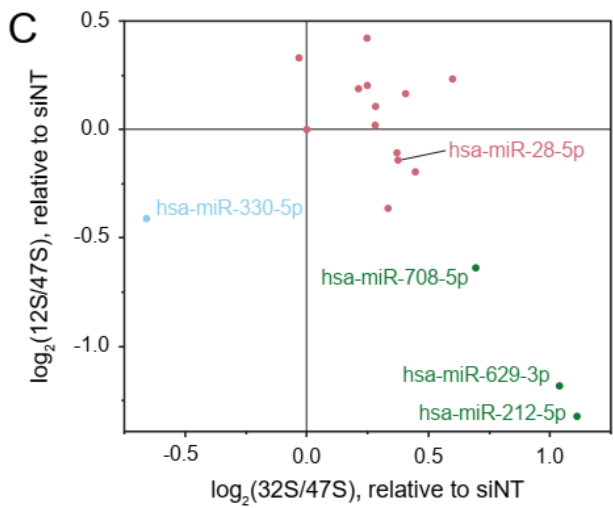

### **Supplementary Figure 5. Four microRNA hits slightly interfere with ITS2 processing.**

**(A).** Representative ITS2 (probe P4) northern blot of 3  $\mu$ g of total RNA isolated from control- or hit-treated MCF10A cells. The pre-rRNA processing intermediates are labeled on the left according to the schematic in Figure 5A. The images were quantified using Bio-Rad Image Lab. Hit names are bolded for MirGeneDB microRNAs.

**(B).** Clustered heatmap showing  $\log_2$ -transformed Ratio Analysis of Multiple Precursor [RAMP, (77)] calculations for microRNA mimic hits, normalized to si non-targeting (siNT) negative control. Values represent mean  $\log_2$ -scale RAMP ratio for  $n = 3$  replicates. Clusters: no change (C1, red); 32S up, 12S down (C2, green); both 32S and 12S down (C3, blue). The RAMP ratios were calculated in Microsoft Excel. Three clusters were assigned using hierarchical Ward clustering in JMP, and data were graphed in GraphPad Prism 8. Hit names are bolded for MirGeneDB microRNAs.

**(C).**  $\log_2$ -scale 32S/47S and 12S/47S pre-rRNA precursor RAMP ratios after subset microRNA mimic treatment, relative to a non-targeting (siNT). Cluster colors the same as in **(B)**. The data were graphed in GraphPad Prism 8, with select hits labeled.

# Supplementary Figure 6

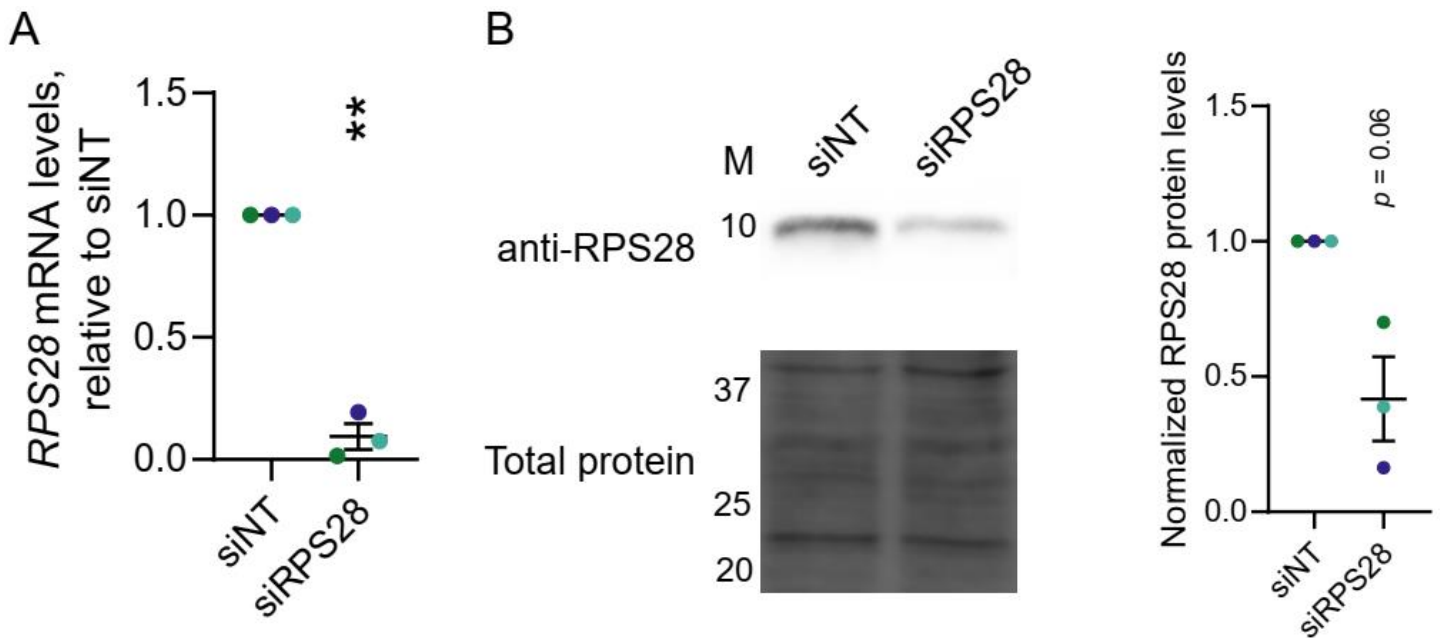

**Supplementary Figure 6. Validation of siRNA-mediated knockdown of RPS28.**

(A) RT-qPCR quantification of mRNA transcript levels following siRNA knockdown of *RPS28* in MCF10A cells. The data were normalized to 7SL RNA abundance as an internal control, then to a non-targeting siRNA (siNT) for comparison using the  $\Delta\Delta C_T$  method. The mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (3 replicates). Data were analyzed by unpaired two-sided Welch's *t*-tests in GraphPad Prism 8. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

(B) Immunoblot quantification of protein levels following siRNA knockdown for *RPS28* in MCF10A cells. Anti-RPS28 blotting is shown in the example immunoblot. Total protein is the trichloroethanol total protein stain loading control. M, molecular weight marker lane in kDa. The images were quantified using Bio-Rad Image Lab. The mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (3 replicates). The data were graphed and analyzed by unpaired two-sided Welch's *t*-tests in GraphPad Prism 8. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

# Supplementary Figure 7

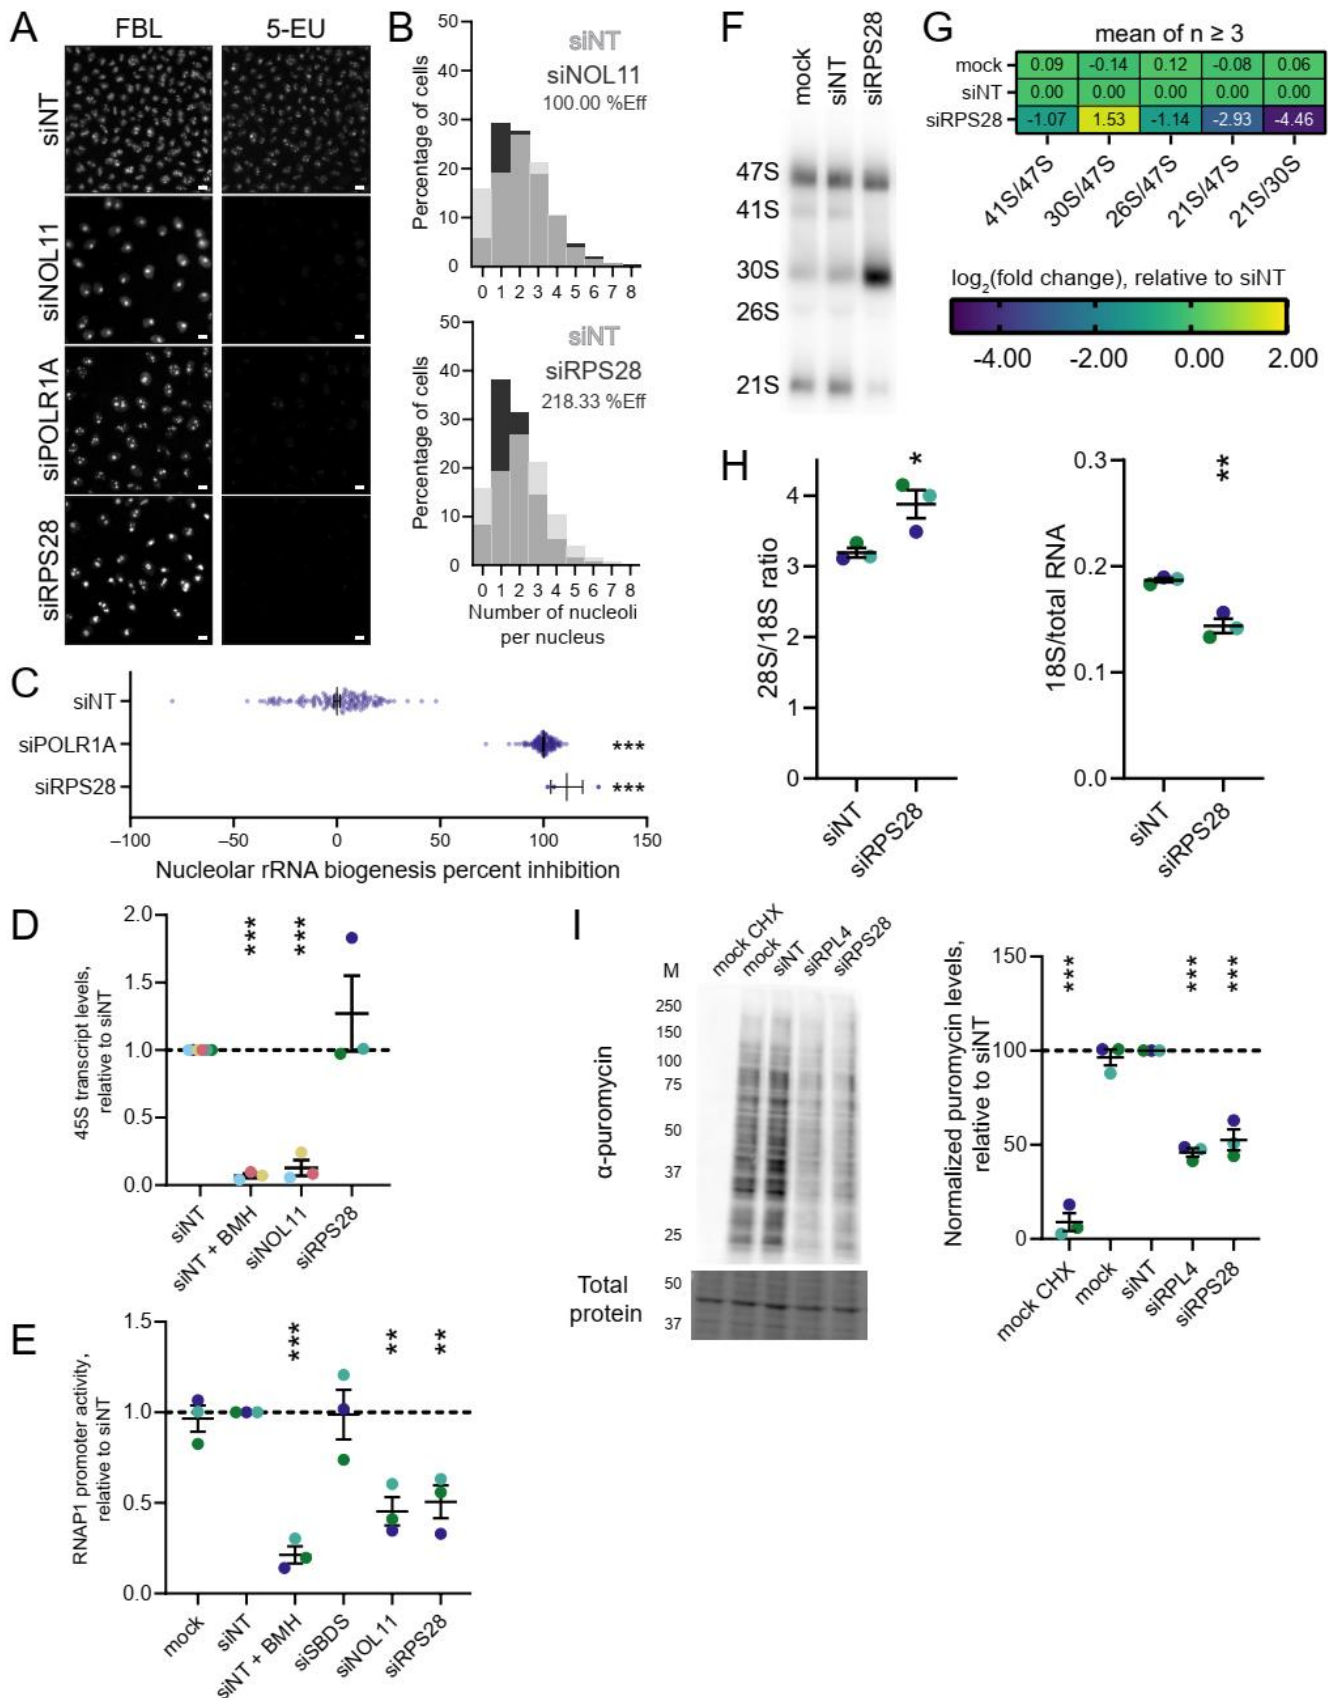

**Supplementary Figure 7. RPS28 knockdown decreases nucleolar number, inhibits nucleolar rRNA biogenesis, interdicts pre-18S processing, and reduces global protein synthesis.**

(A). Representative images of control-treated or RPS28-depleted MCF10A cells following fibrillarin (FBL) antibody staining and 5-EU incorporation. FBL immunostaining and 5-EU click labeling are shown as separate channels. Scale bars, 10  $\mu$ m. siNT is a non-targeting negative control siRNA. siNOL11, NOL11 knockdown is a positive control for the one-nucleolus phenotype. siPOLR1A, POLR1A (RPA194) knockdown is a positive control for nucleolar rRNA biogenesis inhibition. siRPS28, RPS28 knockdown.

(B) Quantification of nucleolar number following siRNA depletion of RPS28. The histograms indicate the percentage of cells with a given number of nucleoli. The siNT negative control histogram is shown in light gray on all graphs for reference. Histograms from cells depleted of NOL11 or RPS28 are shown in black. siNOL11 is the positive control for decrease in nucleolar number. The one-nucleolus percent effect for black-labeled treatment is shown.

(C). Quantification of the percent inhibition of nucleolar rRNA biogenesis. The overall mean percent inhibition  $\pm$  SEM is shown for each treatment, with each dot representing one well. The siNT negative control is set to 0% inhibition, and the siPOLR1A positive control is set to 100% inhibition. Data were analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*\*\*  $p < 0.001$ .

(D). RT-qPCR analysis of levels of the 45S pre-rRNA as a proxy for RNAP1 transcription. siNT, non-targeting siRNA negative control. siNT + BMH, siNT transfection plus acute 1  $\mu$ M BMH-21 pre-treatment to selectively inhibit RNAP1 activity. siNOL11, NOL11 depletion as a positive control. siRPS28, RPS28 depletion. The mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (3 replicates). The data were normalized to 7SL RNA abundance as an internal control, then to siNT for comparison using the  $\Delta\Delta C_T$  method. Data were analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*\*\*,  $p < 0.001$ .

(E). Dual-luciferase reporter assay for RNAP1 promoter activity (54,99). Mock, no siRNA mock transfection control. siNT, non-targeting siRNA negative control. siNT + BMH, siNT transfection plus acute 1  $\mu$ M BMH-21 pre-treatment to selectively inhibit RNAP1 activity. siSBDS, depletion of the cytoplasmic pre-60S assembly factor SBDS as a negative control. siNOL11, NOL11 depletion as a positive control. siRPS28, RPS28 depletion. The mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (3 replicates). The data were analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

(F). Representative ITS1 (probe P3) northern blot of 3  $\mu$ g of total RNA isolated from RPS28-depleted MCF10A cells. Mock, no siRNA mock transfection control. siNT, non-targeting siRNA negative control. siRPS28, RPS28 depletion. The pre-rRNA processing intermediates are labeled on the left. The images were quantified using Bio-Rad Image Lab.

(G). Heatmap showing log<sub>2</sub>-transformed Ratio Analysis of Multiple Precursor [RAMP (77)] calculations, normalized to the si non-targeting (siNT) negative control. The values represent mean RAMP ratio for  $n = 4$  replicates, except  $n = 3$  for mock. RAMP ratios were calculated in Microsoft Excel and data were graphed in GraphPad Prism 8.

(H). Bioanalyzer analysis for 1 µg of total RNA isolated from RPS28-depleted MCF10A cells. Left, the 28S/18S mature rRNA ratio; right, the 18S mature rRNA/total RNA ratio. Mean ± SEM are shown alongside individual data points, colored by replicate (3 replicates). The data were graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against a non-targeting siRNA (siNT) and Holm-Šídák correction in GraphPad Prism 8. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ .

(I). Representative examples of SUnSET puromycin incorporation assay (53,80) immunoblots of total protein isolated from RPS28-depleted MCF10A cells. α-puromycin is an example blot for puromycin incorporation as a proxy for global protein synthesis. Total protein is the trichloroethanol total protein stain loading control. M, molecular weight marker in kDa. Mock, no siRNA mock transfection control. Mock CHX is mock cells co-treated for 1 h with puromycin and 100 µg/mL cycloheximide to halt protein translation. siNT, non-targeting siRNA negative control. siRPL4, depletion of the 60S component RPL4 as a positive control. siRPS28, RPS28 depletion. Images were quantified with Bio-Rad Image Lab. The mean ± SEM are shown alongside individual data points, colored by replicate (3 replicates). Data were normalized to a non-targeting siRNA (siNT), then graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*\*\*,  $p < 0.001$ .

# Supplementary Figure 8

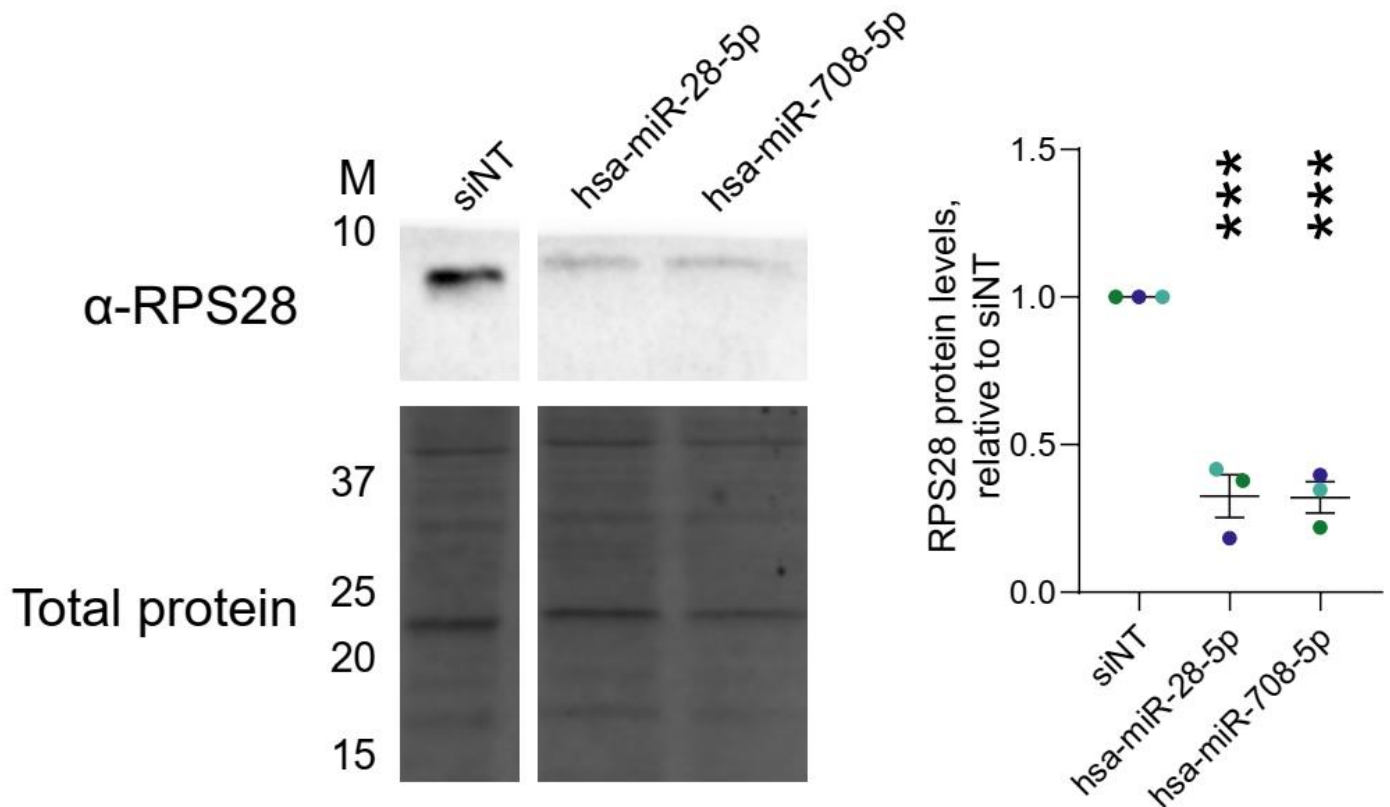

**Supplementary Figure 8. RPS28 protein levels are potently by the MIR-28 siblings, hsa-miR-28-5p and hsa-miR-708-5p, in MCF10A cells.**

Immunoblot analysis and quantification of RPS28 protein levels from control- or MIR-28 sibling-treated MCF10A cells.  $\alpha$ -RPS28 indicates the example immunoblot for the labeled protein. Total protein, trichloroethanol total protein stain loading control. M, molecular weight marker lane in kDa. siNT, non-targeting siRNA negative control. hsa-miR-28-5p or hsa-miR-708-5p, transfected MIR-28 microRNA mimics. The images were quantified with Bio-Rad Image Lab. Mean  $\pm$  SEM are shown alongside individual data points, colored by replicate (3 replicates). The data were normalized to siNT, then graphed and analyzed by ordinary one-way ANOVA with multiple comparisons against siNT and Holm-Šídák correction in GraphPad Prism 8. \*\*\*,  $p < 0.001$ .

# Supplementary Figure 9

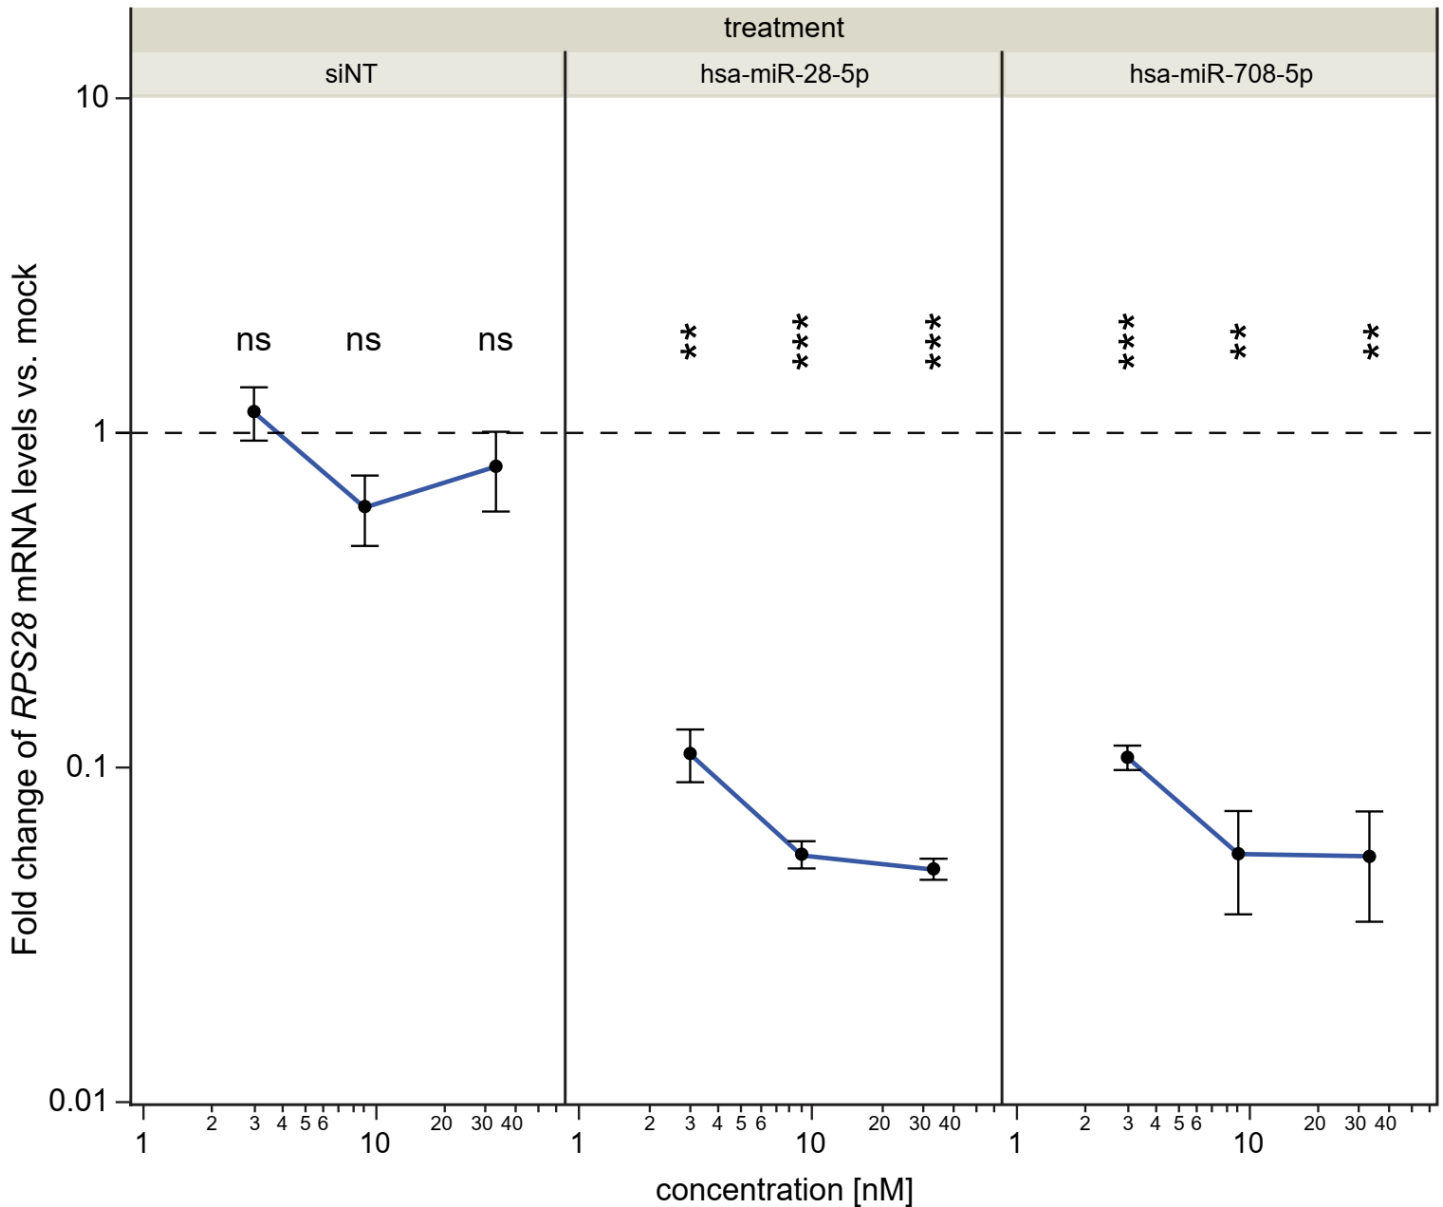

**Supplementary Figure 9. *RPS28* mRNA levels are reduced by the MIR-28 siblings, hsa-miR-28-5p and hsa-miR-708-5p, in hTERT RPE-1 cells.**

Three-point concentration response curves quantifying the MIR-28 siblings' effect on *RPS28* mRNA levels in hTERT RPE-1 cells by RT-qPCR. siNT, non-targeting siRNA negative control. Hsa-miR-28-5p or hsa-miR-708-5p, transfected MIR-28 microRNA mimics. Concentrations of siRNA/microRNA mimics were 3 nM, 9 nM and 33 nM. Fold change of *RPS28* mRNA levels compared to mock transfection is shown on the y-axis. Dashed line indicates the relative *RPS28* mRNA levels in the mock sample. The data were normalized to 7SL RNA abundance as an internal control, then to mock for comparison using the  $\Delta\Delta C_T$  method. Data are graphed as mean  $\pm$  SEM for  $n = 3$  biological replicates and  $n = 2$  technical replicates. Data were analyzed by ordinary one-way ANOVA with multiple comparisons against mock and Holm-Šídák correction in GraphPad Prism 8. ns, no significance; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

## chr19 (p13.2)

**Supplementary Figure 10. The predicted tandem MIR-28 family binding sites in the RPS28 3' UTR are conserved only within a subset of primates.**

UCSC Genome Browser visualization of the *RPS28* 3' UTR region containing predicted tandem MIR-28 family binding sites. A schematic of the locus on human chromosome 19 is shown above the Browser view. A DIANA microT-CDS 2023 track with predicted binding sites and the MIR-28 family seed sequence is shown in red. Multi-species genomic alignments for selected species in the Multiz 100 Vertebrate Species Alignment and Conservation track are shown, with group labels annotated on the left. Conservation of the predicted 6mer MIR-28 sites within a subset of primates is highlighted with a light blue box.

# Supplementary Figure 11

## RPS28 3' UTR (NM\_001031.5: 302-372)

hsa-miR-28-5p

A

Site 1 (WT)

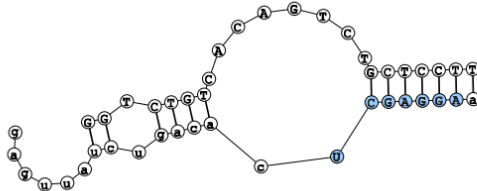

ENERGY = -13.4

E

Site 1 (SCR)

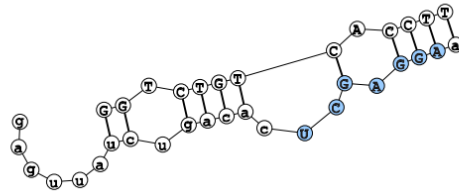

ENERGY = -7.1

B

Site 2 (WT)

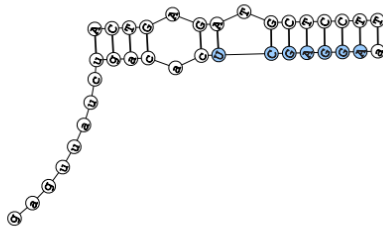

ENERGY = -16.1

F

Site 2 (SCR)

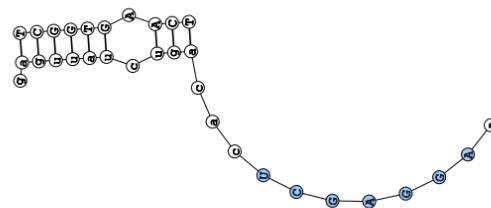

ENERGY = -5.8

hsa-miR-708-5p

C

Site 1 (WT)

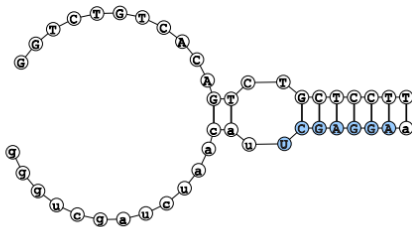

ENERGY = -12.5

G

Site 1 (SCR)

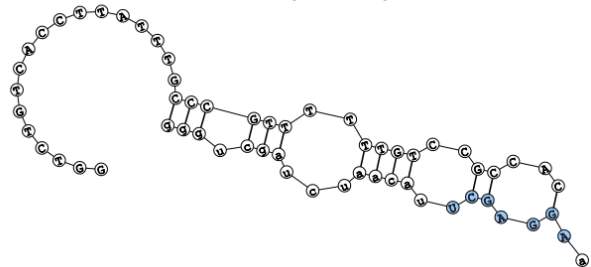

ENERGY = -10.0

D

Site 2 (WT)

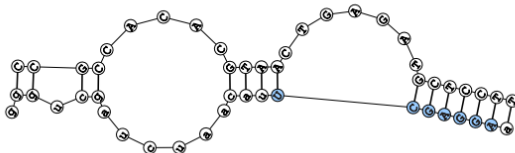

ENERGY = -12.6

H

Site 2 (SCR)

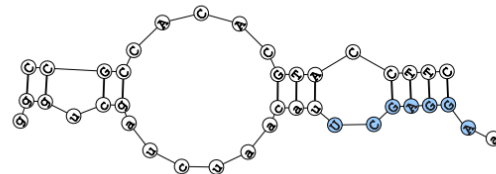

ENERGY = -6.3

**Supplementary Figure 11. Predicted binding structures between MIR-28 siblings and putative binding sites in the *RPS28* 3' UTR.**

(A-D). DuplexFold predicted structures between hsa-miR-28-5p (A-B) or hsa-miR-708-5p (C-D) to wild-type (WT) putative MIR-28 sites in the *RPS28* 3' untranslated region (UTR). The seed sequence for each microRNA is shown in blue. The DuplexFold predicted binding energies are indicated for each structure. Transcriptomic coordinates for the binding region input are shown in the header. Extraneous target base pairs were removed for visualization.

(E-H). Corresponding DuplexFold predicted structures between hsa-miR-28-5p (E-F) or hsa-miR-708-5p (G-H) to seed site scrambled (SCR) putative MIR-28 sites in *RPS28* 3' untranslated region (UTR). Each binding energy (red) is reduced following seed scrambling. Extraneous target base pairs were removed for visualization.

## Supplementary Figure 12

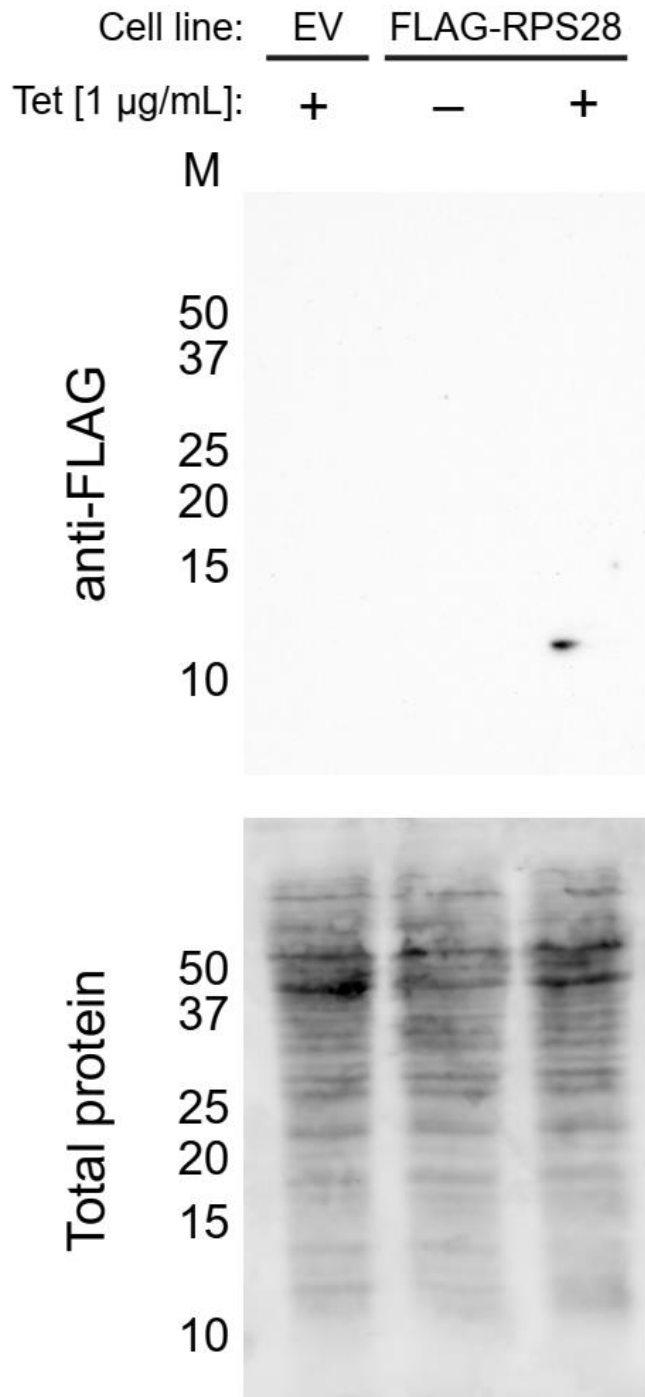

**Supplementary Figure 12. Tetracycline-inducible expression of FLAG-tagged RPS28 in an engineered HEK 293 Flp-In T-REx cell line.**

Immunoblot analysis of FLAG-tagged RPS28 protein levels from HEK 293 Flp-In T-REx cells. Anti-FLAG indicates an immunoblot for the FLAG tag. Total protein, trichloroethanol total protein stain loading control. M, molecular weight marker lane in kDa. Cell line, parental non-engineered/empty vector (EV) or FLAG-RPS28 engineered HEK 293 Flp-In cells. Tet, tetracycline induction of protein expression at 1  $\mu$ g/mL for 48 h. +, positive tetracycline induction; —, no tetracycline induction.

# Supplementary Figure 13

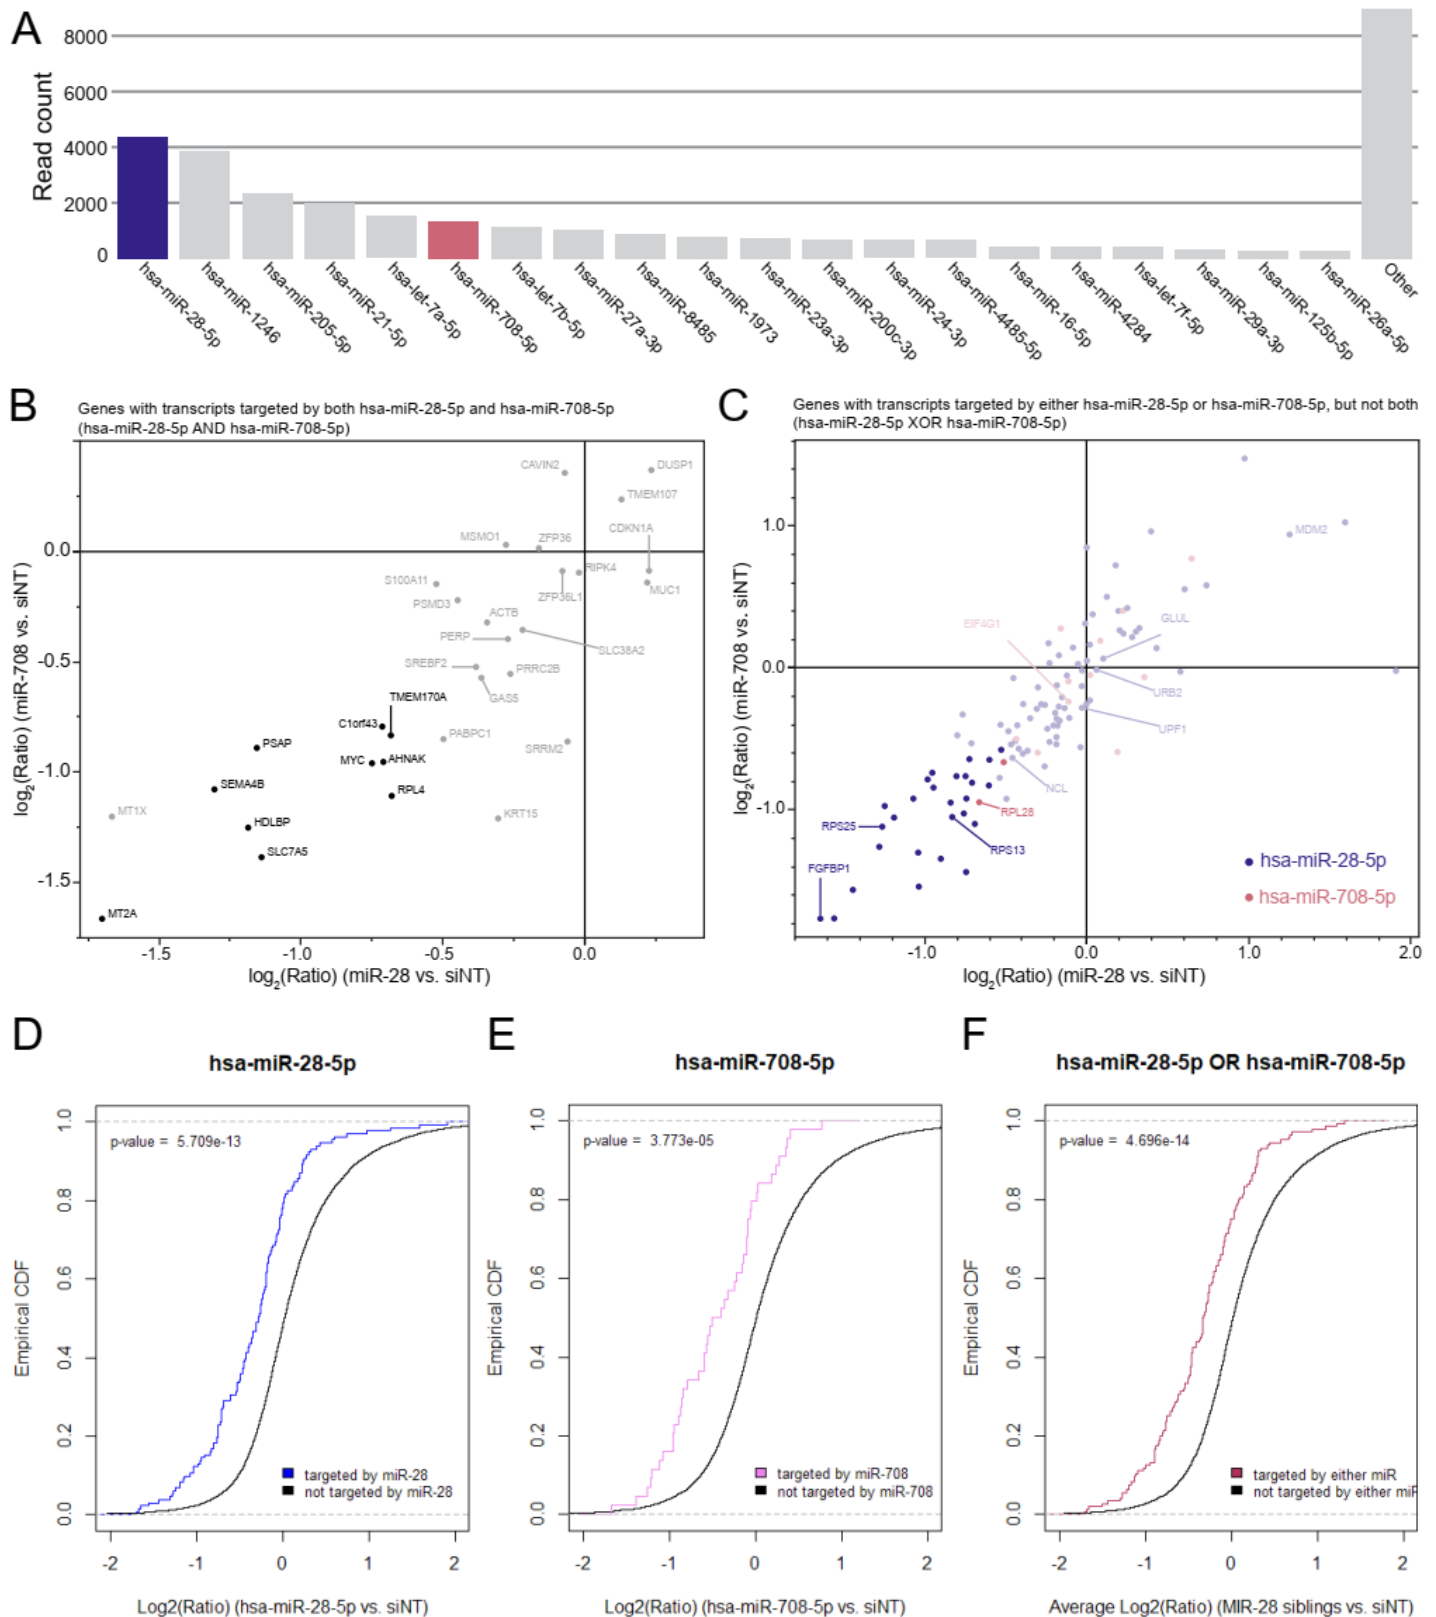

### **Supplementary Figure 13. Direct targets of the MIR-28 siblings revealed by miR-eCLIP.**

**(A).** Read counts of microRNAs sequences enriched following MIR-28 mimic overexpression and miR-eCLIP AGO2 biochemical enrichment. Transfected mimics of the MIR-28 siblings hsa-miR-28-5p (blue) and hsa-miR-708-5p (red) have similar read counts compared to other endogenous microRNAs (gray).

**(B).** Plot of genes with mRNA transcripts targeted by both hsa-miR-28-5p and hsa-miR-708-5p. The miR-eCLIP data were filtered for genes expressed in MCF10A cells, and RNAseq differential expression data following MIR-28 treatment is graphed for each gene on the x- and y-axes. Bolded points represent genes downregulated by both MIR-28 mimics by at least  $-0.5 \log_2$  units, with a differential expression false discovery rate  $< 0.05$  for both treatments. All genes are labeled with their HGNC symbol.

**(C).** Plot of genes with mRNA transcripts targeted exclusively (XOR) by either hsa-miR-28-5p or hsa-miR-708-5p. The miR-eCLIP data were filtered and graphed as above. The genes encoding mRNA transcripts were bound by hsa-miR-28-5p (blue) or bound by hsa-miR-708-5p (red), according to miR-eCLIP data. Select genes are labeled with HGNC symbol.

**(D-F).** Cumulative empirical distribution plots indicating RNAseq differential expression data for labeled groups of targets. Genes not targeted by MIR-28 siblings (black) are compared to genes targeted by hsa-miR-28-5p (**D**, blue line), by hsa-miR-708-5p (**E**, pink line), or by either MIR-28 sibling (**F**, maroon line) based on miR-eCLIP results. Data were analyzed by Kolmogorov-Smirnov testing in R.

# Supplementary Figure 14

## MYC CDS (NM\_002467.6:397-490)

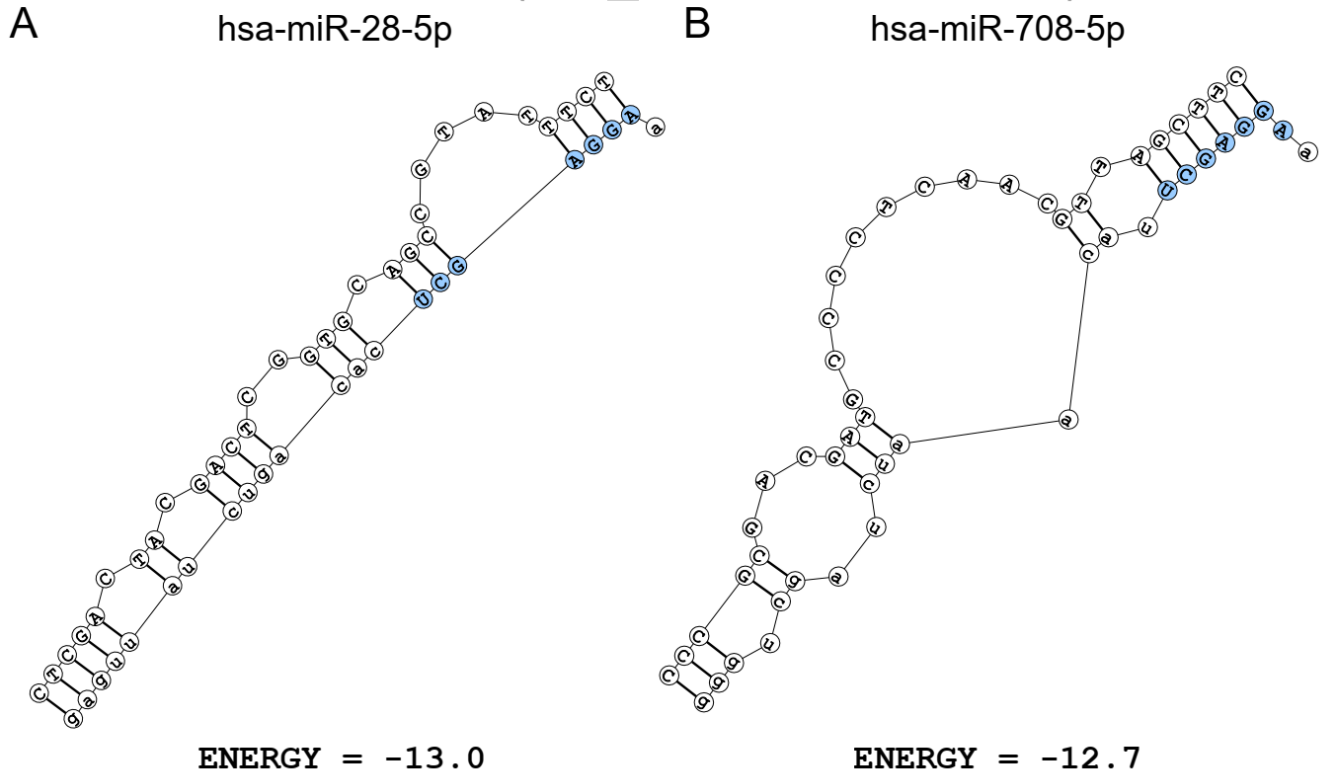

## CDKN1A 3' UTR (NM\_000389.5:1986-2103)

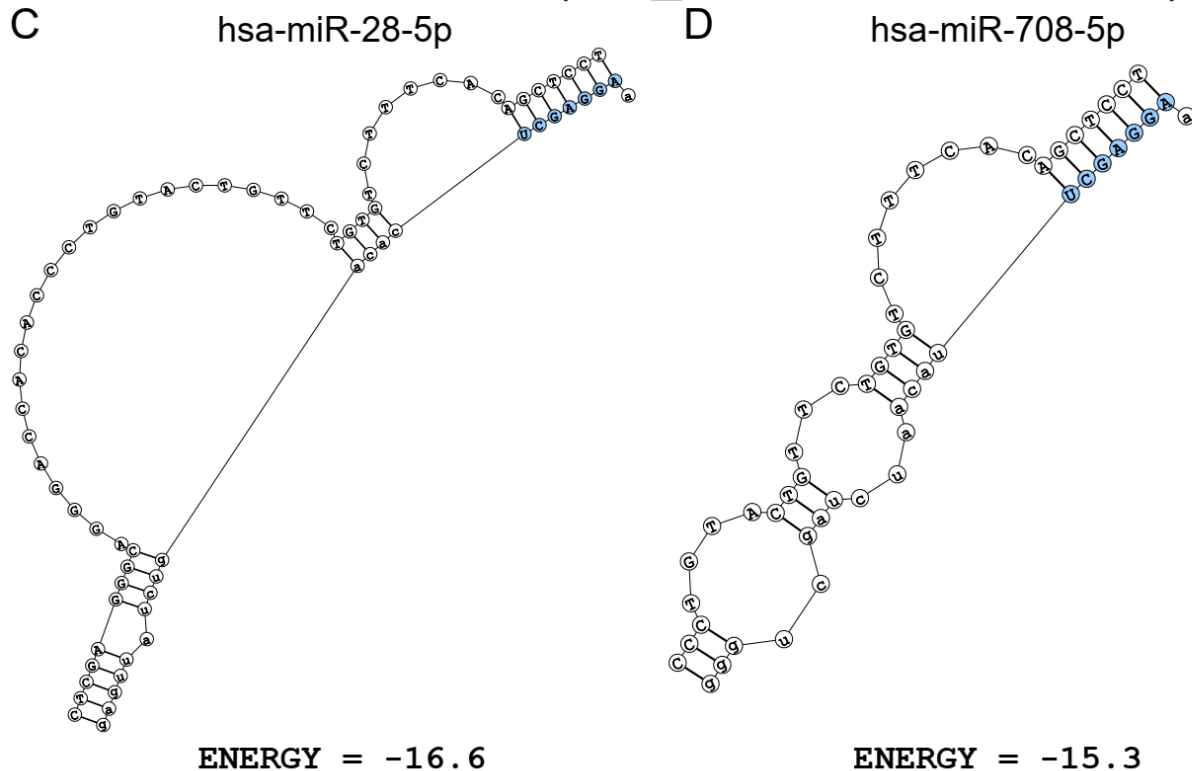

**Supplementary Figure 14. Predicted MIR-28 binding structures in the *MYC* CDS or *CDKN1A* (*p21*) 3' UTR.**

**(A-B).** DuplexFold predicted structures between hsa-miR-28-5p (**A**) or hsa-miR-708-5p (**B**) and wild-type (WT) putative MIR-28 sites in the *MYC* coding sequence (CDS). The seed sequence for each microRNA is shown in blue. The DuplexFold predicted binding energies are indicated for each structure. Transcriptomic coordinates for the binding region input are shown in the header. Extraneous target base pairs were removed for visualization.

**(C-D).** DuplexFold predicted structures between hsa-miR-28-5p (**C**) or hsa-miR-708-5p (**D**) and wild-type (WT) putative MIR-28 sites in *CDKN1A* (*p21*) 3' UTR. Other features as in (**A-B**).

How the deposited data were processed for this re-analysis (not part of the article)

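RNAseq of polyadenylated RNA was analysed for 18 libraries, 9 from MCF10A cells and 9 from hTERT RPE-1 cells. Each cell line had 3 groups of 3 biological replicates: siNT, hsa-miR-708-5p and hsa-miR-28-5p, each at 30 nM for 72 h. Replicates are numbered 7, 8 and 9 in MCF10A and 1, 2 and 3 in hTERT RPE-1.

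The authors trimmed adapters, aligned the reads to hg38 with HISAT2, quantified RefSeq transcripts with the E/M algorithm of Partek Flow and tested the differences with DESeq2. They deposited 1 table per cell line. The expression signal the authors deposited for each gene and library is an estimated read count divided by a median-of-ratios size factor of the library. The authors also deposited, for each mimic against siNT, a linear ratio and its log2 ratio, and a p-value with its FDR from their test. The median over genes of each library's ratio to the geometric mean was the same in the 9 libraries of a table, 1.0027 in MCF10A and 1.0033 in hTERT RPE-1, which is how the scaling was recognised. Between 74.7% and 79.4% of the low values were whole multiples of the step of their library, so the values are estimated counts and whole reads were not recovered. No value was 0. All columns of values per library were used.

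The depth of each library, taken from its step, was 19.4–31.7 M reads on genes in MCF10A and 23.8–40.4 M in hTERT RPE-1, with medians of 26.6 and 34.1 M. A floor of 3 reads corresponded to values of 2.49–4.02 in MCF10A and 2.35–4.40 in hTERT RPE-1. The reads carry no molecular identifiers, so this floor covers counting error only.

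The design fixed before the data were examined assumed counts and named a test for counts. Since the unit differs, limma 3.58.1 in R 4.3.3 was used in its place. The values were transformed as log2(value + 1), genes with a value of at least 10 in at least 3 of the 9 libraries of a line were kept, a linear model with 3 group means was fitted to the 9 libraries, and the spread was moderated with a trend over the mean. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. The tables were scaled separately, so the difference between the lines was computed from the fold change and standard error of each line, with degrees of freedom by the Welch–Satterthwaite formula, over the 13339 genes tested in both. In simulated values with 200 genes changed by known amounts among 14278, 189 (94.5%) were called, together with 13 unchanged genes, and the median error of the log2 fold change was 0.019. No gene was called in a simulated comparison without a change. Between simulated tables, 179 of 200 changed genes and 17 unchanged genes were called among 12917. Other software was Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

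Sets of genes were tested with camera (preset correlation 0.01) and with fry. The 7 lists were written before the data were examined. Of them 1 is not reported here, nor is 1 gene, and the counts over all lists include that list. The others are the 31 genes labelled as targets of both siblings in Supplementary Figure S13B, the 10 genes labelled in Supplementary Figure S13C, a selection from those targeted by either sibling, 79 cytosolic ribosomal protein genes, 19 genes whose transcripts carry a 5′ terminal oligopyrimidine tract and encode no ribosomal protein, 35 interferon-stimulated genes and 55 ribosome biogenesis factors. The Benjamini-Hochberg adjustment ran over the 28 tests of 7 lists in 4 comparisons. The ribosomal protein and ribosome biogenesis lists, and the interferon list, were written from general knowledge and not from these libraries. Seed matches were searched in the annotated 3′ UTRs of GENCODE 44, with 1 transcript per gene. The ribosomal protein list was compared with 1000 lists of other genes, each drawn from the 20 genes nearest to a member in length, GC content and mean value, and again with genes within 0.5 in log2 length, 1 in log2 value and 1 SD in GC content, for members with at least 5 such genes.

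The genes named in the text follow a rule fixed before the data were examined. They are the genes the paper names for the MIR-28 experiments (RPS28, MYC and CDKN1A among them) and those labelled in Supplementary Figure S13B and S13C; in each line the 5 genes that rose most and the 5 that fell most by the mean of the log2 fold changes of the siblings, among genes called with both, with a mean value of at least 100 and with all 6 libraries with a mimic on the same side of all siNT libraries; the 5 genes with the largest difference between the siblings, with the same limits on the call and the mean; and members of a list where that list is reported. RPL23A and KANK3 were added after the values were seen.

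Libraries of the same replicate number were checked for shared deviations from their group means. In MCF10A, the correlations across genes were 0.26, 0.18 and 0.11 between hsa-miR-28-5p and siNT and 0.30, 0.11 and 0.16 between hsa-miR-708-5p and siNT, each above 0.1, so the numbers pair these libraries, and in hTERT RPE-1 they were 0.28, 0.20 and 0.13 between the siblings. The other 3 comparisons had at least one pair at or below 0.1.

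The alternatives were scaling by library size, no filter on low values, a value of at least 10 or of at least 100 in every library, only the groups compared in the fit, the replicate number as a block, a 2-fold limit, siNT libraries not shared between the siblings, the slope of the major axis, the log2 ratios of the authors, fry and an estimated correlation for the set tests, and each library left out in turn. Pseudocounts of 0.1 and 5, the trimmed mean of M-values (30% of ratios and 5% of means trimmed) and no trend in the spread were added after the unit was seen, and the regression without the interferon-stimulated list was added after the values were seen. Small RNA, miR-eCLIP, protein and doses other than 30 nM were not analysed here.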

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

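The tests of other splits of the libraries, of other 7mers and of the interferon-stimulated list among the genes that differ between the siblings were set before their results were seen. The 7 lists, the scaling by library size and the fits with each library left out were also set before the data were examined. Their use against a given explanation, and all other tests of explanations in this part, were chosen after the result was seen. The results in this part come from lists of genes the paper does not discuss, or are effects that differ between the cell lines. Each comparison has 3 libraries against 3, whose 10 splits cannot give a share below 0.1. The number of genes called was largest for the real split in all 6 comparisons (1 of 10 splits each). As many of the 7 lists passed the threshold in 1 of 10 splits with hsa-miR-28-5p in MCF10A, 3 with hsa-miR-708-5p in MCF10A, and 1 with each mimic in hTERT RPE-1. The other splits of the libraries gave 1 to 7 lists past the threshold. Each of them has unequal numbers of libraries with the mimic on its sides, so part of the mimic's effect can remain. They therefore cannot tell whether the adjusted p of camera with a preset correlation overstates how firmly a list differs. With an estimated correlation between genes, 0 of 28 list tests passed the threshold, so the values per library weigh more here.

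The interferon-stimulated list rose with each mimic in each line. Its median log2 fold change was 0.64 with hsa-miR-28-5p and 4.19 with hsa-miR-708-5p in MCF10A, and 4.42 with hsa-miR-28-5p and 5.42 with hsa-miR-708-5p in hTERT RPE-1. The adjusted p was 8.28e-06, 1.62e-36, 1.81e-12 and 5.2e-11 (camera in limma with Benjamini-Hochberg adjustment). In MCF10A 26 of 31 members were higher with hsa-miR-28-5p and 31 of 31 with hsa-miR-708-5p, and in hTERT RPE-1 all 26 were higher with each mimic. The members' median rise in the single libraries was 0.52, 0.61 and 0.75 with hsa-miR-28-5p and 3.49, 4.96 and 4.29 with hsa-miR-708-5p in MCF10A, and 2.29, 5.84 and 5.04 with hsa-miR-28-5p and 5.20, 5.53 and 5.45 with hsa-miR-708-5p in hTERT RPE-1. With hsa-miR-28-5p the rise differed between the lines by 3.53 (adjusted p = 1.98e-20, camera in limma with Benjamini-Hochberg adjustment; 26 of 26 members), and with hsa-miR-708-5p by 0.52 (adjusted p = 0.242, the same test).

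The scaling of the libraries was argued against: under library size scaling the list still differed between the siblings in MCF10A by 3.90 and between the lines with hsa-miR-28-5p by 3.51. A single library as the cause was argued against, since all 31 members had every hsa-miR-708-5p library above every hsa-miR-28-5p library in MCF10A. The hsa-miR-28-5p library of hTERT RPE-1 rich in ribosomal RNA was argued against as well, since without it the difference between the lines was 4.43. What stays open in MCF10A is whether the sequence of the mimic or its preparation sets the response. These cannot be told apart, because no value here compares preparations of a mimic, although the hsa-miR-28-5p mimic also gave a median rise of 4.42 in hTERT RPE-1.

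The ribosomal protein list fell with each mimic in each line. Its median log2 fold change was -0.35 with hsa-miR-28-5p and -0.55 with hsa-miR-708-5p in MCF10A, where 78 of 79 members were lower, and -0.77 and -1.16 in hTERT RPE-1, where all 79 were lower. The adjusted p was 4.34e-15, 2.61e-19, 1.16e-18 and 5.68e-19 (camera in limma with Benjamini-Hochberg adjustment). With hsa-miR-28-5p in MCF10A 28 members were called lower, or 44 adjusted over the list alone, and with hsa-miR-708-5p 62, or 70 adjusted over the list alone. All 3 libraries with the mimic were below all 3 siNT libraries for 44 and 75 members in MCF10A and 78 and 79 in hTERT RPE-1. Chance gives 10% for all below and all above taken together. The fall was larger in hTERT RPE-1 by -0.40 with hsa-miR-28-5p and by -0.61 with hsa-miR-708-5p (adjusted p = 3.19e-08 and 1.8e-08, camera in limma with Benjamini-Hochberg adjustment; 79 of 79 members).

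Ribosomal protein transcripts are short and abundant. Of 1000 lists matched on length, GC content and mean value, none fell as far in any comparison, and over hsa-miR-708-5p in MCF10A and both mimics in hTERT RPE-1 the lowest median of a matched list was -0.47. With hsa-miR-28-5p in MCF10A, however, the matched lists had a median of -0.27, near that of the list, so that fall and an effect of length and abundance cannot be told apart there. The matching was incomplete in all comparisons: the median length of the matched genes was 958 nt in MCF10A and 945 nt in hTERT RPE-1 against 785 nt, and their mean value 10190 against 19367 and 4651 against 8258. With limits on each difference, 58 members in MCF10A and 66 in hTERT RPE-1 were matched. A gap remained: the median length of these members was 1022 nt in each line, against 1227 nt and 1196 nt for the matched genes. The members' mean value was 16848 against 11859 in MCF10A and 7762 against 5502 in hTERT RPE-1. The medians of these members were -0.55 with hsa-miR-708-5p in MCF10A and -0.82 and -1.23 in hTERT RPE-1. The lowest matched lists lay at -0.26, -0.35 and -0.55. As far as the matching reached, this argues against length and abundance as the whole cause in these comparisons. With hsa-miR-28-5p in MCF10A the median of these members was -0.35 and the lowest matched list lay at -0.35 too. Under the 2 other scalings, the list's own median was -0.41 or lower with hsa-miR-708-5p in MCF10A and with both mimics in hTERT RPE-1, and in each library with the mimic the list lay below every siNT library, which argues against scaling. With hsa-miR-28-5p in MCF10A the median was -0.24 under library size scaling. The libraries overlapped there, since hsa-miR-28-5p replicate 9 (-0.08) lay above siNT replicate 7 (-0.16). The replicate numbers pair hsa-miR-28-5p with siNT in this line, and the list fell in each of the 3 pairs under both scalings. The 95% interval of its median fall within pairs ended at -0.06, which argues against scaling here only when the pairing is used. Reads moving to the listed pseudogenes in the authors' estimate were argued against, since their largest gain was -0.0663% of the genes' loss, which is a loss. The test cannot see pseudogenes that are not listed, those of RPS28 among them, so reads moving to those stay open. In hTERT RPE-1, where the list fell further, the 95% interval of the MYC log2 fold change reached down to -0.50 and no lower. In MCF10A the MYC log2 fold changes were -0.74 and -0.95, so a fall of MYC mRNA of that size was argued against as the common cause. A smaller fall of MYC mRNA stays open, as does a change of MYC protein, which these libraries do not measure. Transcripts with a 5′ terminal oligopyrimidine tract that encode no ribosomal protein fell too (highest adjusted p = 7.6e-07 over the 4 comparisons, camera in limma), so the fall was not limited to ribosomal protein genes. A change of that whole class of transcripts would describe the fall without naming its cause, which was not tested. It stays a hypothesis.

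The effect differed between the lines for 3127 genes with hsa-miR-28-5p and 5311 with hsa-miR-708-5p, while 4857 and 6394 had an unadjusted p below 0.05. Of these called genes, 2276 and 4114 had the larger change in hTERT RPE-1. Among the 100 combinations of the splits of the 2 lines, fitted with only the groups compared, the real one gave the most genes for each mimic (1 of 100), 2980 and 5484 against at most 1998 and 4083. Noise between replicates as the cause of the low correlation was argued against: corrected for the error of the fold changes, the R2 was 0.215 with hsa-miR-28-5p and 0.263 with hsa-miR-708-5p, against 0.405 and 0.659 between the siblings within a line with no shared siNT library. The authors processed the lines as separate sets, so a difference between the sets and one between the lines is confounded, and a difference in transfection between the lines was not tested.

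Genes with a 7mer seed match fell more in hTERT RPE-1 than in MCF10A, by -0.10 with hsa-miR-28-5p and by -0.14 with hsa-miR-708-5p (median over 2223 genes; adjusted p = 0.0270 and 0.0379, camera in limma with Benjamini-Hochberg adjustment). Under library size scaling the set's own median with hsa-miR-708-5p was 0.01 in MCF10A and 0.05 in hTERT RPE-1. With that mimic the larger fall of the set therefore depends on the scaling. With hsa-miR-28-5p its median was 0.02 under that scaling in MCF10A and -0.08 or lower under all alternatives in hTERT RPE-1. RPS28 fell more in hTERT RPE-1 too, by -1.68 and by -1.74. Scaling was argued against for RPS28, since the difference nearest 0 under the 2 other scalings was -1.57. A stronger effect of the mimics on transcripts with a seed match in hTERT RPE-1 is a candidate explanation for RPS28. RPS28 has 6mer matches and no 7mer, and the 2025 other genes of this kind were lower in hTERT RPE-1 as a set (median difference -0.08 with hsa-miR-28-5p and -0.10 with hsa-miR-708-5p; adjusted p = 0.014 for each, camera in limma with Benjamini-Hochberg adjustment). The set's shift is far smaller than that of RPS28, so it may account for only part of it. RPS28 is also on the ribosomal protein list, which fell further in hTERT RPE-1 by -0.40 with hsa-miR-28-5p and by -0.61 with hsa-miR-708-5p. That shift is larger than the set's and may account for part of the RPS28 difference too. The 2 were not told apart.

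The log2 fold change of MYC was higher in hTERT RPE-1 than in MCF10A by 0.68 with hsa-miR-28-5p and by 0.85 with hsa-miR-708-5p. Low precision in hTERT RPE-1 was argued against, since the 95% interval there ended at least 0.28 away from the MCF10A value. Scaling was argued against, since the difference was at least 0.65 under the 2 other scalings. The ribosome biogenesis factor list was lower in MCF10A (median -0.17 and -0.23, 47 and 48 of 55 members) and higher in hTERT RPE-1 (0.12 and 0.27, 37 and 40 of 55), a difference of 0.33 with hsa-miR-28-5p and 0.50 with hsa-miR-708-5p. Under library size scaling the medians were -0.06 and -0.09 in MCF10A, where the libraries with a mimic lie close to the siNT libraries, and 0.21 and 0.59 in hTERT RPE-1, so the fall in MCF10A depends on the scaling. Scaling as the cause of the difference between the lines was argued against, since that difference was at least 0.30 under the 2 other scalings and every hTERT RPE-1 library with a mimic lay above every MCF10A library with that mimic. The rise with hsa-miR-28-5p in hTERT RPE-1 alone is near the threshold (adjusted p = 0.0479, camera in limma with Benjamini-Hochberg adjustment) and did not pass it with fry, with no trend in the spread, or without siNT replicate 2 or 3 or hsa-miR-28-5p replicate 1 or 3. CDKN1A with hsa-miR-708-5p was lower in hTERT RPE-1 by -0.85, and scaling was argued against (adjusted p at most 0.000807, limma). For all of these, a difference between the lines is confounded with one between the 2 sets of libraries.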

How the results depend on the processing

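Tests with pseudocounts of 0.1 and 5, the trimmed mean of M-values, no trend in the spread and the regression without the interferon-stimulated list were chosen after the data were seen; the others were chosen before the data were examined. Size factors of DESeq2 in edgeR, the Wald test of DESeq2 and its fold changes without shrinkage were not run, because the values are not counts. Of the 4 log2 fold changes of RPS28, each kept its direction and its call under all alternatives run. The numbers of genes whose effect differs between the lines stayed within a factor of 1.5 under all alternatives run, with 2735 to 3757 genes for hsa-miR-28-5p and 4983 to 5838 for hsa-miR-708-5p, and 2287 to 3357 and 4619 to 5435 with each library left out in turn.

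A log2 fold change of at least 1 besides the adjusted p left 854 (hsa-miR-28-5p) and 1403 (hsa-miR-708-5p) genes in MCF10A, 1976 and 3550 in hTERT RPE-1, and 134 (MCF10A) and 700 (hTERT RPE-1) between the siblings, since it removes genes with smaller changes. With each library left out in turn, which leaves fewer libraries, the number of genes was 1949 to 3068 with hsa-miR-28-5p and 3174 to 5483 with hsa-miR-708-5p in MCF10A, 5471 to 6572 and 7942 to 8661 in hTERT RPE-1, and between the siblings 112 to 368 in MCF10A and 1512 to 4084 in hTERT RPE-1. The count moved by over 1.5 times with hsa-miR-28-5p in MCF10A without siNT replicate 8 (2113) or 9 (2099) or hsa-miR-28-5p replicate 8 (1949) or 9 (2193), and with hsa-miR-708-5p without hsa-miR-708-5p replicate 9 (3174). Between the siblings it did so in MCF10A without hsa-miR-708-5p replicate 7 (368), 8 (127) or 9 (112) or hsa-miR-28-5p replicate 8 (135) or 9 (151), and in hTERT RPE-1 without hsa-miR-708-5p replicate 1 (1893) or 3 (1512) or hsa-miR-28-5p replicate 3 (1651). Library size scaling gave 4654 genes between the siblings in hTERT RPE-1, and no trend in the spread gave 150 in MCF10A. The cause was not tested.

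With the replicate number as a block, 643 genes differed between the siblings in MCF10A in place of 228, where same-numbered libraries of the siblings had correlations of 0.12, 0.02 and 0.18, while the numbers pair each sibling with siNT. Which of the counts is nearer is left open. In hTERT RPE-1 the correlations were 0.02, 0.04 and 0.02 between hsa-miR-28-5p and siNT and 0.04, 0.15 and 0.07 between hsa-miR-708-5p and siNT. There the block also took the ribosome biogenesis factor list with hsa-miR-28-5p to an adjusted p of 0.0505 (camera in limma), which leaves 25 of 28 list tests past the threshold. The block was run for the counts, the regressions, the fold changes of single genes within a line and the tests of lists and seed matches against siNT. Among these it changed no other call and moved no other count by over 1.5 times. It was not run for single genes or lists compared between the lines or for lists compared between the siblings. The blocked counts were 4408 and 5818 in MCF10A and 6997 and 9101 in hTERT RPE-1 against siNT.

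The R2 between the siblings with no shared siNT library was 0.405 in MCF10A and 0.659 in hTERT RPE-1. By construction, both the removed sharing and the fewer siNT libraries per sibling lower it. It was 0.672 in MCF10A without the interferon-stimulated list and 0.743 in hTERT RPE-1 with the log2 ratios of the authors. Without any 1 library it was 0.55 to 0.646 and 0.689 to 0.811. The slope of the major axis was 1.304 and 1.411. The R2 between the lines was 0.143 with hsa-miR-28-5p and 0.202 with hsa-miR-708-5p with no filter on low values, 0.187 and 0.235 with a value of at least 10 in every library, 0.232 and 0.256 with at least 100, 0.133 and 0.194 with the log2 ratios of the authors, 0.229 with hsa-miR-708-5p with a pseudocount of 5, and 0.138 to 0.169 and 0.197 to 0.229 with each library left out in turn. The R2 rose with each stricter filter for both mimics.

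With an estimated correlation between genes, 0 of 28 list tests and 2 of 4 seed match tests passed the threshold, compared with 26 and 4. Without any 1 library these were 24 to 26 and 3 to 4, and with fry 27 and 4. The sign of a fold change near 0 reversed in 6 cases, none of them past the threshold in either setting. CDKN1A with hsa-miR-708-5p in MCF10A was 0.058 with library size scaling. MYC in hTERT RPE-1 was 0.021 with hsa-miR-28-5p and 0.217 with hsa-miR-708-5p with library size scaling, 0.043 and 0.006 without siNT replicate 1, and 0.137 with hsa-miR-708-5p without hsa-miR-708-5p replicate 2. Leaving out each library in turn gave MYC there a range of -0.151 to 0.043 with hsa-miR-28-5p and -0.263 to 0.137 with hsa-miR-708-5p. The cause was not tested. Of the other values for single genes, 1206 stayed on the same side, 25 lost and 1 gained the threshold (CDKN1A with hsa-miR-28-5p in MCF10A with library size scaling). Of those for lists, 598 stayed, 40 lost it, of which 28 with an estimated correlation, and 2 gained it.

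Depth limits genes with libraries at or under the value of 3 reads, which are HLA-DRA in MCF10A and OAS1, OAS2, CEACAM1, NACAD and SYT12 in hTERT RPE-1 among the genes named. Their fold changes depend on the pseudocount.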

Differences from the paper's values

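The lowest depth of a library was 19.4 M reads, while the paper states 30 M as the lowest. The paper's value counts the reads collected, and the value here counts the reads that the deposited values assign to genes, so the scales differ. No alternative applies to this value.

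The R2 between the siblings in hTERT RPE-1 was 0.785, while the paper's is about 0.74 in Fig. 7D, read by eye. Among the alternatives set before the data were examined, the R2 does not differ with the log2 ratios of the authors (0.743), with no filter on low values (0.771), and without siNT replicate 2 (0.772), hsa-miR-708-5p replicate 2 (0.768) or hsa-miR-28-5p replicate 3 (0.769). It differs with library size scaling (0.784), a value of at least 10 (0.789) or 100 (0.804) in every library, the replicate block (0.785), siNT libraries not shared (0.659), and without siNT replicate 1 (0.791) or 3 (0.798), hsa-miR-28-5p replicate 1 (0.811) or 2 (0.689), or hsa-miR-708-5p replicate 1 (0.778) or 3 (0.792).

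The slope in hTERT RPE-1 was 1.203, while the paper's is about 1.1 in Fig. 7D, read by eye. Among the alternatives set before the data were examined, the log2 ratios of the authors gave 1.105, which does not differ, and the major axis gave 1.411, which does.

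The paper proposes that the siblings likely reduce MYC directly, and takes its findings to favour a high similarity of the changes among human cell lines. In hTERT RPE-1 the log2 fold change of MYC was -0.06 with hsa-miR-28-5p and -0.10 with hsa-miR-708-5p, neither past the threshold, and the log2 ratio of the authors there is -0.07 for each. The R2 of the changes between the lines was 0.156 with hsa-miR-28-5p and 0.218 with hsa-miR-708-5p. Of the genes called in both lines, 89.2% and 83.3% changed in the same direction. The paper's regressions compare the siblings within each line and its miR-eCLIP was done in MCF10A, so the R2 between the lines is a different measure.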

Other observations

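The tests of base composition, of other splits and of the interferon-stimulated list among the genes that differ between the siblings were set before their results were seen, and the fits of that list without single libraries were chosen after. The comparison with the table of the authors was listed before the data were examined.

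The hypothesis that the lower level of genes with a seed match reflects base composition of the 3′ UTR rather than the seed was argued against, since 0 of the other 7mers of the same bases were as low as the seed matches with either mimic in MCF10A (0 for each) or in hTERT RPE-1 (0 for each). In hTERT RPE-1, the differences were -0.202 (AGCTCCT) and -0.192 (GCTCCTA) with hsa-miR-28-5p and -0.321 and -0.319 with hsa-miR-708-5p, and the lowest other 7mers lay at -0.147 and -0.251. Among the 10 splits of the libraries, the set of genes with a seed match had as small a p in the same direction in 3 with hsa-miR-28-5p and 2 with hsa-miR-708-5p in MCF10A, and in 1 with each mimic in hTERT RPE-1, where 1 is the real split. Under library size scaling the set's own median in hTERT RPE-1 with hsa-miR-708-5p was 0.05, since all genes shift upwards, and it stayed lower relative to the other genes. Genes with a 6mer and no 7mer differed by -0.148 and -0.212 in hTERT RPE-1.

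The genes that differ between the siblings in MCF10A may reflect an interferon response to the hsa-miR-708-5p mimic: 31 of the 228 genes were interferon-stimulated list members, and the list as a whole was higher with hsa-miR-708-5p by 3.87 (adjusted p = 8.44e-85, camera in limma with Benjamini-Hochberg adjustment; 31 of 31 members). In hTERT RPE-1, 0 of the 3084 genes were list members, while all 26 members were higher with hsa-miR-708-5p, by a median of 1.05, and the list passed the threshold with camera (adjusted p = 0.00138, camera in limma with Benjamini-Hochberg adjustment) and not with fry (adjusted p = 0.312, fry in limma with Benjamini-Hochberg adjustment). This difference rests on hsa-miR-28-5p replicate 1, in which the list rose least: without it the median was 0.03, with 14 of 26 members higher, while 2088 genes still differed between the siblings. Without hsa-miR-28-5p replicate 2 the median was 1.73 and 11 list members were among the 4084 genes called. The count of list members therefore depends on single libraries too. That 2088 genes differed while the list's median was 0.03 argues against an interferon response as the cause of the differences between the siblings in this line.

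The authors' own test called 3883 and 5163 genes in MCF10A and 7026 and 9105 in hTERT RPE-1 (hsa-miR-28-5p first), which are the authors' counts. Of the genes called here, 99.3% and 99.2% in MCF10A and 98.3% and 98.7% in hTERT RPE-1 were among them, and the correlation of the log2 ratios across genes was 0.991, 0.994, 0.988 and 0.998. The regression of the authors' log2 ratios in MCF10A had an R2 of 0.608 and a slope of 0.933.

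In hTERT RPE-1, the 31 genes labelled as targets of both siblings, which the paper discusses for MCF10A, had a median log2 fold change of -0.76 with hsa-miR-28-5p and -0.93 with hsa-miR-708-5p; 23 and 24 were lower, 20 were called lower with each, and 4 were called higher with each, by up to 1.99 and 3.07. The 10 genes labelled in Supplementary Figure S13C had medians of -0.28 and -0.46 in MCF10A (7 and 8 lower). They are a selection of the genes the paper gives for either sibling, so their values say nothing of the others. In hTERT RPE-1 the medians of 9 of these genes were -0.20 and -0.24 (7 lower with each), not past the threshold (adjusted p = 0.0937 and 0.104, camera in limma with Benjamini-Hochberg adjustment). Both passed it with fry, and under library size scaling the median with hsa-miR-708-5p was 0.07. MDM2 rose by 1.24 and 0.94 in MCF10A and by 1.48 and 1.40 in hTERT RPE-1, and RPS25 had log2 fold changes of -1.26 and -1.12 in MCF10A. Transcripts with a 5′ terminal oligopyrimidine tract that encode no ribosomal protein had medians of -0.52 and -0.83 in MCF10A and -0.74 and -0.99 in hTERT RPE-1. The ribosome biogenesis factor list had an adjusted p of 2.42e-05 with hsa-miR-28-5p and 3.98e-06 with hsa-miR-708-5p in MCF10A and 0.00788 with hsa-miR-708-5p in hTERT RPE-1 (camera in limma with Benjamini-Hochberg adjustment).

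CDKN1A in hTERT RPE-1 had log2 fold changes of -0.16 with hsa-miR-28-5p (adjusted p = 0.210) and -0.93 with hsa-miR-708-5p (adjusted p = 2.23e-05, limma with Benjamini-Hochberg adjustment), and with hsa-miR-28-5p its difference from MCF10A was -0.39 (adjusted p = 0.0535, limma with Benjamini-Hochberg adjustment). This difference passed the threshold under library size scaling (-0.41, adjusted p = 0.0432, limma) and not with the trimmed mean of M-values (-0.37, adjusted p = 0.0642, limma).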
